# Deletion of FNDC5/irisin modifies murine osteocyte function in a sex-specific manner

**DOI:** 10.7554/eLife.92263

**Published:** 2024-04-25

**Authors:** Anika Shimonty, Fabrizio Pin, Matthew Prideaux, Gang Peng, Joshua Huot, Hyeonwoo Kim, Clifford J Rosen, Bruce M Spiegelman, Lynda F Bonewald

**Keywords:** irisin, Fndc5, osteocytes, osteocytic osteolysis, hypercalcemia, lactation, Mouse

## Abstract

Irisin, released from exercised muscle, has been shown to have beneficial effects on numerous tissues but its effects on bone are unclear. We found significant sex and genotype differences in bone from wildtype (WT) mice compared to mice lacking *Fndc5* (knockout [KO]), with and without calcium deficiency. Despite their bone being indistinguishable from WT females, KO female mice were partially protected from osteocytic osteolysis and osteoclastic bone resorption when allowed to lactate or when placed on a low-calcium diet. Male KO mice have more but weaker bone compared to WT males, and when challenged with a low-calcium diet lost more bone than WT males. To begin to understand responsible molecular mechanisms, osteocyte transcriptomics was performed. Osteocytes from WT females had greater expression of genes associated with osteocytic osteolysis and osteoclastic bone resorption compared to WT males which had greater expression of genes associated with steroid and fatty acid metabolism. Few differences were observed between female KO and WT osteocytes, but with a low-calcium diet, the KO females had lower expression of genes responsible for osteocytic osteolysis and osteoclastic resorption than the WT females. Male KO osteocytes had lower expression of genes associated with steroid and fatty acid metabolism, but higher expression of genes associated with bone resorption compared to male WT. In conclusion, irisin plays a critical role in the development of the male but not the female skeleton and protects male but not female bone from calcium deficiency. We propose irisin ensures the survival of offspring by targeting the osteocyte to provide calcium in lactating females, a novel function for this myokine.

## Introduction

It is widely accepted that bone and muscle interact mechanically as movement of the skeleton by muscle is essential for life. Less well-known but becoming more generally accepted is that muscle and bone can communicate through secreted factors (Brotto and Bonewald, 2015; Bonewald, 2019). Muscle produces factors such as β-aminoisobutyric acid and irisin with exercise, that have positive effects on bone, adipose tissue, brain, and other organs, whereas sedentary muscle produces factors such as myostatin that has negative effects on both bone and muscle (Brotto and Bonewald, 2015; Karsenty and Mera, 2018; Kitase et al., 2018; Boström et al., 2012; Hamrick et al., 2006).

Many of the factors secreted by bone are produced by osteocytes, the most abundant and the longest-living bone cell (Bonewald, 2011; Dallas et al., 2013). These cells are derived from terminally differentiated osteoblasts that become surrounded by the newly mineralizing bone matrix (Dallas et al., 2013). Osteocytes are multifunctional and appear to be the major mechanosensory cell in bone (Bonewald, 2011; Temiyasathit and Jacobs, 2010; Uda et al., 2017). Under unloaded conditions, these cells produce sclerostin, a negative regulator of bone formation and receptor activator of nuclear factor kappa β ligand (RANKL), the major factor that recruits and activates osteoclasts to resorb bone (Nakashima et al., 2011; Xiong and O’Brien, 2012; Xiong et al., 2015; Ono et al., 2020). In contrast, with anabolic mechanical loading, these cells produce factors such as prostaglandin E2 that have positive effects on myogenesis and muscle function (Mo et al., 2015). Osteocytes play a major role in mineral metabolism, through regulation of both calcium and phosphate homeostasis. Osteocytes secrete fibroblast growth factor 23 to target the kidney to regulate phosphate excretion. Both parathyroid hormone (PTH) and parathyroid-related peptide (PTHrP) regulate calcium homeostasis via the PTH type 1 receptor on osteocytes (Feng et al., 2009; Teti and Zallone, 2009). Under the physiological calcium-demanding condition of lactation, osteocytes respond to PTHrP by removing their surrounding perilacunar matrix to provide calcium for offspring, and upon weaning this perilacunar matrix is rapidly replaced, a process referred to as perilacunar remodeling (Qing and Bonewald, 2009; Qing et al., 2012; Wysolmerski, 2013). However, under pathological conditions such as ovariectomy, hyperparathyroidism, hypophosphatemic rickets, and cancer, excessive removal of their perilacunar matrix occurs through osteocytic osteolysis (Tsourdi et al., 2018; Jähn-Rickert and Zimmermann, 2021; Pin et al., 2021; Shimonty et al., 2023).

Bone is the largest calcium reservoir in the body and human mothers can lose an average of 250 mg/day of calcium in milk, emphasizing the need for a calcium-replete diet to prevent bone loss (Qing et al., 2012; Wysolmerski, 2002; Kalkwarf, 2004). During lactation, PTHrP targets the osteocyte to elevate genes coding for factors necessary for the removal of their calcium-ladened perilacunar matrix and to increase RANKL as an activator of osteoclasts (Kovacs, 2001). During lactation, RANKL targets osteoclasts, thereby driving osteoclastic bone resorption. Osteocytic osteolysis is accomplished through the expression of ‘osteoclast-specific’ genes such as cathepsin K (*Ctsk*), tartrate-resistant acid phosphatase (TRAP, gene *Acp5*), and carbonic anhydrase 1 (*Car 1*) (Qing and Bonewald, 2009; Qing et al., 2012). In addition, there is an increase in genes coding for the proton pumps, ATPase H^+^ transporting V1 subunit G1 (*Atp6v1g1*), and ATPase H^+^ transporting V0 subunit D2 (*Atp6v0d2*) necessary to dissolve and remove calcium from bone collagen (Jähn et al., 2017).

Systemic calcium deficiency such as a decrease in dietary calcium triggers an increase in PTH, acting to mobilize calcium from bones to maintain normal homeostatic circulating calcium (Goltzman, 2008). Worldwide, over 3.5 billion people suffer from dietary calcium deficiency, and women are at a higher risk of this condition (Kumssa et al., 2015; Body et al., 2016). Aging often results in hypocalcemia and bone loss due to low vitamin D, hypoparathyroidism, genetic abnormalities, medications decreasing dietary calcium absorption, and menopause in women. Calcium deficiency can lead to osteopenia, osteoporosis, and increased fracture risk, primarily due to secondary hyperparathyroidism (Kumssa et al., 2015; Body et al., 2016).

Irisin is a recently discovered myokine generated in response to exercise when fibronectin type III domain containing protein 5 (FNDC5) is proteolytically cleaved by a yet undetermined protease (Boström et al., 2012). FNDC5 is expressed in the heart, kidney, testes, brain, and other tissues; however, skeletal muscle appears to be the primary producer (Erickson, 2013; Maak et al., 2021; Tsourdi et al., 2022). Cleaved irisin circulates to distant organs, such as adipose tissue where irisin increases a thermogenic gene program, including the expression of uncoupling protein 1 in a process referred to as browning. This is associated with increased energy expenditure and improvement in glucose tolerance, both of which are important for the prevention of type 2 diabetes and the reduction of complications from obesity (Perakakis et al., 2017; Korta et al., 2019). Irisin can also regulate glucose uptake in skeletal muscle (Lee et al., 2015), and increases myogenesis and oxidative metabolism, responsible for increasing skeletal muscle mass (Colaianni and Grano, 2015). Irisin also plays an important positive role in cognitive functions with exercise, aging, and degenerative diseases such as Alzheimer’s disease and Parkinson’s disease (Islam et al., 2021). Using the tail-vein injection method to deliver exogenous irisin, it was shown that irisin can cross the blood-brain barrier (Islam et al., 2021).

Results from studies regarding the effects of irisin on the skeleton are complex and somewhat contradictory. Colaianni et al., 2015 have shown that recombinant irisin exerts a beneficial effect on cortical bone in young male mice by reducing the secretion of osteoblast inhibitors and increasing the activity of osteogenic cells. However, another study has shown that recombinant irisin treatment of MLO-Y4 osteocyte-like cells induces gene- and protein-level expression of *Sost*/sclerostin, a negative regulator of bone formation while maintaining cell viability under oxidative stress (Kim et al., 2018). Estell et al., 2020 have shown using female FNDC5 overexpressing female mice that irisin acts directly on osteoclast progenitors to increase differentiation and promote bone resorption. Kim et al., 2018 have shown that 9-month-old ovariectomized FNDC5 global knockout (KO) mice are protected against ovariectomy-induced trabecular bone loss through the inactivation of osteocytic osteolysis and osteoclastic bone resorption. The majority of these studies used only male or female mice, suggesting a sex-dependent response may be responsible for these seemingly opposing findings (Estell et al., 2020; Colaianni et al., 2017; Kawao et al., 2018; Ma et al., 2018; Colucci et al., 2021; Posa et al., 2021).

As shown previously, FNDC5 deletion has a protective effect against ovariectomy- induced bone loss via a reduction of osteocytic osteolysis and osteoclastic resorption (Kim et al., 2018). We, therefore, hypothesized that FNDC5 deletion would also be protective against bone loss due to calcium deficiency that occurs with lactation and a calcium-deficient diet. Our data show that the female skeleton in FNDC5 null female mice was resistant to bone loss due to both lactation and low calcium. However, for FNDC5 null males, deletion not only failed to protect but exacerbated bone loss in response to low calcium. We propose that male and female osteocytes respond to irisin differently under calcium-demanding conditions based on the divergence of the male and female osteocyte transcriptome with sexual maturity when the female osteocyte must serve a critical role in reproduction and lactation.

## Results

### With lactation, FNDC5 global KO mice lose less bone and are mechanically stronger compared to WT

No significant differences were observed in either bone composition or morphometry between 4- and 5-month-old virgin wildtype (WT) and FNDC5 global KO female mice (Figure 1A, B, and C, detailed result in Supplementary file 1), showing that the absence of FNDC5/irisin does not affect female bone development. It has been previously shown that during lactation, maternal bones release calcium to supplement milk, especially in response to the large calcium demand induced by large litter size or a calcium-deficient diet (Wysolmerski, 2002; Ardeshirpour et al., 2015). Similar to previous studies, 2 weeks of lactation resulted in bone loss in both WT and KO mice, with a significant reduction in cortical bone area (Ct. B.Ar), cortical bone area fraction percentage (Ct.B.Ar/T.Ar%), and cortical thickness (Ct. Th) (Figure 1A and B) as well as bone mineral density (BMD) (Figure 1C). However, the KO mice lost less bone compared to the WT mice, as evidenced by the significantly higher bone area fraction percent, cortical thickness, and BMD (Figure 1A, B, and C) as well as the lower percentage of bone loss (Supplementary file 1). These data suggest that the FNDC5 KO mice are more resistant to the effects of calcium demand. Analysis of trabecular bone parameters including trabecular bone volume fraction (BV/TV), trabecular thickness (Tb. Th), trabecular spacing (Tb. Sp), and trabecular number (Tb. N) showed no significant difference in bone loss between lactating WT and lactating KO mice (Supplementary file 1). There was no significant difference in the pup numbers between WT and KO females (Figure 1—figure supplement 1A).

**Figure 1.**
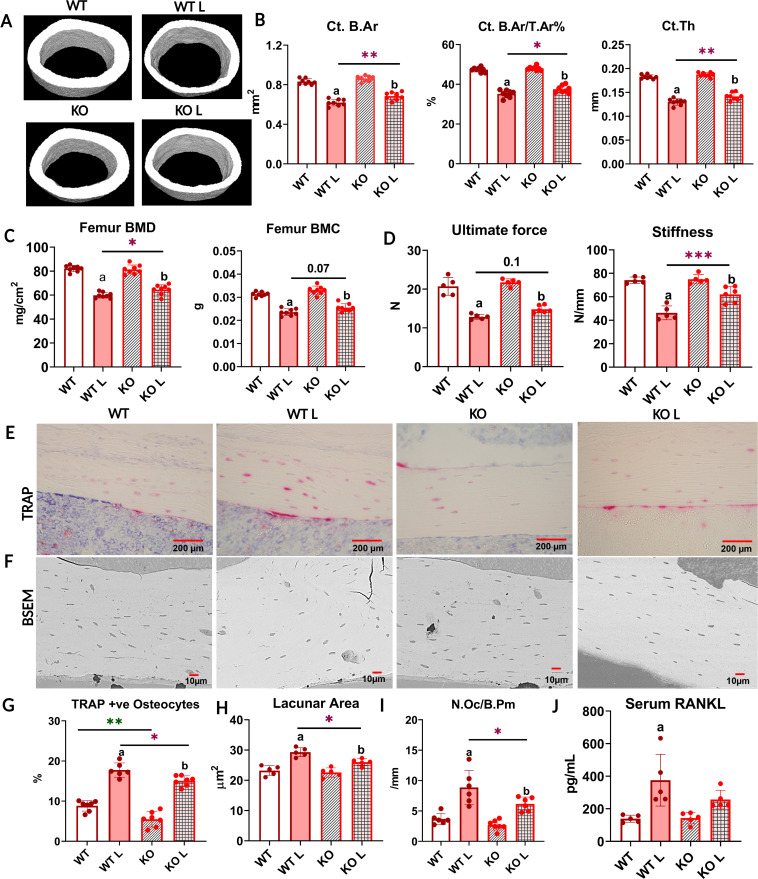
With lactation, FNDC5 global knockout (KO) mice lose less bone and are mechanically stronger compared to WT. (**A**) Respective micro-computed tomography (µCT) images of femoral midshafts from WT virgin (WT), KO virgin (KO), WT lactation (WT L), and KO lactation (KO L) mice. (**B**) µCT analysis of femoral cortical bone parameters of virgin and lactating WT and KO female mice reported as cortical bone area (Ct. B.Ar), cortical bone area fraction (Ct. B.Ar/ T.Ar %), and cortical thickness (Ct. Th). (**C**) Ex vivo dual-energy X-ray absorptiometry (DXA) analysis for bone mineral density (BMD) and bone mineral content (BMC) of femurs from virgin and lactating WT and KO female mice. (**D**) Three-point bending analysis of WT and KO virgin and lactating mice reported as ultimate force and stiffness. (**E**) Representative tartrate-resistant acid phosphatase (TRAP)-stained images of cortical bone from WT virgin (WT), WT lactation (WT L), KO virgin (KO), and KO lactation (KO L) mice. (**F**) Representative backscatter scanning electron microscope (BSEM) images of WT virgin (WT), KO virgin (KO), WT lactation (WT L), and KO lactation (KO L) mice femur at ×400 magnification. (**G**) Percent TRAP-positive osteocytes (TRAP+ve) in tibia from virgin and lactating WT and KO mice. (**H**) Osteocyte lacunar area in femurs from virgin and lactating WT and mice. (**I**) Osteoclast number per bone perimeter in tibia from virgin and lactating WT and KO mice. (**J**) Serum receptor activator of nuclear factor kappa β ligand (RANKL) levels in virgin and lactating WT and KO mice. 4- to 5-month-old WT and KO virgin and lactating mice, n = 5–8/group. a=Significantly different from WT, b=significantly different from KO, *=p<0.05, **=p<0.01, ***=p<0.001. Two-way analysis of variance (ANOVA) was performed for statistical analysis. The interaction was not significant.

**Figure 1—figure supplement 1.**
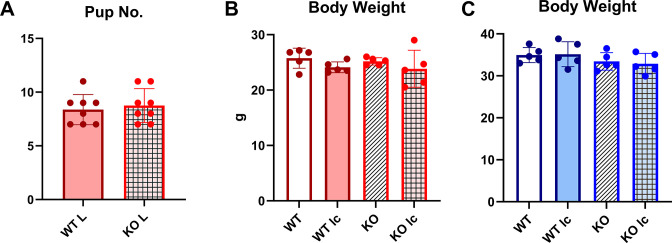
Pup numbers for the lactation experiment, and body weight measurements for the low-calcium diet experiment. Panel A shows total pup numbers in wildtype (WT) and knockout (KO) female mice that underwent pregnancy and 2 weeks of lactation. There are no significant differences in the pup numbers between genotypes. Student’s t-test was performed for statistical analysis. n = 8/group. Panels B and C show total body weight of WT and KO female (B) and male (C) mice. No statistically significant difference was found among the groups, regardless of genotype or diet. Two-way analysis of variance (ANOVA) with Tukey’s post hoc test was done. n = 4-5/group. As depicted here, red is female, and blue is male.

Bone loss can have significant effects on bone mechanical properties including bone strength, stiffness, and fragility. To determine mechanical properties, three-point bending tests were performed on mice femurs. There was no significant difference between virgin WT and KO mice in terms of ultimate force and stiffness (Figure 1D). However, femurs from the lactating KO mice were stronger than lactating WT, as evidenced by the higher stiffness and significantly higher ultimate force needed to break the bone (Figure 1D, Supplementary file 1). This data indicates that lactating KO female bone retains greater resistance to fracture than lactating WT mice by less lactation-induced bone loss.

### With lactation, FNDC5 global KO mice have fewer TRAP-positive osteoclasts and osteocytes as well as smaller osteocyte lacunar area compared to WT mice

Previously it was shown that lactation-induced bone loss occurs via not only osteoclastic bone resorption but also osteocytic osteolysis (Qing et al., 2012). To determine the relative contribution of each means of resorption, tibial longitudinal sections were stained for TRAP-positive multinucleated osteoclasts as well as TRAP-positive osteocytes.

Virgin FNDC5 KO female mice had fewer TRAP-positive osteocytes compared to virgin WT mice (Figure 1E and G). This is the first and only difference we have observed between WT and KO female mice and suggests that the osteocytes in the female KO mice are less ‘primed’ to initiate osteocytic osteolysis. With lactation, TRAP-positive osteocytes significantly increased in both WT and KO mice (Figure 1G, detailed result in Supplementary file 1). Virgin KO mice started with a lower number of TRAP- positive osteocytes compared to virgin WT, and with lactation, their number of TRAP-positive osteocytes was still significantly lower compared to lactating WT (Figure 1G).

During lactation, in response to calcium demand, osteocytes can remove their perilacunar matrix. This process is similar but not identical to osteoclastic bone resorption (Tsourdi et al., 2018; Bélanger, 1969; Wysolmerski, 2012) as osteoclasts generate resorption pits, whereas osteocytes increase their lacunar size (Qing et al., 2012; Wysolmerski, 2013). We measured the osteocyte lacunar area and found no significant difference between virgin WT and KO female mice (Figure 1F and H) even though the KO females have fewer TRAP-positive osteocytes (Figure 1G). With lactation, the lacunar area increased in both groups; however, KO mice had significantly smaller average lacunar area compared to WT (Figure 1H). We did not observe any difference in the osteocyte density among any of the groups (WT = 258.2 ± 51.46, WT L = 274.6 ± 57.37, KO = 254.8 ± 47.66, and KO L = 273.4 ± 59.75). These data show that female lactating FNDC5 KO mice undergo less osteocytic osteolysis compared to WT females under the calcium-demanding condition of lactation.

In virgin mice, there were no significant differences in osteoclast number per bone perimeter (Oc/B.Pm) between WT and KO female mice (Figure 1I). With lactation, osteoclast number increased in both groups, however, KO mice had significantly fewer osteoclasts (Figure 1I) and a significantly lower percentage increase in the number of osteoclasts compared to WT (Supplementary file 1). This suggests that with lactation, fewer osteoclasts are activated in the KO as compared to the WT mice.

RANKL, another major factor in bone resorption (Xiong and O’Brien, 2012), is also increased during lactation to induce osteoclastic bone resorption (Ardeshirpour et al., 2015) by osteocytes, the major source of RANKL (Nakashima et al., 2011; Xiong and O’Brien, 2012; Ono et al., 2020). Virgin WT and KO mice had comparable serum RANKL levels (Figure 1J). With lactation, the increase in serum RANKL was significant in the WT mice, but not in the KO mice (Figure 1I, Supplementary file 1).

### FNDC5 KO female and male bone have opposite responses to a low-calcium diet

After observing that bones are partially protected against lactation-induced bone loss in FNDC5/irisin KO female mice, we sought to determine if FNDC5/irisin null (KO) male bone is protected from calcium deficiency. Therefore, both female and male mice were placed on a calcium-deficient diet for 2 weeks to induce bone loss. We do not see any significant difference in body weight in any of the groups Figure (Figure 1—figure supplement 1) , or in food intake (per day average food intake was 3.9±0.9 g for WT females on a normal diet, 3.74±1.01 g for KO females on a normal diet, 3.66±1.1 g for WT females on a low-calcium diet, 3.8±0.7 g for KO females on a low-calcium diet, 4.2±1.3 g for WT males on a normal diet, 4.3±1.5 g for KO males on a normal diet, 3.94±1.8 g for WT males on a low-calcium diet, and 4.4±1.2 g for KO males on a low-calcium diet).

With regard to the female mice, similar results were observed with the low-calcium diet as was observed with lactation. At baseline, WT and KO female mice showed no significant differences in their BMD and bone mineral content (BMC) (detailed results in Supplementary file 2), as well as no differences in either cortical (Figure 2B) or trabecular bone parameters (Supplementary file 2). After 2 weeks of a low-calcium diet, both WT and KO female mice lost bone as can be evidenced by decreased BMD (Supplementary file 2) and bone area fraction (Figure 2B). However, similar to the lactation experiment, the KO female mice were partially resistant to bone loss compared to the female WT mice given a low-calcium diet (Figure 2A and B). Interestingly a higher marrow cavity area was observed in the WT compared to the KO, unlike the lactation experiment (Supplementary file 2). Mechanical testing showed that bone from female KO mice required a significantly higher force to break, and thus were stronger compared to WT females given a low-calcium diet (Figure 2C). Therefore, similar to the calcium-demanding conditions of lactation, on a low-calcium diet, the female KO bone is more resistant to bone loss than WT.

**Figure 2.**
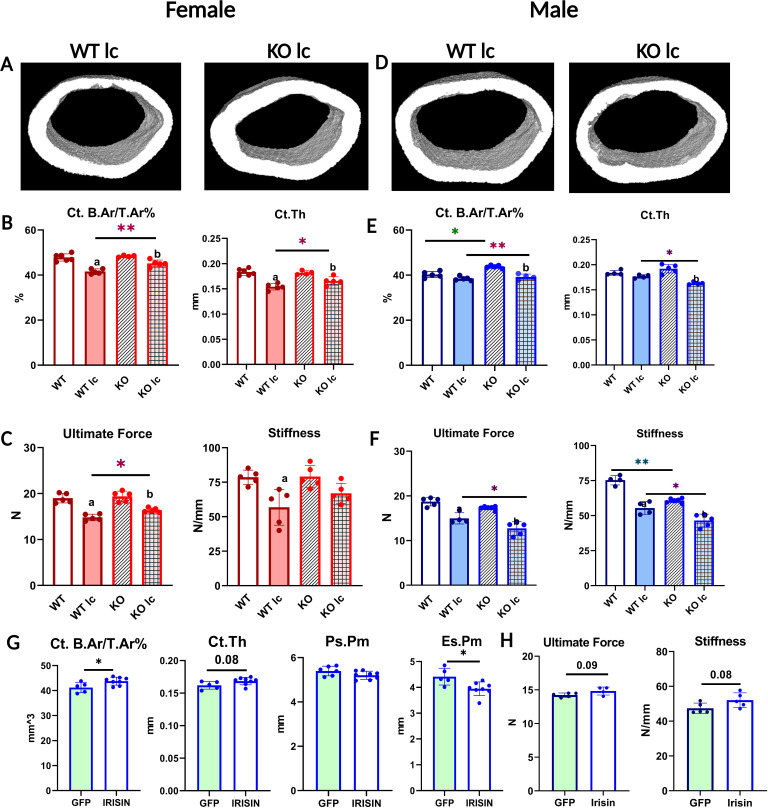
FNDC5 KO female and male mice have opposite responses to a low- calcium diet with regard to bone composition, structure, and mechanics, and irisin injection rescues FNDC5 KO male mice phenotype under a low-calcium diet. (**A**) Representative micro-computed tomography (µCT) images of femoral midshaft cortical bones from WT low-calcium diet female mouse (WT lc) and KO low-calcium diet female mouse (KO lc). (**B**) Female femoral midshaft cortical bone parameters of WT control (WT), WT low-calcium diet (WT lc), KO control (KO), and KO low-calcium diet (KO lc) mice reported as cortical bone area fraction (Ct. B.Ar/T.Ar%) and cortical thickness (Ct.Th). (**C**) Mechanical properties of femurs from female WT and KO control and low-calcium diet reported as ultimate force and stiffness. (**D**) Representative µCT images of femoral midshaft cortical bones from WT low-calcium diet male mice (WT lc) and KO low-calcium diet male mice (KO lc). (**E**) Male femoral midshaft cortical bone parameters of WT control (WT), WT low-calcium diet (WT lc), KO control (KO), and KO low-calcium diet (KO lc) mice reported as cortical bone area fraction (Ct. B.Ar/T.Ar%) and cortical thickness (Ct. Th). (**F**) Mechanical properties of femurs from male WT and KO control and low-calcium diet reported as ultimate force and stiffness. n = 4–5/group. a=Significantly different from WT, b=significantly different from KO, *=p<0.05, **=p<0.01. Two-way analysis of variance (ANOVA) was performed. As depicted here, red is female, and blue is male. (**G**) µCT measurement of femoral cortical bone of AAV8-GFP or AAV8-irisin-injected male KO mice after a 2-week low-calcium diet, reported as cortical bone area fraction (Ct. B.Ar/T.Ar%), cortical thickness (Ct. Th), periosteal parameter (Ps.Pm), and endosteal parameter (Es.Pm). (**H**) Mechanical properties of femurs from male KO low-calcium diet mice injected with AAV8-GFP or AAV8-irisin reported as ultimate force and stiffness. n = 5–7/group, *=p<0.05. Student’s t-test was performed for statistical analysis between male KO GFP vs irisin-injected mice. As depicted here, green shaded bars represent GFP-injected mice.

Unlike female bone, significant differences were observed between WT and KO male bone at baseline. KO male mice on a normal diet had a significantly higher BMD, BMC (Supplementary file 2), and bone area fraction compared to WT males of the same age (Figure 2E). However, femurs from KO mice had significantly lower stiffness than WT (Figure 2F), indicating a difference in the material properties of the bone. Therefore, the KO males have larger, denser, but weaker bones compared to WT males. To determine the effect of calcium deficiency on male mice, KO and WT mice were subjected to a low-calcium diet for 2 weeks. Unlike the female KO mice which were protected from the effects of a low-calcium diet, the KO male mice had an opposite response. The male KO mice had greater bone loss compared to the WT male mice (Figure 2D and E, Supplementary file 2), the trabecular bone loss followed the same trends but was not statistically significant (Supplementary file 2), and the femurs from the KO male mice were significantly less stiff and therefore weaker compared to the WT males on a low-calcium diet (Figure 2F). These data confirm a sex-specific response to a low-calcium diet.

To ensure that the effects observed in the KO mice were due to circulating irisin, and not FNDC5 deletion, we injected AAV8-irisin in KO male mice, with AAV8-GFP as the control, and placed them on the same low-calcium diet. We chose male mice due to the highly significant effect on bone mass and strength we saw in the KO males compared to WT males on a low-calcium diet. The irisin injection rescued the skeletal phenotype in KO male mice, shown by the higher cortical bone area fraction and the lower endosteal perimeter (Figure 2G). There was a tendency for higher ultimate force and stiffness in the KO males that received the AAV8-irisin injection, however, this did not reach statistical significance (Figure 2H). These data show that the observed effects in the FNDC5 null animals are due to an absence of irisin.

### Osteocytes from female and male KO mice respond differently to a low-calcium diet

To investigate if the bone loss was due to osteoclast or osteocyte activation, tibiae from all the groups were TRAP-stained. Under a normal control diet, the tibia from both KO female and male (Figure 3A) mice had fewer TRAP-positive osteocytes compared to their WT counterparts. This indicates that their osteocytes were less ‘primed’ or ‘activated’ for resorption.

**Figure 3.**
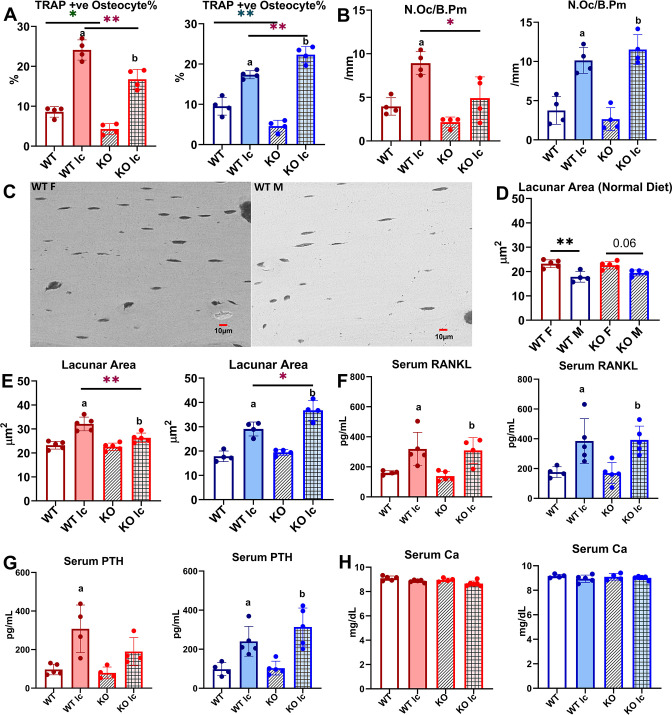
Osteocytes from female and male knockout (KO) mice respond differently to a low-calcium diet. (**A**) Percentage of tartrate-resistant acid phosphatase (TRAP)-positive (+ve) osteocytes in female and male wildtype (WT) and KO mice given a normal or a low-calcium diet. (**B**) Osteoclast number (N.Oc/B.Pm) in WT and KO female and male mice given a normal or a low-calcium diet. (**C**) Representative backscatter scanning electron microscope (BSEM) images depicting osteocyte lacunar area in femurs from WT female (WT F) and WT male (WT M) given a normal diet at ×450 magnification. (**D**) Osteocyte lacunar area in WT and KO female and male mice given a normal diet. (**E**) Lacunar area in female and male WT and KO mice given a normal or a low-calcium diet. (**F**) Serum receptor activator of nuclear factor kappa β ligand (RANKL) levels in female and male WT and KO mice given either a normal diet or a low-calcium diet. (**G**) Serum parathyroid hormone (PTH) levels in female and male WT and KO mice given either a normal diet or a low-calcium diet. (H) Serum calcium levels in female and male WT and KO mice given either a normal diet or a low-calcium diet. n = 4–5/group. a=Significantly different from WT, b=significantly different from KO, *=p<0.05, **=p<0.01. Two-way analysis of variance (ANOVA) was performed. As depicted here, red is female, and blue is male.

**Figure 3—figure supplement 1.**
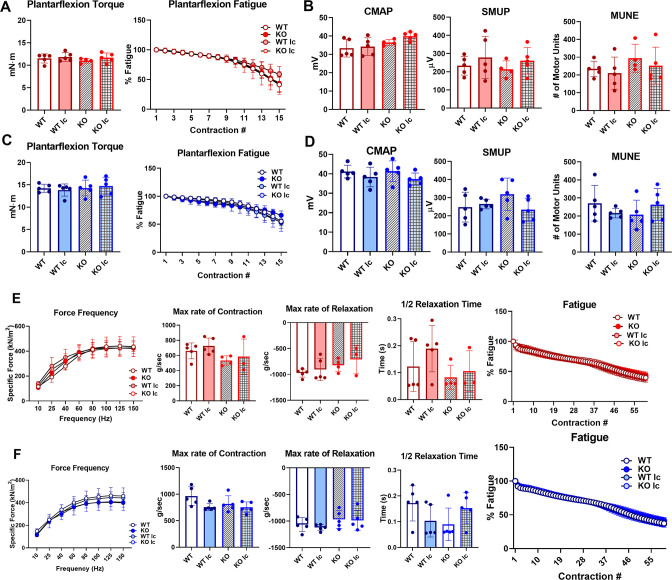
Neither genotype nor dietary calcium alters muscle functions in vivo or ex vivo. Panels A and C show in vivo muscle plantarflexion force (reported as plantarflexion torque and plantarflexion fatigue) in wildtype (WT) and knockout (KO) female (A) and male (C) mice on a control or a low-calcium diet, panels B and D show muscle electrophysiology parameters of CMAP, SMUP, and MUNE in WT and KO female (B) and male (D) mice, and panels E and F show ex vivo EDL functional measurement (reported as specific force frequency, maximum rate of contraction, maximum rate of relaxation, half-relaxation time, and % fatigue) in WT and KO female (E) and male (F) mice. Two-way analysis of variance (ANOVA) was performed. n = 4–5/group. As depicted here, red is female, and blue is male.

Under a low-calcium diet, the number of TRAP-positive osteocytes increased in both WT and KO female mice, similar to lactation (Figure 3A, Table 1); however, the total number was still significantly lower in the KO females than the WT females. The low-calcium diet increased TRAP-positive osteocytes in both WT and KO male mice. The KO male mice had a significantly higher level of increase (Figure 3A, Table 1), and had significantly higher TRAP-positive osteocytes compared to WT. This indicates an increased activation of osteocytes in the KO males and suggests higher osteocytic bone resorption.

**Table 1.** FNDC5 knockout (KO) female and male mice have opposite responses to a low-calcium diet compared to wildtype (WT) female and male mice where female KO mice are protected but male KO mice have greater bone loss than WT. Percentage changes in different bone and serum parameters of WT and KO female and male mice with a 2-week low-calcium diet. *=p<0.05 compared to WT.

Bone parameters and serum markers		% Change in female		% Change in male	
	Change	WT	KO	WT	KO
Bone area	Decrease	13%	7%*	2%	13%*
Bone area fraction	Decrease	17%	11%*	7%	23%*
Cortical thickness	Decrease	19%	13%*	4%	15%*
Osteoclast number/bone perimeter	Increase	125%	127%	170%	336%*
TRAP-positive osteocytes	Increase	180%	290% *	85%	388%*
Osteocyte lacunar area	Increase	38%	16% *	60%	89%*
Serum PTH	Increase	150%	75% *	70%	164%*
Serum RANKL	Increase	100%	118%	119%	130%

There was no significant difference between WT and KO mice in osteoclast numbers per bone perimeter for both females and males (Figure 3B). Both WT and KO females had an increase in their multinucleated TRAP-positive osteoclast number with a low-calcium diet, however, KO females had a significantly lower number of osteoclasts compared to WT females on a low-calcium diet (Figure 3B). Similarly, under a normal diet, there was no difference in the number of osteoclasts between male WT and KO. Under a low-calcium diet, osteoclast numbers increased in both groups, however, there was no significant difference between WT and KO male mice (Figure 3B). We also measured osteoblast numbers per bone perimeter. There was no difference in osteoblast numbers in either female or male normal or low-calcium diet mice groups (data not shown).

Under normal control diet conditions, female WT mice had significantly higher osteocyte lacunar area compared to WT males (Figure 3C and D). There was no significant difference between FNDC5 KO female and male mice with regard to osteocyte lacunar area. This indicates that under control conditions, female osteocytes have more resorptive activity. On a low-calcium diet, all the groups have increased osteocyte lacunar area, indicating an increased level of osteocytic osteolysis (Figure 3E). However, in female KO mice, the average lacunar area is significantly less than in WT female mice, similar to what was observed with the lactation response. The male KO mice, on the other hand, have significantly larger lacunar areas compared to WT males on a low-calcium diet, suggesting increased osteocytic osteolysis. Together these data show that bones from female KO mice are more resistant to calcium-demanding conditions, but the deletion of FNDC5/irisin from males makes them more susceptible to bone loss under calcium-demanding conditions. This also shows that male and female KO mice respond completely differently to the challenge of calcium deficiency.

Serum RANKL levels increased in all the low-calcium diet groups compared to control diet groups (Figure 3F). There was no significant difference between WT and KO female mice and between WT and KO male mice. Serum PTH was measured because decreases in serum calcium stimulate the parathyroid gland to release PTH to remove calcium from bone to maintain normal calcium levels (Jähn et al., 2017; Matikainen et al., 2021). PTH levels significantly increased in WT females and WT and KO males when subjected to a low-calcium diet compared to the control diet (Figure 3G), however, the KO female group did not have a statistically significant increase in PTH levels. There was no significant difference in serum calcium levels in any of the groups (8–10 mg/dL range for all groups), which indicates that the elevated PTH is maintaining normal circulating calcium levels in these mice (Figure 3H).

Since FNDC5/irisin is robustly produced in skeletal muscle, we wanted to determine if the deletion of FNDC5/irisin affects muscle function, under either a normal or a low-calcium diet. In vivo and ex vivo muscle contractility functions were performed in these mice. No difference was found between WT and KO mice on either a normal or a low-calcium diet (Figure 3—figure supplement 1). This indicates deletion of FNDC5 is not affecting muscle function and that bone resorption is releasing sufficient calcium into the circulation to maintain calcium homeostasis and supplying sufficient calcium for skeletal muscle function.

### Female and male osteocyte transcriptomes are distinctly different

Total RNA sequencing of osteocyte-enriched bone chips from female and male WT mice revealed significant sex-dependent differences in the osteocyte transcriptome under normal conditions (Figure 4A, C, and F). 

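RNA from osteocyte-enriched bone chips of 23 mice was compared in 8 groups, given by sex, genotype and diet. WT and FNDC5 KO mice of each sex received a control diet (0.6% calcium) or a diet with 0.01% calcium for 2 weeks. Each group held 3 mice, except KO females on the low-calcium diet, which held 2. The mice were 5 months old. The chips came from tibia and femur shafts after the marrow was flushed out and surface cells were digested away. The authors aligned the reads with STAR 2.7.10a, counted them per gene with featureCounts and normalized the counts with the size factors of DESeq2. The normalized counts of 21402 genes are the unit used here, and multiplying them by 1 factor per library gave back whole reads in 100% of values, within 0.01 reads. Recovered reads per mouse ranged over 20850301 to 24224132 with a median of 22325149 in WT females on the control diet, and over 17942790 to 20907756 with a median of 19553605 in WT males. In KO mice on this diet the range was 19709110 to 32779575 with a median of 21674451 in females and 19068286 to 19892285 with a median of 19785924 in males. On the low-calcium diet it was 7217601 to 18606399 with a median of 11256675 in WT females and 21702255 to 33352631 with a median of 24307993 in WT males. KO females on that diet had 18366412 to 23552692 with a median of 20959552, and KO males had 22953177 to 27807078 with a median of 23598776. Genes with a normalized count of at least 10 in at least 2 libraries were tested, which left 15638. Log2 counts, after adding 1, were fitted with limma with 1 mean per group, and p-values were adjusted over these genes, with an adjusted p under 0.05 called as a change. The filter, the pseudocount, the normalization and the test, and 30 gene lists, were chosen before the data were examined. Values in the paper's supplementary tables had been seen by then. Standard deviations are between mice. An exact permutation test of 3 mice against 3 cannot give a two-sided p under 0.1. The calls therefore rest on variances that limma shared across genes and pooled over all 8 groups.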

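In the bone chips *Greb1*, an estrogen-regulated gene, stood at 242 ± 57.8 normalized counts (SD, n = 3) in WT females and 11.1 ± 1.8 (SD, n = 3) in WT males, a log2 fold change of 4.31 (standard error 0.54, adjusted p = 1.21e-04). The chips also held RNA of other cells. In WT females on the control diet the mean log2 value was 13.03 for the neutrophil list, 12.57 for the erythroid list and 10.34 for the osteocyte list. Expression was therefore not assigned to a cell type. *Aldh1a2*, which makes retinoic acid, was higher in females by 2.99 (adjusted p = 8.98e-05) in log2 units, as were *Shank2* (3.85, adjusted p = 0.0016) and *Pi15* (2.71, adjusted p = 0.00115). The cartilage collagen *Col2a1* (2.22, adjusted p = 9.08e-05) was also higher in females. *Gpnmb*, a glycoprotein of macrophages and osteoclasts, was lower in females, with a log2 fold change of -2.43 (standard error 0.25, adjusted p = 1.95e-05). In all, 295 genes passed the test, 167 higher and 128 lower in females. Among all 15638 genes tested, the 2 groups did not overlap in 4015, where chance alone separates 10% of genes. *Greb1* (4.37), *Shank2* (4.93), *Pi15* (2.76) and *Gpnmb* (-2.11) lost their calls once the hepatocyte and muscle list means were fitted as covariates (adjusted p between 0.0821 and 0.108). Here and below, these covariates were highest in WT males on the control diet. A call lost under them in a comparison with that group cannot show that liver or muscle RNA made the difference. The number of called genes was 101, 193 and 107 without WT female control mice 1, 14 and 32, respectively, and 123 and 169 without WT male control mice 7 and 24, respectively. DESeq2 called 704 genes.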

The major differentially expressed genes (DEGs) were involved in the steroid, fatty acid, cholesterol, lipid transport, and metabolic processes. 

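Genes made mainly by hepatocytes were lower in WT females than in WT males on the control diet. Of the 36 members of the hepatocyte list, 24 were lower in females (33 when adjusted over the list alone), with a median log2 fold change of -5.07 (camera adjusted p = 3.05e-41, adjusted p = 0.0501 with an estimated correlation). *Alb*, which encodes albumin, stood at 21.5 ± 21.3 normalized counts (SD, n = 3) in WT females and 3426 ± 4449 (SD, n = 3) in WT males, a log2 fold change of -6.75 (standard error 0.95, adjusted p = 3.98e-04). The fibrinogen chain *Fga* (-7.72, adjusted p = 8.98e-05) was lower, as was the urea cycle enzyme *Cps1* (-7.49, adjusted p = 1.12e-04). The chain *Fgb* was at 0 in all 3 WT females and at least 651-fold lower, or 142-fold without mouse 24, against a floor of 3 reads over the group (adjusted p = 9.34e-05). In the list of liver lipid and steroid genes, 1 of 24 members was higher and 8 were lower in females (1 and 14 when adjusted over the list alone), with a median log2 fold change of -2.34 (camera adjusted p = 8.40e-11, adjusted p = 0.141 with an estimated correlation). Muscle genes moved the same way. Among the 26 genes of the skeletal muscle list, 4 were lower in females (16 when adjusted over the list alone), with a median log2 fold change of -1.06 (camera adjusted p = 4.58e-10, adjusted p = 0.104 with an estimated correlation). The means of the hepatocyte and muscle lists were highest in WT males on the control diet, so a fit with them as covariates cannot part them from that group, and their own members were not judged by it. The list of liver lipid and steroid genes turned direction with the hepatocyte and muscle covariates (0.56, adjusted p = 0.458).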

Compared to male WT mice, female WT mice had an approximately 2- to 3-fold higher expression of very low-density lipoprotein receptor (*Vldlr*), voltage-dependent calcium channel T type alpha 1H subunit (*Cacna1h*), aldehyde dehydrogenase (*Aldh1l2*), and a 2- to 3-fold lower expression of apolipoproteins *Apoa1*, *Apoa2*, *Apoa4*, *Apoc3* and others involved in steroid and fatty acid metabolic process. 

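*Vldlr*, on chromosome 19 of GRCm38 from 27216484 to 27254231, encodes a receptor for triglyceride-rich lipoproteins and stood at 1656 ± 128 normalized counts (SD, n = 3) in WT females and 639 ± 89.4 (SD, n = 3) in WT males, a log2 fold change of 1.38 (standard error 0.27, adjusted p = 0.00838). *Cacna1h*, on chromosome 17 of GRCm38 from 25374285 to 25433783, encodes a T-type calcium channel and was higher in WT females, with a log2 fold change of 1.14 (standard error 0.14, adjusted p = 9.34e-05). The mitochondrial folate enzyme *Aldh1l2* had a log2 fold change of 1.01 (standard error 0.43, adjusted p = 0.226). *Apoa1*, the main protein of high-density lipoprotein, lies on chromosome 9 of GRCm38 from 46228580 to 46230466. It was lower in females, with a log2 fold change of -6.49 (standard error 1.10, adjusted p = 0.00277), at 2.22 ± 2.47 normalized counts (SD, n = 3) in WT females and 469 ± 639 (SD, n = 3) in WT males, and *Apoa2* was lower, with a log2 fold change of -3.73 (standard error 0.89, adjusted p = 0.0316). In WT male mice 7, 24 and 25 the counts of *Apoa1* were 122, 1206 and 79.4, and those of *Alb* were 1026, 8560.4 and 693. *Apoa4* and *Apoc3* did not pass the filter on low counts, with 3.41, 34.9 and 2.09 and 7.95, 71.8 and 3.14 normalized counts in the same mice. *Apoa2* lost its call without mouse 14, 32, 7 or 24 (adjusted p between 0.0526 and 0.205). *Vldlr* (1.44) and *Apoa2* (-2.44) lost their calls once the hepatocyte and muscle list means were fitted as covariates (adjusted p between 0.217 and 0.617), and *Apoa1* (0.86, adjusted p = 0.893) turned direction.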

There was also a 2- to 3-fold lower expression of several lipid and solute carrier genes and apolipoprotein genes in female WT compared to male WT. This suggests that male osteocytes may be greater regulators and utilizers of these sources of energy than female osteocytes.

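*Apob*, the main protein of low-density lipoprotein, was lower in WT females, with a log2 fold change of -6.09 (standard error 0.82, adjusted p = 2.49e-04), and *Apoh* (-4.14, adjusted p = 0.00917) was lower as well. Hepatic lipase moved the other way, with *Lipc* higher in females by a log2 fold change of 1.32 (standard error 0.26, adjusted p = 0.00868). The summed counts of the hepatocyte list in WT male control mice were 4115 in mouse 7, 30159 in mouse 24 and 2887 in mouse 25, against 332 to 866 in the 20 mice of the other groups. Mouse 24 held 81.2% of the sum over these 3 mice, and 72.1% of that of the liver lipid list. *Ckm*, muscle creatine kinase, was lower in females, at -3.42 (adjusted p = 0.0040) in log2 units. *Apoh* lost its call without mouse 24 (adjusted p = 0.0616). *Apob* (-1.63) and *Apoh* (-0.28) lost their calls with the hepatocyte and muscle list means as covariates (adjusted p between 0.57 and 0.961).

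**Figure D1:**
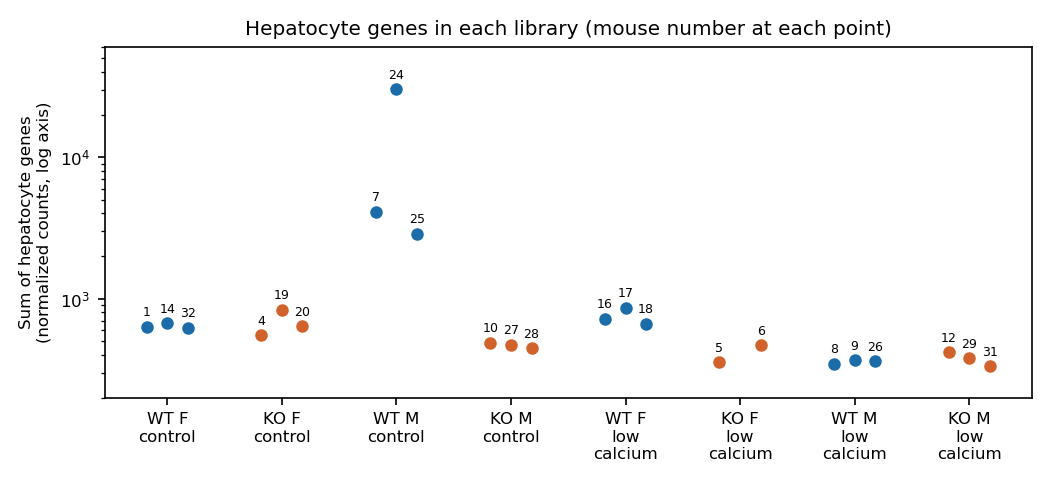
Summed normalized counts of the hepatocyte list (vertical axis, log scale) in each of the 23 mice, grouped by sex, genotype and diet (horizontal axis). Each point is 1 mouse with its number, blue for WT and orange for KO. The 3 WT males on the control diet sit highest, with mouse 24 above the other mice of its group.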

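Enzymes that make cholesterol, such as those of the mevalonate pathway, were measured in 24 genes, which had a median log2 fold change of -0.081 (camera adjusted p = 0.149). The 37 genes of fatty acid synthesis and oxidation had a median log2 fold change of -0.017 (camera adjusted p = 0.382) between WT females and WT males. Fat cell markers had a median log2 fold change of 0.23 (camera adjusted p = 0.101) over 16 members. The hepatocyte gene *Serpina3k* was lower in females, at -7.26 (adjusted p = 0.00233). The adipocyte list passed without mouse 14 (0.38, adjusted p = 0.0422), without mouse 24 (0.83, adjusted p = 9.71e-05) and with the hepatocyte and muscle covariates (1.98, adjusted p = 1.07e-04). From the lower lipid and apolipoprotein genes in females, the paper proposes that osteocytes of males make more use of, and more strongly regulate, these energy sources.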

**Figure 4.**
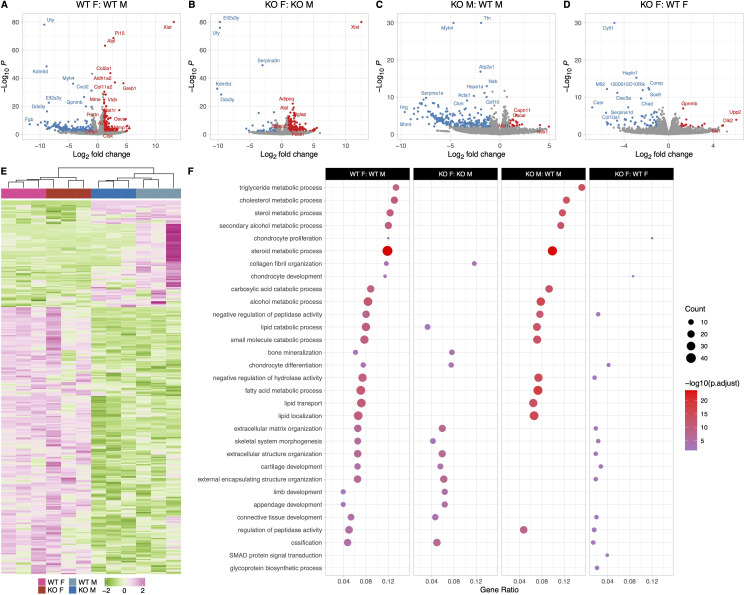
Female and male wildtype (WT) osteocyte transcriptomes are distinctly different; however, female and male knockout (KO) osteocyte transcriptomes have fewer differences compared to WT female and male transcriptomes. (**A**) Volcano plot showing the significantly regulated genes between WT female control (WT F) and WT male control (WT M) osteocyte transcriptome. (**B**) Volcano plot showing the significantly regulated genes between KO female control (KO F) and KO male control (KO M) osteocyte transcriptome. (**C**) Volcano plot showing the significantly regulated genes between WT male control (WT M) and KO male control (KO M) osteocyte transcriptome. (**D**) Volcano plot showing the significantly regulated genes between WT female control (WT F) and KO female control (KO F) osteocyte transcriptome. (**E**) Heat map showing the differentially expressed genes (DEG) among WT female control (WT F), WT male control (WT M), KO female control (KO F), and KO male control (KO M) osteocyte transcriptome. (**F**) Gene set enrichment analysis of gene ontology (GO) analysis of the significantly regulated genes between WT female control (WT F) and WT male control (WT M) osteocyte transcriptome, between KO female control (KO F) and KO male control (KO M) osteocyte transcriptome, WT male control (WT M) and KO male control (KO M) osteocyte transcriptome, and WT female control (WT F) and KO female control (KO F) osteocyte transcriptome. The figure shows the union of the top 10 GO terms of each analysis. If a term in the union, besides the top 10, is also significant (adjusted p-value less than 0.05 was used for GO analysis) in an analysis, it is also included in the figure. The latter group in the figure’s title is the reference group. n = 3/group. For DEG analysis, unadjusted p-value <0.01 was used.

Differences were also observed in genes involved in extracellular matrix organization pathways, bone development, ossification, bone remodeling, and re- sorption pathways. 

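Genes of bone matrix and of resorption were higher in WT females than in WT males on the control diet. The bone formation and mineralization list held 27 genes, of which 7 were higher in females (20 when adjusted over the list alone), with a median log2 fold change of 0.70 (camera adjusted p = 2.09e-14, adjusted p = 0.395 with an estimated correlation). The paper names several of these genes from the same samples, so the list is not independent of them. Of the 41 members of the list of collagen chains, 5 were higher in females (21 when adjusted over the list alone), with a median log2 fold change of 0.75 (camera adjusted p = 4.70e-12, adjusted p = 0.395 with an estimated correlation). In the osteoclast and bone resorption list, 7 of 27 members were higher in females (13 when adjusted over the list alone), with a median log2 fold change of 0.28 (camera adjusted p = 2.75e-10, adjusted p = 0.179 with an estimated correlation). Several of its members are also named by the paper. *Plod2* (1.12, adjusted p = 0.0249), which prepares collagen for cross-linking, and *Ibsp* (1.21, adjusted p = 0.0325), a mineral-binding matrix protein, were higher. Among collagens of cartilage and vessels, *Col11a2* (1.15, adjusted p = 0.0226) and *Col8a1* (1.38, adjusted p = 0.0272) were higher. *Myh4*, a fast muscle myosin, was lower in females, at -4.23 (adjusted p = 0.0104) in the same libraries. *Plod2* lost its call without mouse 1, 14, 32, 7 or 25 (adjusted p between 0.0624 and 0.107), *Ibsp* without mouse 1, 14, 7 or 25 (adjusted p between 0.0852 and 0.146) and *Col11a2* without mouse 1, 14, 32 or 24 (adjusted p between 0.0544 and 0.0987). *Col8a1* lost its call without mouse 1, 14, 7 or 24 (adjusted p between 0.0665 and 0.117). *Col11a2* (1.55) and *Col8a1* (1.91) lost their calls with the hepatocyte and muscle list means as covariates (adjusted p between 0.0917 and 0.158), at larger values than in the main fit.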

Female WT osteocytes have higher expression of genes shown to be highly expressed in osteocytes during lactation compared to male WT osteocytes. These include *Tnfsf11* (RANKL, 2.7-fold), *Ctsk* (2.5-fold), *Acp5* (TRAP, 2.2-fold), *Mmp13* (2.7-fold), osteoclast associated receptor (*Oscar*, 4.6-fold), macrophage stimulating 1 receptor (*Mst1r*, 3-fold), as well as several collagen genes and bone formation and mineralization genes including alkaline phosphatase (*Alpl*, 2.4-fold), periostin (*Postn*, 2.6-fold), and *Dmp1* (2.2-fold). 

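*Tnfsf11*, on chromosome 14 of GRCm38 from 78277445 to 78308043, encodes RANKL, the cytokine that drives osteoclast formation, and stood at 244 ± 32.8 normalized counts (SD, n = 3) in WT females and 90.1 ± 40.2 (SD, n = 3) in WT males, a log2 fold change of 1.51 (standard error 0.29, adjusted p = 0.00804). *Oscar*, a receptor of osteoclasts, was higher in females by a log2 fold change of 2.19 (standard error 0.32, adjusted p = 6.96e-04), and *Mst1r*, a receptor tyrosine kinase, by a log2 fold change of 1.60 (standard error 0.26, adjusted p = 0.00172). *Acp5* (1.16, adjusted p = 0.0426) and *Mmp13* (1.55, adjusted p = 0.0291), which encode the phosphatase TRAP and a collagenase, were higher too, and the calcitonin receptor *Calcr* (1.93, adjusted p = 0.0224) moved with them. *Ctsk*, the main collagen-cutting protease of osteoclasts, had a log2 fold change of 1.41 (standard error 0.40, adjusted p = 0.0742). The hepatocyte gene *Pzp* was lower in females, at -7.43 (adjusted p = 3.26e-05) in the same libraries. *Tnfsf11* lost its call without mouse 32 (adjusted p = 0.0512), *Acp5* without mouse 1, 14, 32, 7 or 24 or without the filter (adjusted p between 0.0583 and 0.233) and *Mmp13* without mouse 1, 14, 32 or 7 (adjusted p between 0.0784 and 0.195). *Calcr* lost its call without mouse 1, 32, 7 or 25 (adjusted p between 0.052 and 0.126). *Oscar* (2.48), *Mst1r* (1.71), *Acp5* (1.47), *Mmp13* (2.83) and *Calcr* (3.23) lost their calls once the hepatocyte and muscle list means were fitted as covariates (adjusted p between 0.0634 and 0.28). Their log2 values were larger than in the main fit. The covariates were highest in WT males on the control diet, so these losses cannot show that liver or muscle RNA made the differences.

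**Figure D2:**
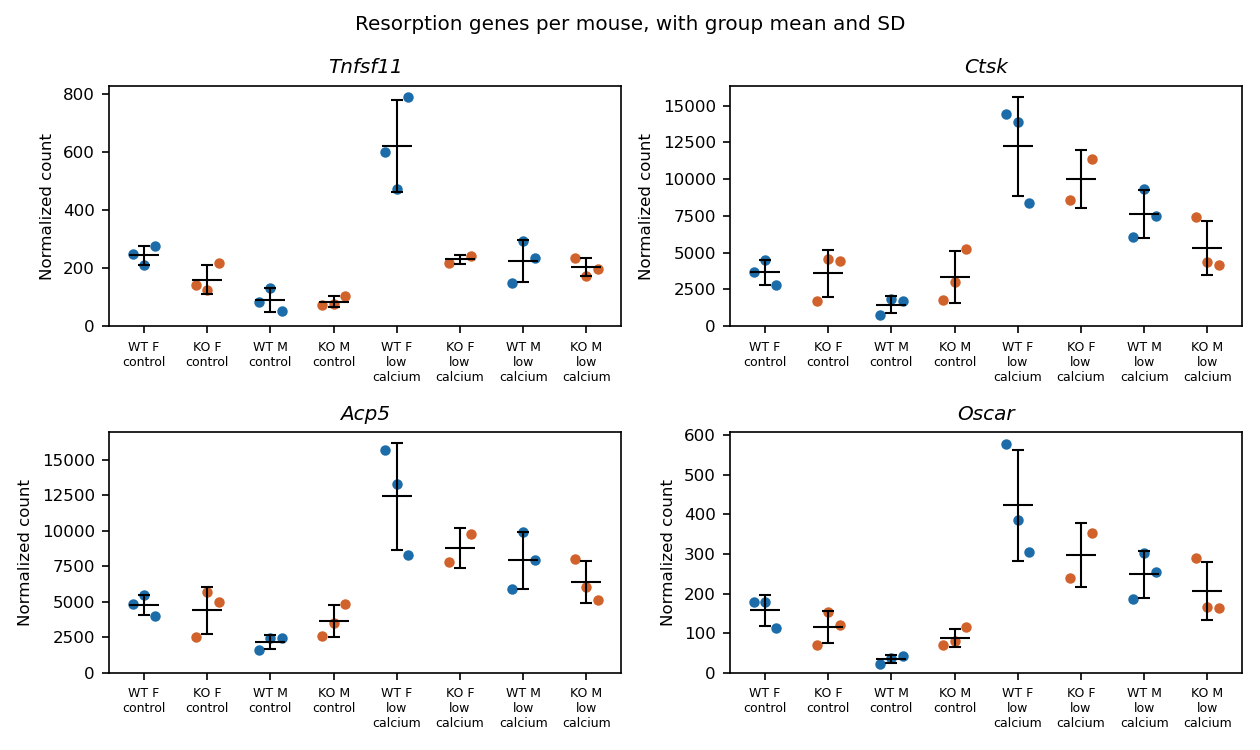
Normalized counts of *Tnfsf11*, *Acp5*, *Ctsk* and *Oscar* (vertical axes) in each mouse of the 8 groups by genotype, sex and diet (horizontal axes). Points are mice, blue for WT and orange for KO, and black lines give the group mean and SD. WT males on the control diet have the lowest mean of *Oscar*, and WT females on the low-calcium diet the highest of all 4 genes.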

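*Tgfb3*, on chromosome 12 of GRCm38 from 86056745 to 86079041, had a log2 fold change of 1.20 (standard error 0.32, adjusted p = 0.0584) between WT females and WT males, at 543 ± 10.4 normalized counts (SD, n = 3) in females and 238 ± 38.1 (SD, n = 3) in males. *Tgfb1* had a log2 fold change of 0.015 (standard error 0.087, adjusted p = 0.953), and *Tgfb2* had a log2 fold change of 0.032 (standard error 0.40, adjusted p = 0.979), with mice of both sexes overlapping. In the same comparison the hepatocyte gene *Mat1a* was lower in females, at -7.24 (adjusted p = 1.34e-04). *Mat1a* (-1.46) lost its call with the hepatocyte and muscle list means as covariates (adjusted p = 0.73).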

*Tgfb3* was expressed higher in the WT females compared to WT males, but no significant difference was found in either *Tgfb1* or *Tgfb2* expression levels between WT females and males. This suggests that the higher expression of bone formation genes may be to accommodate the rapid replacement of the perilacunar matrix with weaning. 

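*Alpl*, the phosphatase that frees phosphate for mineral, was higher in WT females by a log2 fold change of 1.26 (standard error 0.29, adjusted p = 0.0287), at 3649 ± 97.0 normalized counts (SD, n = 3) in WT females and 1526 ± 25.2 (SD, n = 3) in WT males. *Postn*, a matrix protein of periosteum and ligament, was higher by a log2 fold change of 1.41 (standard error 0.28, adjusted p = 0.0104). *Dmp1*, an osteocyte regulator of mineral and phosphate, had a log2 fold change of 1.05 (standard error 0.39, adjusted p = 0.161). Among the 15 genes of the osteocyte list, 1 was higher in females (1 when adjusted over the list alone), with a median log2 fold change of 0.27 (camera adjusted p = 0.00507, adjusted p = 0.733 with an estimated correlation). The member that passed, *Ptprz1* (0.88, adjusted p = 0.0381), is a phosphatase found on osteoblast-lineage cells. The hepatocyte gene *Serpina1e* (-7.47, adjusted p = 0.00115) was lower in females. *Alpl* lost its call without mouse 1, 14, 32, 7 or 24 (adjusted p between 0.0664 and 0.115), *Postn* without mouse 1 or 7 (adjusted p = 0.0524 and 0.0902, respectively) and *Ptprz1* without mouse 1, 14, 32, 7, 24 or 25 (adjusted p between 0.0581 and 0.194). *Postn* (1.93) and *Ptprz1* (1.26) lost their calls once the hepatocyte and muscle list means were fitted as covariates (adjusted p between 0.106 and 0.184), at larger values than in the main fit. The paper proposes that the higher bone formation genes prepare females to refill the matrix around osteocytes quickly at weaning.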

The upregulated and downregulated pathways in WT females compared to WT males are depicted in Figure 4.

### Female and male KO osteocyte transcriptomes have fewer differences compared to WT female and male transcriptomes

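KO females expressed more bone formation genes than KO males on the control diet. The bone formation and mineralization list held 27 genes, of which 8 were higher in females (17 were higher and 1 was lower when adjusted over the list alone), with a median log2 fold change of 0.77 (camera adjusted p = 4.45e-10, adjusted p = 0.504 with an estimated correlation). *Smpd3*, a sphingomyelinase needed for mineralization, was higher by a log2 fold change of 1.42 (standard error 0.32, adjusted p = 0.0247). Of the 41 members of the list of collagen chains, 7 were higher in females (15 were higher and 1 was lower when adjusted over the list alone), with a median log2 fold change of 0.55 (camera adjusted p = 2.07e-06, adjusted p = 0.572 with an estimated correlation). In all, 612 genes passed, 278 higher and 334 lower in KO females. After quantile normalization the split was 176 higher and 95 lower. The count became 250, 996 and 37 without KO female control mice 4, 19 and 20, respectively, and 106, 82 and 204 without KO male control mice 10, 27 and 28, respectively, and DESeq2 called 1364. *Smpd3* lost its call without mouse 4, 20, 10 or 27 (adjusted p between 0.0528 and 0.126). The list of collagen chains lost its call with the hepatocyte and muscle covariates (0.16, adjusted p = 0.0533).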

KO female and KO male osteocyte transcriptomes significantly differed in pathways facilitating ossification and bone mineralization, and extracellular structure and matrix organization (Figure 4B and F). In KO females, several collagen genes such as *Col2a1*, *Col5a2*, *Col8a2*, and *Col11a1* were 2- to 4-fold greater compared to KO males. 

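*Col2a1*, the main collagen of cartilage, stood at 4539 ± 1178 normalized counts (SD, n = 3) in KO females and 1254 ± 344 (SD, n = 3) in KO males, a log2 fold change of 1.86 (standard error 0.27, adjusted p = 8.46e-04). *Col5a2*, a fibril collagen, was higher by a log2 fold change of 1.22 (standard error 0.28, adjusted p = 0.0234), and *Col11a1* by a log2 fold change of 1.68 (standard error 0.30, adjusted p = 0.00593). *Col8a2* had a log2 fold change of 1.23 (standard error 0.45, adjusted p = 0.107). *Col23a1* (1.04, adjusted p = 0.029), a collagen that spans the membrane, was higher as well. *Col5a2* lost its call without mouse 20, 10 or 27 (adjusted p between 0.0778 and 0.129), *Col11a1* without mouse 20 (adjusted p = 0.062) and *Col23a1* without mouse 4, 20, 10 or 28 or after quantile normalization (adjusted p between 0.0598 and 0.101). *Col5a2* (0.80) lost its call once the hepatocyte and muscle list means were fitted as covariates (adjusted p = 0.0627).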

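*Bglap*, on chromosome 3 of GRCm38 from 88383501 to 88384464, encodes osteocalcin and stood at 1364 ± 363 normalized counts (SD, n = 3) in KO females and 506 ± 125 (SD, n = 3) in KO males, a log2 fold change of 1.43 (standard error 0.28, adjusted p = 0.0103). *Alpl* was higher in KO females by a log2 fold change of 1.36 (standard error 0.29, adjusted p = 0.0186) and *Postn* by a log2 fold change of 1.45 (standard error 0.28, adjusted p = 0.0105). *Wnt4*, a signal of bone-forming cells, had a log2 fold change of 1.07 (standard error 0.37, adjusted p = 0.0909). *Acp5* had a log2 fold change of 0.23 (standard error 0.29, adjusted p = 0.683), and *Ctsk* had a log2 fold change of 0.11 (standard error 0.40, adjusted p = 0.902). In the osteoclast and bone resorption list, 1 of 27 members was lower (1 when adjusted over the list alone), with a median log2 fold change of 0.046 (camera adjusted p = 0.905). *Bglap* lost its call without mouse 20 or 10 (adjusted p = 0.0797 and 0.0642, respectively), *Alpl* without mouse 20, 10 or 27 (adjusted p between 0.0706 and 0.0952) and *Postn* without mouse 20 or 10 (adjusted p = 0.0797 and 0.0642, respectively).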

Bone formation genes including *Alpl* (2.5-fold), osteocalcin (*Bglap*, 2.7-fold), *Postn* (2.9-fold), and *Wnt4* (2.4-fold) were also more highly expressed in KO females compared to KO males, however, the resorption genes including *Acp5* and *Ctsk* were not significantly different between KO female and KO male osteocytes. *Tgfb3* was expressed higher in the KO females compared to KO males, similar to the WTs.

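*Tgfb3* had a log2 fold change of 1.08 (standard error 0.32, adjusted p = 0.0592) between KO females and KO males. Fat cell genes were higher in KO females, among them *Adipoq*, the hormone adiponectin, by a log2 fold change of 1.70 (standard error 0.23, adjusted p = 3.83e-04), and *Car3* (1.50, adjusted p = 0.00944) and *Fabp4* (0.87, adjusted p = 0.0379). Among the 16 genes of the adipocyte list, 5 were higher in females (6 when adjusted over the list alone), with a median log2 fold change of 0.99 (camera adjusted p = 1.12e-06, adjusted p = 0.485 with an estimated correlation). *Mkx*, a regulator of tendon cells, was higher by 1.95 (adjusted p = 5.55e-04), and the clock output genes *Dbp* (1.00, adjusted p = 0.00321) and *Hlf* (0.57, adjusted p = 0.00936) were higher too. *Serpina3n*, a protease inhibitor of the acute phase response, was lower in KO females, with a log2 fold change of -2.99 (standard error 0.33, adjusted p = 4.06e-05). *Car3* lost its call without mouse 20 (adjusted p = 0.0797), *Fabp4* without mouse 4, 20, 10, 27 or 28 or without the filter (adjusted p between 0.054 and 0.192) and *Hlf* without mouse 20 or 27 (adjusted p = 0.062 and 0.0594, respectively). *Fabp4* (0.80) lost its call once the hepatocyte and muscle list means were fitted as covariates (adjusted p = 0.0626). *Tgfb3* passed without mouse 4 (adjusted p = 0.0369).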

The transcriptomes of WT and KO male osteocytes differed significantly, with much lower expression of genes in pathways involving steroid, fatty acid, lipid, and cholesterol transport and metabolic processes in the KO males compared to WT males (significant genes listed in Supplementary file 3). 

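Hepatocyte genes were lower in KO males than in WT males on the control diet. Their summed counts were 487, 472 and 447 in KO mice 10, 27 and 28, within the range of the remaining groups. In WT mice 7, 24 and 25 they were 4115, 30159 and 2887, above every other mouse. The difference rests on these WT libraries, so genotype cannot be told apart from what raised their counts. The hepatocyte list held 36 genes, of which 24 were lower in KO males (35 when adjusted over the list alone), with a median log2 fold change of -5.04, or -5.12 with members of a group at 0 set to their bounds (camera adjusted p = 5.37e-79, adjusted p = 0.00836 with an estimated correlation). Of the 24 members of the list of liver lipid and steroid genes, 6 were lower in KO males (17 when adjusted over the list alone), with a median log2 fold change of -2.89, or -2.97 with members of a group at 0 set to their bounds (camera adjusted p = 3.43e-26, adjusted p = 0.0254 with an estimated correlation). *Apoa1* was lower, with a log2 fold change of -6.41 (standard error 1.10, adjusted p = 0.00595) and *Apob* with a log2 fold change of -5.63 (standard error 0.82, adjusted p = 0.00159). In the skeletal muscle list, 6 of 26 members were lower in KO males (20 when adjusted over the list alone), with a median log2 fold change of -1.86 (camera adjusted p = 2.57e-29, adjusted p = 0.00836 with an estimated correlation). Among the 16 genes of the adipocyte list, 3 were lower in KO males (11 when adjusted over the list alone), with a median log2 fold change of -1.05 (camera adjusted p = 4.73e-17, adjusted p = 0.111 with an estimated correlation). The 24 genes of cholesterol synthesis had a median log2 fold change of -0.047 (camera adjusted p = 0.157). Over 37 genes of fatty acid metabolism the value was a median log2 fold change of -0.049 (camera adjusted p = 0.0291, adjusted p = 0.469 with an estimated correlation). In all, 72 genes passed, 2 higher and 70 lower in KO males. The total was 23 and 127 without WT male control mice 24 and 25, respectively, and 46 and 45 without KO male control mice 10 and 27, respectively. With hepatocyte and muscle covariates 11 genes were called, 11 higher and 0 lower in KO males. *Apoa1* lost its call without mouse 24 (adjusted p = 0.0792). *Apob* (-1.62) lost its call with the hepatocyte and muscle list means as covariates (adjusted p = 0.656), and *Apoa1* (1.66, adjusted p = 0.818) turned direction. The list of liver lipid and steroid genes turned direction with the hepatocyte and muscle covariates (0.78, adjusted p = 0.742). The adipocyte list lost its call with the hepatocyte and muscle covariates (-0.056, adjusted p = 0.879). The fatty acid synthesis and oxidation list lost its call without mouse 24 (-0.025, adjusted p = 0.328) or 27 (-0.032, adjusted p = 0.0516), with library quality weights (-0.052, adjusted p = 0.0657) and turned direction with the hepatocyte and muscle covariates (0.023, adjusted p = 0.67). The cholesterol synthesis list passed with the hepatocyte and muscle covariates (0.39, adjusted p = 0.0222).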

A 2- to 4-fold downregulation of genes coding for solute carriers, aldehyde oxidase, and fatty acid binding proteins was observed in KO males, while *Oscar* and *Mst1r* are 2- to 3-fold higher in KO males compared to WT males. In contrast, a relatively small number of genes, 40, were differentially expressed between WT female and KO female osteocytes which reflects the lack of differences in bone morphology and bone mechanical properties (Figure 4D and F, Supplementary file 3).

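Single genes of liver, fat and muscle were lower in KO males than in WT males. The adipocyte list as a whole did not pass with an estimated correlation (camera adjusted p = 0.111). *Pck1*, a gluconeogenic enzyme, was lower, with a log2 fold change of -4.63 (standard error 0.64, adjusted p = 0.00137), and the lipid droplet gene *Plin1* (-2.91, adjusted p = 0.0178) was lower in the same libraries. The muscle gene *Neb* was lower as well, at -1.32 (adjusted p = 0.00595). *Oscar* had a log2 fold change of 1.34 (standard error 0.32, adjusted p = 0.0818), at 87.4 ± 23.7 normalized counts (SD, n = 3) in KO males, and *Mst1r* had a log2 fold change of 1.04 (standard error 0.26, adjusted p = 0.102). *Mgat3*, a glycosyltransferase, was higher in KO males by 1.67 (adjusted p = 0.0149), and the secreted protein gene *Egfl6* by 1.72 (adjusted p = 0.0463). The osteoclast and bone resorption list held 27 genes, of which 6 were higher when adjusted over the list alone, with a median log2 fold change of 0.22 (camera adjusted p = 1.28e-10, adjusted p = 0.167 with an estimated correlation). *Plin1* lost its call without mouse 7, 24, 27 or 28 (adjusted p between 0.0613 and 0.214), *Neb* without mouse 24 (adjusted p = 0.0595) and *Mgat3* without mouse 7, 25, 10 or 28 (adjusted p between 0.0539 and 0.109). *Egfl6* lost its call without mouse 7, 24, 25, 10, 27 or 28, without the filter or in edgeR (adjusted p between 0.0579 and 0.224). *Pck1* (-1.42), *Plin1* (-1.08), *Mgat3* (3.62) and *Egfl6* (1.71) lost their calls once the hepatocyte and muscle list means were fitted as covariates (adjusted p between 0.0623 and 0.818). The osteoclast list lost its call with the hepatocyte and muscle covariates (0.51, adjusted p = 0.0588). *Mst1r* passed without mouse 10 (adjusted p = 0.0326).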

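KO and WT females on the control diet were compared over 15638 genes. With limma 0 passed, 1510 had an unadjusted p under 0.05, edgeR called 0 and DESeq2 23. At the paper's thresholds, an unadjusted p under 0.01 and a log2 fold change past 1, limma called 45 genes. At an adjusted p under 0.05 limma called 2 without WT female control mouse 14 and 2 without KO female control mouse 19. The chondrocyte list held 16 genes, of which 9 were lower when adjusted over the list alone, with a median log2 fold change of -1.91 (camera adjusted p = 2.34e-11, adjusted p = 0.146 with an estimated correlation). For the bone formation and mineralization list, with 27 members, the result was a median log2 fold change of -0.16 (camera adjusted p = 0.034, adjusted p = 0.80 with an estimated correlation). The effect of the genotype differed between the sexes in 12 genes by limma, 0 by edgeR and 107 by DESeq2. The log2 change with genotype in females minus that in males was 8.35 for *Pzp*, 8.08 for *Tat*, 8.15 for *Cps1*, 7.43 for *Mat1a*, 6.13 for *Mug1*, 7.17 for *Mup3*, 6.02 for *Azgp1*, 7.08 for *Fga* and 8.08 for *Hrg*, which are made mainly by hepatocytes. *Tat*, *Azgp1* and *Hrg* were at 0 in all mice of at least 1 of the 4 groups, so their values depend on the pseudocount. It was 2.21 for the muscle gene *Ttn* and -1.07 for the calcium channel *Cacna1h* (adjusted p between 0.00365 and 0.0321). The 36 hepatocyte genes had a median log2 fold change of 5.09 (camera adjusted p = 5.81e-37, adjusted p = 0.0558 with an estimated correlation). Their summed counts were high in WT males on the control diet alone, so that group sets the differences in hepatocyte genes. *Pzp* and *Tat* kept their calls whichever mouse was left out, and the other 9 of these genes each lost theirs without at least 1 of mice 1, 14, 19, 27, 32, 7, 24, 10, 4, 28 and 20 (adjusted p between 0.0514 and 0.129). In edgeR all of them lost their calls (adjusted p between 0.0579 and 0.472). In DESeq2 *Tat*, *Azgp1* and *Hrg* lost their calls (adjusted p between 0.162 and 1). *Mat1a* (1.59), *Mug1* (2.95), *Azgp1* (2.50) and *Cacna1h* (-1.14) lost their calls with the hepatocyte and muscle list means as covariates (adjusted p between 0.175 and 0.763). The bone formation and mineralization list lost its call without mouse 14 (-0.15, adjusted p = 0.0861), 4 (-0.058, adjusted p = 0.751) or 19 (-0.12, adjusted p = 0.118), after quantile normalization (-0.14, adjusted p = 0.053), in edgeR (-0.14, adjusted p = 0.0527) and in DESeq2 (-0.15, adjusted p = 0.0708). The paper states that the few genes that differ between WT and KO females reflect the lack of difference in their bones.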

### With calcium deficiency, genes responsible for osteocytic osteolysis are lower in the female KO compared to the female WT osteocyte transcriptome

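Genes of bone resorption rose in WT females on the low-calcium diet. Among the 27 genes of the osteoclast and bone resorption list, 14 rose (21 when adjusted over the list alone), with a median log2 fold change of 0.91 (camera adjusted p = 2.78e-11, adjusted p = 0.146 with an estimated correlation). *Src*, a kinase that osteoclasts need to resorb, rose by 0.50 (adjusted p = 0.00105). The list of proton pump subunits held 17 genes, of which 8 rose and 1 fell (12 and 1 when adjusted over the list alone), with a median log2 fold change of 0.26 (camera adjusted p = 6.98e-05, adjusted p = 0.422 with an estimated correlation). *Atp6v0d2*, a pump subunit of osteoclasts, rose by a log2 fold change of 1.34 (standard error 0.23, adjusted p = 0.00117), and *Atp6v1h* (0.52, adjusted p = 4.12e-04) and *Atp6v1a* (0.57, adjusted p = 9.29e-04) rose with it. In all, 1484 genes rose and 1036 fell, or 1348 higher and 1516 lower after quantile normalization. The paper gives mapping rates of 37%, 32% and 61% for the low-calcium mice 16, 17 and 18. Diet cannot be told apart from library quality in this comparison. Leaving out mice 16 and 17 together gave 3725 called genes, and the total was 1298 and 1356 without WT female control mice 1 and 14, respectively, and 1219 without WT female low-calcium mouse 18. The list of proton pump subunits lost its call without mice 16 and 17 (0.14, adjusted p = 0.134).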

Calcium deficiency in WT female mice induced higher expression of osteoclast and resorption genes compared to WT females on a normal diet (Figure 5A and E). 

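*Acp5*, on chromosome 9 of GRCm38 from 22126727 to 22135711, stood at 12417 ± 3774 normalized counts (SD, n = 3) in WT females on the low-calcium diet and 4765 ± 729.9 (SD, n = 3) in those on the control diet, a log2 fold change of 1.34 (standard error 0.29, adjusted p = 0.00468). *Ctsk* rose by a log2 fold change of 1.72 (standard error 0.40, adjusted p = 0.00697). *Pth1r*, the receptor of parathyroid hormone, rose by a log2 fold change of 1.00 (standard error 0.23, adjusted p = 0.00668), and *Mst1r* by a log2 fold change of 1.06 (standard error 0.26, adjusted p = 0.00948). The vitamin D receptor *Vdr* (1.31, adjusted p = 3.28e-04) rose. The calcium-sensing receptor *Casr* fell to 0 in all 3 mice on the low-calcium diet and was at least 19.1-fold lower, or 16.7-fold without mouse 1, against a floor of 3 reads over the group (adjusted p = 0.00181).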

*Acp5*, *Ctsk*, *Pth1r*, and *Mst1r* were elevated 2- to 4-fold in the calcium-deficient WT females. Real-time PCR analysis of osteocytes also showed an increase in *Tnsfs11*, *Acp5*, and *Ctsk gene* expression levels in the calcium-deficient WT females compared to WT females on a normal diet. There was no difference in *Sost* expression (Figure 5—figure supplement 1D). Additionally, five different Mmps (*Mmp13*, *Mmp15*, *Mmp2*, *Mmp16*, and *Mmp14*) were upregulated 2- to 3.5-fold in the WT calcium-deficient females. These are genes thought to play a role in osteocytic osteolysis. 

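*Mmp13*, the main collagenase of rodent bone, stood at 25719.8 ± 4002 normalized counts (SD, n = 3) in WT females on the low-calcium diet and 7243 ± 1050.4 (SD, n = 3) in those on the control diet, a log2 fold change of 1.83 (standard error 0.36, adjusted p = 0.00265). The gelatinase *Mmp2* (1.35, adjusted p = 0.00291) rose, as did the membrane-bound proteases *Mmp14* (1.03, adjusted p = 0.00115), *Mmp15* (1.26, adjusted p = 0.0192) and *Mmp16* (1.26, adjusted p = 0.00337). *Mmp8*, a collagenase of neutrophils, fell with a log2 fold change of -1.08 (standard error 0.22, adjusted p = 0.00311). Of the 18 members of the neutrophil list, 8 fell (8 when adjusted over the list alone), with a median log2 fold change of -0.42 (camera adjusted p = 3.05e-06, adjusted p = 0.567 with an estimated correlation). *Mmp15* lost its call without mouse 14, 16 or 18 (adjusted p between 0.0669 and 0.0887).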

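*Bglap* stood at 3541 ± 1363 normalized counts (SD, n = 3) in WT females on the low-calcium diet and 1248 ± 235 (SD, n = 3) in those on the control diet, a log2 fold change of 1.45 (standard error 0.28, adjusted p = 0.00198), and *Bglap2* rose by a log2 fold change of 1.38 (standard error 0.28, adjusted p = 0.00282). *Alpl* rose by a log2 fold change of 1.51 (standard error 0.29, adjusted p = 0.00229). The signal genes *Wnt5a* (1.28, adjusted p = 0.0037) and *Wnt2b* (2.31, adjusted p = 0.00548) rose with them. *Spp1*, which encodes osteopontin, rose by a log2 fold change of 2.03 (standard error 0.23, adjusted p = 7.32e-05).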

Bone formation and remodeling genes including *Bglap*, *Bglap2*, *Alpl*, *Wnt5a*, and *Wnt2b* were upregulated 2- to 5-fold in the WT low-calcium diet group compared to WT female normal diet group as well. These genes may be increased to provide quick bone formation upon return to normal calcium demand.

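Bone matrix genes were higher together in WT females on the low-calcium diet than on the control diet. The low-calcium libraries mapped at 37%, 32% and 61% in the paper, so diet cannot be told apart from library quality in them. In the bone formation and mineralization list, 24 of 27 members rose (27 when adjusted over the list alone), with a median log2 fold change of 1.26 (camera adjusted p = 5.23e-19, adjusted p = 0.282 with an estimated correlation). The paper names several of them from these samples. *Col1a1*, the main collagen of bone, rose by a log2 fold change of 1.48 (standard error 0.28, adjusted p = 0.00215), and *Col1a2* (1.42, adjusted p = 0.00181), *Sparc* (1.31, adjusted p = 0.00161) and *Serpinf1* (1.46, adjusted p = 7.31e-04) rose too. Among the 41 genes of the list of collagen chains, 17 rose and 1 fell (21 and 2 when adjusted over the list alone), with a median log2 fold change of 0.75 (camera adjusted p = 1.56e-05, adjusted p = 0.581 with an estimated correlation). Gap junction *Gja1* (1.18, adjusted p = 0.00256) rose, and the neutrophil receptor *Cxcr2* (-1.40, adjusted p = 7.28e-04) fell. *Col1a2* lost its call after quantile normalization (adjusted p = 0.0664). The paper proposes that these genes ready the bone for quick formation once calcium demand returns to normal.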

**Figure 5.**
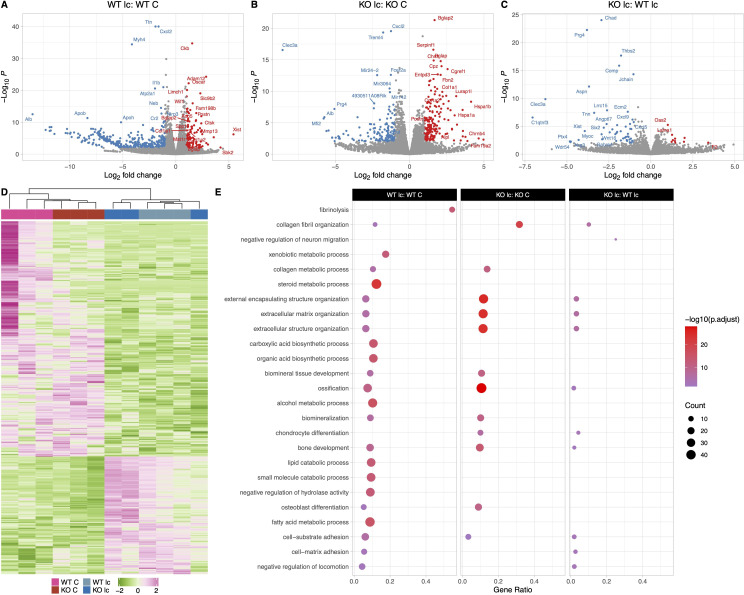
The osteocyte transcriptomes from female wildtype (WT) and knockout (KO) mice are distinct when challenged with a low-calcium diet. (**A**) Volcano plot showing the significantly regulated genes between WT female control (WT C) and WT female low-calcium diet-fed mice (WT lc) osteocyte transcriptome. (**B**) Volcano plot showing the significantly regulated genes between KO female control (KO C) and KO female low-calcium diet-fed mice (KO lc) osteocyte transcriptome. (**C**) Volcano plot showing the significantly regulated genes between WT female low-calcium diet-fed mice (WT lc) and KO female low-calcium diet-fed mice (KO lc) osteocyte transcriptome. (**D**) Heat map showing the differentially expressed genes (DEGs) among WT female control (WT C), WT female low-calcium diet-fed mice (WT lc), KO female control (KO C), and KO female low-calcium diet-fed mice (KO lc) osteocyte transcriptome. (**E**) Gene set enrichment analysis of gene ontology (GO) analysis of the significantly regulated genes between WT female control (WT C) and WT female low-calcium diet-fed mice (WT lc) osteocyte transcriptome, between KO female control (KO C) and KO female low-calcium diet-fed mice (KO lc) osteocyte transcriptome, and WT female low-calcium diet-fed mice (WT lc) and KO female low-calcium diet-fed mice (KO lc) osteocyte transcriptome. The figure shows the union of the top 10 GO terms of each analysis. If a term in the union, besides the top 10, is also significant (adjusted p-value less than 0.05 was used for GO analysis) in an analysis, it is also included in the figure. The latter group in the figure’s title is the reference group. n = 2–3/group. For DEG analysis, unadjusted p-value <0.01 was used.

**Figure 5—figure supplement 1.**
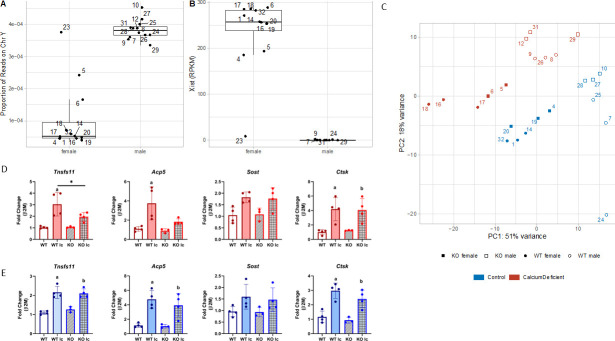
Quality control and validation of RNA sequencing. Sanity check of data on the sample’s sex. (**A**) Boxplot of proportional of reads on chromosome Y. Male should have a higher value than female. (**B**) Boxplot of RPKM of Xist. Males should have very low expression of Xist. (**C**) Scatter plot of PC1 and PC2 from principal component analysis (PCA) of gene expression data. (**D**) Quantitative polymerase chain reaction (qPCR) analysis of Tnsfs11, Acp5, Sost, and Ctsk genes from osteocyte-enriched bone chips from female samples. n = 3-4/sample. Two-way analysis of variance (ANOVA) was performed for statistical analysis. Gene fold-change was normalized using β-2-microglobulin as the housekeeping gene. a = Significantly different from WT, b = Significantly different from KO, * = p<0.05. (**E**) qPCR analysis of Tnsfs11, Acp5, Sost, and Ctsk genes from osteocyte-enriched bone chips from male samples. n = 3-4/sample. Two-way ANOVA was performed for statistical analysis. Gene fold-change was normalized using β-2-microglobulin as the housekeeping gene. a = Significantly different from WT, b = Significantly different from KO, * = p<0.05.

Calcium deficiency in KO female mice also induced increased expression of a number of osteoclast and resorption genes including *Ctsk* (2.8-fold), *Mmp13* (3- fold), and *Oscar* (2.6-fold) in comparison to KO female osteocytes on a normal diet (Figure 5B and E). However, unlike the WT osteocytes, expression levels of *Acp5* and *Pth1r* were not different in osteocytes from KO female mice on a normal diet or a low-calcium diet. 

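*Ctsk*, on chromosome 3 of GRCm38 from 95499256 to 95509362, stood at 9999 ± 1962 normalized counts (SD, n = 2) in KO females on the low-calcium diet and 3596 ± 1621 (SD, n = 3) in those on the control diet, a log2 fold change of 1.59 (standard error 0.45, adjusted p = 0.0358). *Mmp13* rose by a log2 fold change of 1.77 (standard error 0.41, adjusted p = 0.0145) and *Oscar* by a log2 fold change of 1.40 (standard error 0.36, adjusted p = 0.0253). The osteoclast and bone resorption list held 27 genes, of which 5 rose (13 when adjusted over the list alone), with a median log2 fold change of 0.41 (camera adjusted p = 2.64e-08, adjusted p = 0.314 with an estimated correlation). The ion transporters of resorbing cells *Slc4a2* (0.57, adjusted p = 0.00403) and *Clcn7* (0.35, adjusted p = 0.0202) rose. In all, 546 genes rose and 611 fell, and leaving out a mouse gave 194 without KO female control mouse 4, and 48 and 31 without KO female low-calcium mice 5 and 6, respectively. A fit of the 2 groups alone called 80 genes. The summed counts of 4 Y-linked genes were 2499 in mouse 5 of the KO females on the low-calcium diet and 4.38 in mouse 6. *Ctsk* lost its call without mouse 4, 5 or 6 or without the filter (adjusted p between 0.054 and 0.248), *Mmp13* without mouse 4, 5 or 6 (adjusted p between 0.0845 and 0.157) and *Oscar* without mouse 4, 5 or 6 (adjusted p between 0.0879 and 0.238). *Slc4a2* lost its call without mouse 6 (adjusted p = 0.077) and *Clcn7* without mouse 4, 19, 5 or 6 (adjusted p between 0.055 and 0.208). *Clcn7* (0.29) lost its call with the hepatocyte and muscle list means as covariates (adjusted p = 0.0517).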

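*Acp5* had a log2 fold change of 1.07 (standard error 0.33, adjusted p = 0.0503) in KO females, at 8790.4 ± 1421 normalized counts (SD, n = 2) on the low-calcium diet, and *Pth1r* had a log2 fold change of 0.47 (standard error 0.26, adjusted p = 0.269). Heat shock genes rose, led by *Hspa1b* and *Hspa1a*, which encode inducible chaperones. *Hspa1b* rose by a log2 fold change of 4.59 (standard error 0.60, adjusted p = 7.74e-04) and *Hspa1a* by 3.98 (adjusted p = 0.00107). Of the 15 members of the heat shock list, 7 rose (9 when adjusted over the list alone), with a median log2 fold change of 0.56 (camera adjusted p = 8.89e-09, adjusted p = 0.322 with an estimated correlation). *Spp1* rose by 1.93 (adjusted p = 7.74e-04) and *Serpina3n* (2.39, adjusted p = 0.00219) rose with it. In the bone formation and mineralization list, 1 of 27 members rose (1 when adjusted over the list alone), with a median log2 fold change of 0.47 (camera adjusted p = 3.20e-05, adjusted p = 0.655 with an estimated correlation). The member that rose was *Spp1*. Ribosomal protein genes fell. Among the 74 genes of the ribosomal protein list, 27 fell (38 when adjusted over the list alone), with a median log2 fold change of -0.33 (camera adjusted p = 1.27e-14, adjusted p = 0.573 with an estimated correlation). *Rps26* fell with a log2 fold change of -1.22 (standard error 0.19, adjusted p = 0.00219). The neutrophil proteins *S100a8* (-1.51, adjusted p = 0.0078) and *S100a9* (-1.44, adjusted p = 0.00629) and the interferon-induced *Ifitm1* (-1.87, adjusted p = 0.00173) fell. *S100a8* lost its call without mouse 5 or 6 (adjusted p = 0.0612 and 0.11, respectively) and *S100a9* without mouse 5 or 6 (adjusted p = 0.057 and 0.0934, respectively). *Acp5* passed without mouse 19 or 20 (adjusted p = 0.0349 and 0.0383, respectively).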

Real-time PCR analysis also showed an increase in *Ctsk* gene expression level in the calcium-deficient KO females compared to KO females on a normal diet, with no significant difference in the expression levels of *Tnfsf11*, *Acp5*, and *Sost* genes (Figure 5—figure supplement 1D).

Next, we compared KO female mice on a low-calcium diet to WT female mice on a low-calcium diet (Figure 5C and E, significantly DEGs listed in Supplementary file 4). 

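KO females on the low-calcium diet expressed *Serpina3n* above WT females on that diet, by a log2 fold change of 2.05 (standard error 0.36, adjusted p = 0.0215). *Cpz*, a carboxypeptidase that acts in Wnt signaling, and *Cyr61*, a matrix protein that cells make under load, were lower, at -1.59 (adjusted p = 0.0289) and -1.48 (adjusted p = 0.0483). *Hif3a* was higher by 1.15 (adjusted p = 0.0442). The paper gives mapping rates of 37%, 32% and 61% for WT mice 16, 17 and 18. KO mouse 5 held Y-linked reads at 27.6 to 40.3% of the male mean. Genotype cannot be told apart from library quality in this comparison. Of the genes tested, 67 were higher and 127 lower in KO females, or 176 higher and 113 lower after quantile normalization. A fit of the 2 groups alone called 0. Leaving out WT mice 16 and 17 together, which left 1 WT mouse, gave 2224 called genes. Leaving out a single mouse gave 10, 1916 and 3 without WT female low-calcium mice 16, 17 and 18, respectively, and 0 and 6 without KO female low-calcium mice 5 and 6, respectively. Of the 15638 genes tested, 5091 did not overlap between the groups, where chance alone separates 20% with 2 mice against 3. *Serpina3n* lost its call without mouse 18, 5 or 6 (adjusted p between 0.0614 and 0.287), *Cpz* without mouse 16, 18, 5 or 6 (adjusted p between 0.0855 and 0.301) and *Cyr61* without mouse 16, 18, 5 or 6 or without the filter (adjusted p between 0.0663 and 0.346). *Hif3a* lost its call without mouse 16, 18, 5 or 6 or without the filter (adjusted p between 0.0611 and 0.304).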

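*Tnfsf11* stood at 230.3 ± 16.0 normalized counts (SD, n = 2) in KO females on the low-calcium diet and 620.1 ± 159 (SD, n = 3) in WT females on that diet, a log2 fold change of -1.40 (standard error 0.32, adjusted p = 0.0442), and was lower in KO females. *Mmp15* had a log2 fold change of -1.13 (standard error 0.39, adjusted p = 0.118). The WT mice mapped at 37%, 32% and 61% in the paper, so genotype cannot be told apart from library quality in these libraries. The osteoclast and bone resorption list held 27 genes, of which 1 was lower in KO females (4 when adjusted over the list alone), with a median log2 fold change of -0.26 (camera adjusted p = 0.00112, adjusted p = 0.572 with an estimated correlation). *Tnfsf11* lost its call without mouse 16, 18, 5 or 6 or without the filter (adjusted p between 0.056 and 0.339). The osteoclast list lost its call without mice 16 and 17 (-0.12, adjusted p = 0.543). *Mmp15* passed without mouse 17 (adjusted p = 0.0157).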

Several bone resorption genes were lower by 2-fold in KO females, including *Tnsfs11 and Mmp15*. Real-time PCR analysis also showed a significantly lower expression of the *Tnsfs11* gene in the calcium-deficient KO females compared to calcium-deficient WT females (Figure 5—figure supplement 1D). Additionally, bone formation genes including *Alpl*, *Bglap*, *Wnt2b*, *Col1a1*, *Col1a2*, and *Postn* were also approximately 2-fold lower in the KO low-calcium females compared to WT low-calcium females. This suggests that female KO osteocytes are less responsive to calcium deficiency than female WT osteocytes.

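*Serpinf1*, which encodes a factor whose loss impairs mineral in bone, was lower in KO females, with a log2 fold change of -1.15 (standard error 0.27, adjusted p = 0.0428). All values of KO against WT females on the low-calcium diet carry the limit of library quality given above. Of the 27 members of the bone formation and mineralization list, 1 was lower in KO females (24 when adjusted over the list alone), with a median log2 fold change of -0.94 (camera adjusted p = 1.32e-14, adjusted p = 0.395 with an estimated correlation). *Alpl* had a log2 fold change of -1.19 (standard error 0.33, adjusted p = 0.0742) and *Bglap* had -1.23 (adjusted p = 0.0522). The collagens *Col1a1* (-1.15, adjusted p = 0.0742) and *Col1a2* (-1.09, adjusted p = 0.0719) had values of like size, and *Postn* (-1.09, adjusted p = 0.0796) and *Wnt2b* (-2.01, adjusted p = 0.0776) too. The list of collagen chains held 41 genes, of which 19 were lower when adjusted over the list alone, with a median log2 fold change of -0.75 (camera adjusted p = 2.07e-06, adjusted p = 0.572 with an estimated correlation). Liver gene *Lipc* was lower, at -1.18 (adjusted p = 0.0483). *Serpinf1* lost its call without mouse 16, 18, 5 or 6 or without the filter (adjusted p between 0.0552 and 0.331) and *Lipc* without mouse 16, 18, 5 or 6 or without the filter (adjusted p between 0.0637 and 0.438). *Alpl*, *Bglap*, *Col1a1*, *Col1a2*, *Postn* and *Wnt2b* passed without mouse 17 (adjusted p between 0.00611 and 0.0232).

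**Figure D3:**
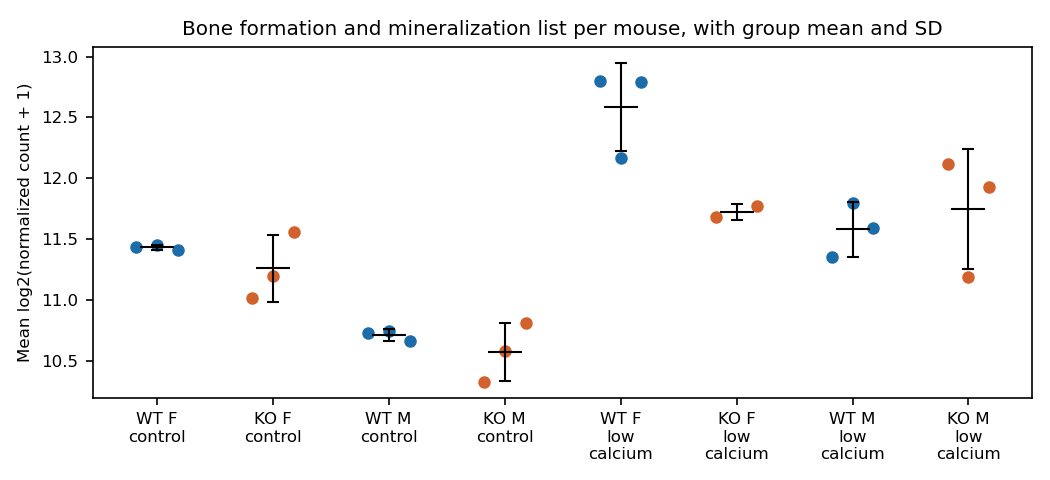
Mean log2 normalized count of the bone formation and mineralization list (vertical axis) in each mouse of the 8 groups by genotype, sex and diet (horizontal axis). Points are mice, blue for WT and orange for KO, and black lines give the group mean and SD. WT females on the low-calcium diet sit highest, with mouse 17 below the other 2 mice of its group.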

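The log2 response of KO females to low calcium, minus that of WT females, was taken for each gene. Over the 27 genes of the bone formation list this difference had a median of -0.68 (camera adjusted p = 3.64e-07, adjusted p = 0.572 with an estimated correlation). Over the osteoclast list it had a median of -0.13 (camera adjusted p = 0.214). WT females on the low-calcium diet mapped at 37%, 32% and 61% in the paper, so genotype cannot be told apart from library quality here either. The response differed in 2 genes by limma, 2 by edgeR and 593 by DESeq2. After quantile normalization it differed in 65 genes, 49 with a positive and 16 with a negative difference, and without mice 16 and 17 together, with 1 mouse left in that group, in 1107. *Ergic1*, a gene of transport between endoplasmic reticulum and Golgi, had a difference of -0.71 (standard error 0.11, adjusted p = 0.0227). For *Tnfsf11* the value was -0.76 (adjusted p = 0.384), for *Acp5* -0.27 (adjusted p = 0.794) and for *Pth1r* -0.53 (adjusted p = 0.453). The number of genes called by limma was 0 and 0 without WT female control mice 1 and 32, respectively, 0 and 0 without KO female control mice 4 and 19, respectively, 848 without WT female low-calcium mouse 17, and 0 and 5 without KO female low-calcium mice 5 and 6, respectively. *Ergic1* lost its call without mouse 1, 32, 4, 19, 5 or 6 (adjusted p between 0.0624 and 0.224). The osteoclast list passed without mouse 4 (-0.31, adjusted p = 0.0135), without mouse 18 (-0.27, adjusted p = 0.0244) and with library quality weights (-0.35, adjusted p = 0.0382). From the lower resorption and formation genes of KO females on the low-calcium diet, the paper proposes that osteocytes of KO females respond less to calcium deficiency than those of WT females.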

### With calcium deficiency, genes responsible for bone resorption, bone formation, and lipid metabolism are differentially regulated in the osteocyte transcriptome in male KO mice compared to male WT mice

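*Oscar*, on chromosome 7 of GRCm38 from 3609813 to 3616157, stood at 248 ± 58.6 normalized counts (SD, n = 3) in WT males on the low-calcium diet and 34.2 ± 10.3 (SD, n = 3) in those on the control diet, a log2 fold change of 2.84 (standard error 0.32, adjusted p = 6.09e-05). *Ctsk* rose by a log2 fold change of 2.47 (standard error 0.40, adjusted p = 0.0014), *Acp5* by a log2 fold change of 1.88 (standard error 0.29, adjusted p = 0.00102), *Tnfsf11* by a log2 fold change of 1.35 (standard error 0.29, adjusted p = 0.00969) and *Mst1r* by 1.23 (adjusted p = 0.00886). Among the 27 genes of the osteoclast and bone resorption list, 17 rose (19 when adjusted over the list alone), with a median log2 fold change of 0.57 (camera adjusted p = 1.03e-16, adjusted p = 0.083 with an estimated correlation). The osteoclast fusion gene *Ocstamp* (2.55, adjusted p = 0.00566) and *Mmp13* (2.21, adjusted p = 0.00151) rose as well. The hepatocyte gene *Alb* fell in the same libraries, with a log2 fold change of -10.51 (standard error 0.95, adjusted p = 7.01e-06). *Tnfsf11* lost its call without mouse 9 (adjusted p = 0.0795) and *Mst1r* without mouse 7 or 9 (adjusted p = 0.0512 and 0.0666, respectively). *Oscar* (3.27), *Ctsk* (3.54), *Acp5* (2.33), *Mst1r* (1.34), *Ocstamp* (2.87) and *Mmp13* (3.74) lost their calls with the hepatocyte and muscle list means as covariates (adjusted p between 0.122 and 0.54). These values were larger than in the main fit. The covariates were highest in WT males on the control diet, so the losses cannot show that liver or muscle RNA made the differences.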

Calcium deficiency in WT male mice caused a 2- to 7-fold increased expression of *Tnsfs11*, *Acp5*, *Ctsk*, *Oscar*, and *Mst1r* in their osteocyte transcriptome compared to WT males on a normal diet (Figure 6A and E). Real-time PCR validation also showed a similar increase in *Tnsfs11*, *Acp5*, and *Ctsk* gene expression levels in the calcium-deficient WT males compared to WT males on a normal diet (Figure 5—figure supplement 1E). 

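*Postn*, on chromosome 3 of GRCm38 from 54361109 to 54391037, stood at 3097 ± 459 normalized counts (SD, n = 3) in WT males on the low-calcium diet and 828 ± 254 (SD, n = 3) in those on the control diet, a log2 fold change of 1.94 (standard error 0.28, adjusted p = 4.79e-04). *Col1a1* (1.35, adjusted p = 0.0089), *Col1a2* (1.29, adjusted p = 0.0076) and *Bglap* (1.02, adjusted p = 0.0357) rose, and *Wnt4* had a log2 fold change of 0.96 (standard error 0.37, adjusted p = 0.132). *Spp1* rose by a log2 fold change of 1.51 (standard error 0.23, adjusted p = 7.51e-04). The bone formation and mineralization list held 27 genes, of which 13 rose (22 when adjusted over the list alone), with a median log2 fold change of 0.86 (camera adjusted p = 4.73e-17, adjusted p = 0.328 with an estimated correlation). The muscle gene *Neb* (-1.41, adjusted p = 0.00132) fell in the same libraries. *Col1a1* lost its call without mouse 9 (adjusted p = 0.0716), *Col1a2* without mouse 9 (adjusted p = 0.0644) and *Bglap* without mouse 7, 25, 9 or 26 (adjusted p between 0.0653 and 0.179). *Postn* (2.45), *Col1a1* (1.72), *Col1a2* (1.74) and *Bglap* (1.47) lost their calls once the hepatocyte and muscle list means were fitted as covariates (adjusted p between 0.166 and 0.515), at larger values than in the main fit.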

Bone formation and remodeling genes including *Postn*, *Col1a1*, *Col1a2*, *Bglap*, and *Wnt4* were also elevated 2- to 4-fold in the WT male low-calcium diet compared to the WT normal diet control group.

**Figure 6.**
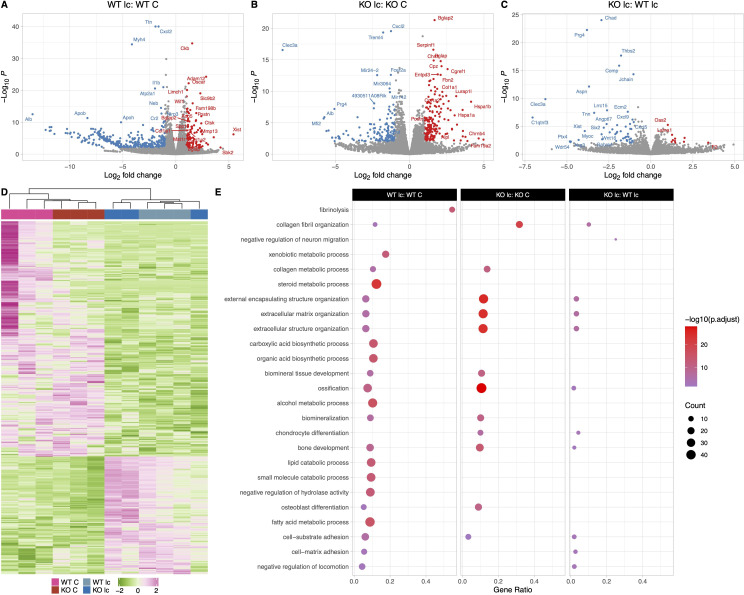
The osteocyte transcriptomes from male wildtype (WT) and knockout (KO) mice are distinct when challenged with a low-calcium diet. (**A**) Volcano plot showing the significantly regulated genes between WT male control (WT C) and WT male low-calcium diet-fed mice (WT lc) osteocyte transcriptome. (**B**) Volcano plot showing the significantly regulated genes between KO male control (KO C) and KO male low-calcium diet-fed mice (KO lc) osteocyte transcriptome. (**C**) Volcano plot showing the significantly regulated genes between WT male low-calcium diet-fed mice (WT lc) and KO male low-calcium diet-fed mice (KO lc) osteocyte transcriptome. (**D**) Heat map showing the differentially expressed genes (DEGs) among WT male control (WT C), WT male low-calcium diet-fed mice (WT lc), KO female control (KO C), and KO male low-calcium diet-fed mice (KO lc) osteocyte transcriptome. (**E**) Gene set enrichment analysis of gene ontology (GO) analysis of the significantly regulated genes between WT male control (WT C) and WT male low-calcium diet-fed mice (WT lc) osteocyte transcriptome, between KO male control (KO C) and KO male low-calcium diet-fed mice (KO lc) osteocyte transcriptome, and WT male low-calcium diet-fed mice (WT lc) and KO male low-calcium diet-fed mice (KO lc) osteocyte transcriptome. The figure shows the union of the top 10 GO terms of each analysis. If a term in the union, besides the top 10, is also significant (adjusted p-value less than 0.05 was used for GO analysis) in an analysis, it is also included in the figure. The latter group in the figure’s title is the reference group. n = 3/group. For DEG analysis, unadjusted p-value <0.01 was used.

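Hepatocyte and liver lipid genes were lower in WT males on the low-calcium diet than on the control diet. Genes of cholesterol synthesis had a median log2 fold change of -0.086 (camera adjusted p = 0.407). The summed hepatocyte counts were 347, 366 and 363 in low-calcium mice 8, 9 and 26, within the range of the other groups. They were 4115, 30159 and 2887 in control mice 7, 24 and 25, above every other mouse. The difference rests on these control libraries, so diet cannot be told apart from what raised their counts. Of the 24 members of the list of liver lipid and steroid genes, 1 rose and 12 fell (1 and 20 when adjusted over the list alone), with a median log2 fold change of -2.95, or -3.90 with members of a group at 0 set to their bounds (camera adjusted p = 9.37e-14, adjusted p = 0.104 with an estimated correlation). In the hepatocyte list, 33 of 36 members fell (34 when adjusted over the list alone), with a median log2 fold change of -5.74, or -6.50 with members of a group at 0 set to their bounds (camera adjusted p = 2.84e-48, adjusted p = 0.0344 with an estimated correlation). Among the 26 genes of the skeletal muscle list, 8 fell (12 when adjusted over the list alone), with a median log2 fold change of -1.45 (camera adjusted p = 1.69e-10, adjusted p = 0.104 with an estimated correlation). The adipocyte list held 16 genes, of which 7 fell (10 when adjusted over the list alone), with a median log2 fold change of -0.90 (camera adjusted p = 1.12e-08, adjusted p = 0.404 with an estimated correlation). The genes of fatty acid synthesis and oxidation had a median log2 fold change of 0.008 (camera adjusted p = 0.903). In all, 340 genes rose and 423 fell. The total became 291 and 446 without WT male control mice 7 and 24, respectively, and 444, 213 and 305 without WT male low-calcium mice 8, 9 and 26, respectively. With hepatocyte and muscle covariates 44 genes were called, of which 44 rose and 0 fell. The list of liver lipid and steroid genes turned direction with the hepatocyte and muscle covariates (0.69, adjusted p = 0.403). The adipocyte list turned direction with the hepatocyte and muscle covariates (0.28, adjusted p = 0.403). The cholesterol synthesis list passed with the hepatocyte and muscle covariates (0.37, adjusted p = 0.0386).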

Multiple genes involved in the steroid and fatty acid metabolic process pathways as well as lipid catabolic processes were downregulated 2- to 7-fold in the calcium-deficient WT males compared to WT males on a normal diet. These genes include several solute carrier family protein genes *Slc27a2* and *Slc27a5*, several apolipoprotein genes including *Apoa1*, *Apob*, and *Apoc1*, several cyp genes including *Cyp2e1*, *Cyp7a1*, and *Plin1*.

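*Apob* fell with a log2 fold change of -7.09 (standard error 0.82, adjusted p = 6.09e-05), which is 137-fold, at 3.28 ± 1.22 normalized counts (SD, n = 3) in WT males on the low-calcium diet and 1082 ± 1398 (SD, n = 3) in those on the control diet. *Apoa1* fell with a log2 fold change of -6.72 (standard error 1.10, adjusted p = 0.00151), or 106-fold, and *Cyp2e1*, a liver oxidase, with a log2 fold change of -6.15 (standard error 1.01, adjusted p = 0.00151), or 70.9-fold. The fall of *Apob* was 62.8-fold without mouse 24 and 242 without mouse 25, that of *Apoa1* 46.0-fold without mouse 24, 178 without mouse 25 and 167 without mouse 8 and that of *Cyp2e1* 35.5-fold without mouse 24, 108 without mouse 25 and 114 without mouse 8. At such low counts the fold depends on the pseudocount, and DESeq2 gave log2 fold changes of -8.34, -8.01 and -6.81, respectively. *Apoc1* (-3.73, adjusted p = 0.00933) and *Slc27a5* (-4.07, adjusted p = 0.0151) fell too, the latter a bile acid and fatty acid ligase. *Slc27a2* had a log2 fold change of -2.67 (standard error 0.78, adjusted p = 0.0504) and the lipid droplet gene *Plin1* had a log2 fold change of -1.85 (standard error 0.58, adjusted p = 0.0656). *Cyp7a1*, the first enzyme of bile acid synthesis, did not pass the filter, with 6.82, 53.4 and 5.23 normalized counts in control mice 7, 24 and 25. *Apoc1* lost its call without mouse 24 or 26 (adjusted p = 0.0578 and 0.0639, respectively) and *Slc27a5* without mouse 24, 8 or 9 (adjusted p between 0.0528 and 0.0876). *Apob* (-1.34), *Cyp2e1* (-1.35), *Apoc1* (-0.23) and *Slc27a5* (-0.37) lost their calls with the hepatocyte and muscle list means as covariates (adjusted p between 0.793 and 0.984), and *Apoa1* (1.92, adjusted p = 0.83) turned direction. *Slc27a2* and *Plin1* passed without mouse 25 (adjusted p = 0.0263 and 0.0244, respectively).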

Similarly, osteocytes from KO males on a low-calcium diet had a 2- to 4-fold higher expression of osteoclast genes such as *Tnsfs11*, *Oscar*, and *Car3* and a 2- to 5-fold upregulation of bone formation genes such as *Col1a1*, *Col1a2*, *Alpl*, *Bglap*, and *Postn* compared to osteocytes from KO males on a normal diet (Figure 6B and E). Therefore, genes responsible for bone resorption and bone formation were increased in both WT and KO with calcium deficiency. 

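*Col1a1*, on chromosome 11 of GRCm38 from 94936224 to 94953042, stood at 394867 ± 113469 normalized counts (SD, n = 3) in KO males on the low-calcium diet and 86360.4 ± 25652 (SD, n = 3) in those on the control diet, a log2 fold change of 2.19 (standard error 0.28, adjusted p = 4.31e-04). *Col1a2* rose by 2.01 (adjusted p = 4.31e-04), *Alpl* by 1.72 (adjusted p = 0.00231) and *Bglap* by 1.62 (adjusted p = 0.00231), while *Postn* had a log2 fold change of 0.97 (standard error 0.28, adjusted p = 0.0602). Of the 27 members of the bone formation and mineralization list, 17 rose (21 when adjusted over the list alone), with a median log2 fold change of 1.23 (camera adjusted p = 5.43e-25, adjusted p = 0.146 with an estimated correlation). Of the resorption genes, *Tnfsf11* rose by a log2 fold change of 1.25 (standard error 0.29, adjusted p = 0.0191) and *Oscar* by 1.21 (adjusted p = 0.0427). *Car3*, a carbonic anhydrase of fat and muscle, rose by 1.28 (adjusted p = 0.0154). In the osteoclast and bone resorption list, 3 of 27 members rose (3 when adjusted over the list alone), with a median log2 fold change of 0.14 (camera adjusted p = 0.010, adjusted p = 0.655 with an estimated correlation). *Tnfsf11* lost its call without mouse 10, 27 or 12 (adjusted p between 0.0847 and 0.0964), *Oscar* without mouse 10, 27, 12 or 31 or without the filter (adjusted p between 0.0559 and 0.183) and *Car3* without mouse 10, 27, 12 or 31 (adjusted p between 0.0518 and 0.0867). The osteoclast list lost its call without mouse 10 (0.12, adjusted p = 0.119) or 12 (0.13, adjusted p = 0.223). *Postn* passed without mouse 29 (adjusted p = 0.0177).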

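*Cthrc1*, a secreted protein of bone-forming cells, rose in KO males by a log2 fold change of 3.02 (standard error 0.37, adjusted p = 4.24e-04), and *Smpd3* by 2.62 (adjusted p = 4.24e-04). The chaperone *Hspa1b* (3.88, adjusted p = 5.08e-04) rose, and *Sost*, the osteocyte inhibitor of bone formation, fell with a log2 fold change of -1.61 (standard error 0.38, adjusted p = 0.0226). The matrix gene *Clec3a* (-6.98, adjusted p = 0.00783) and the phosphatase *Dusp1* (-0.89, adjusted p = 0.00448) fell. In all, 293 genes rose and 240 fell in KO males, and leaving out a mouse gave 195 and 206 without KO male control mice 10 and 27, respectively, and 272 without KO male low-calcium mouse 12. The difference between the response of KO and WT males was tested over the same genes. With limma 0 passed, 841 had an unadjusted p under 0.05, edgeR called 0 and DESeq2 13. Leaving out a mouse gave 16 without WT male control mouse 25, 1 without WT male low-calcium mouse 8 and 15 without KO male low-calcium mouse 29. The bone formation list had a median log2 fold change of 0.47 (camera adjusted p = 0.00626, adjusted p = 0.741 with an estimated correlation) of that difference, and the osteoclast list a median log2 fold change of -0.34 (camera adjusted p = 5.39e-14, adjusted p = 0.104 with an estimated correlation). The hepatocyte list had a median log2 fold change of 5.14 (camera adjusted p = 7.71e-56, adjusted p = 0.0254 with an estimated correlation). Counts of this list were high in WT males on the control diet alone, and that group sets the value. *Sost* lost its call without mouse 10, 27 or 29 (adjusted p between 0.0827 and 0.0942). The bone formation and mineralization list lost its call without mouse 10 (0.40, adjusted p = 0.116), 8 (0.35, adjusted p = 0.131), 12 (0.33, adjusted p = 0.521) or 31 (0.42, adjusted p = 0.0798) and turned direction with the hepatocyte and muscle covariates (-0.31, adjusted p = 0.0172). The paper concludes that genes of bone resorption and of bone formation were increased by calcium deficiency in males of both genotypes.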

Real-time PCR data showed an increase in *Tnsfs11*, Acp*5*, and *Ctsk* gene expression levels in the calcium-deficient KO males compared to KO males on a normal diet, validating the RNA sequencing data (Figure 5—figure supplement 1E).

When KO males were compared to WT males on a low-calcium diet (Figure 6C and E, Supplementary file 4), there was a 2- to 3-fold higher expression of bone resorption genes including *Oscar* and *Mst1r* in the KO low-calcium diet males compared to WTs. 

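*Oscar* stood at 207 ± 72.4 normalized counts (SD, n = 3) in KO males on the low-calcium diet and had a log2 fold change of -0.29 (standard error 0.32, adjusted p = 1) against WT males on that diet. *Mst1r* had a log2 fold change of -0.22 (standard error 0.26, adjusted p = 1), with mice of both genotypes overlapping. The 27 members of the osteoclast list had a median log2 fold change of -0.16 (camera adjusted p = 4.19e-05, adjusted p = 0.485 with an estimated correlation). For *Tnfsf11* the value was -0.11 (adjusted p = 1), for *Acp5* -0.30 (adjusted p = 1) and for *Ctsk* -0.55 (adjusted p = 1). The test covered 15638 genes and limma called 1, edgeR 3 and DESeq2 6. An unadjusted p under 0.05 was reached by 551 genes. The count became 0 and 0 without WT male low-calcium mice 9 and 26, respectively, and 10 and 0 without KO male low-calcium mice 29 and 31, respectively.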

Several collagen formation genes and ossification genes including *Col3a1*, *Col8a2*, *Tnn*, *Aspn*, and *Igfbp6* were also significantly downregulated in the KO males on a low-calcium diet compared to WTs on a low-calcium diet. It is not clear whether these also play a role in the increased bone resorption observed with calcium deficiency in KO males. 

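*Aspn*, on chromosome 13 of GRCm38 from 49544443 to 49567565, encodes asporin, a small proteoglycan of tendon and periosteum. It was lower in KO males on the low-calcium diet, at 122 ± 60.4 normalized counts (SD, n = 3) in KO males and 1563 ± 569.8 (SD, n = 3) in WT males, a log2 fold change of -3.72 (standard error 0.56, adjusted p = 0.0252). *Col3a1* had a log2 fold change of -1.34 (standard error 0.52, adjusted p = 1) and *Col8a2* had -1.74 (adjusted p = 0.73). For *Igfbp6* the value was -1.66 (adjusted p = 1) and for the matrix gene *Tnn* -3.52 (adjusted p = 0.226). Counts of *Tnn* lay between 31.6 and 126 in the KO males and between 584 and 1192 in the WT males. Among the 18 genes of the list of tendon, periosteum and synovium genes, 1 was lower in KO males (12 when adjusted over the list alone), with a median log2 fold change of -2.20 (camera adjusted p = 1.38e-24, adjusted p = 0.083 with an estimated correlation). The list of collagen chains held 41 genes, of which 1 fell when adjusted over the list alone, with a median log2 fold change of 0.044 (camera adjusted p = 0.654). *Aspn* lost its call without mouse 8, 9, 26 or 31 (adjusted p between 0.0655 and 0.198). The list of collagen chains passed without mouse 12 (-0.085, adjusted p = 0.0053), without mouse 29 (0.26, adjusted p = 0.00625), with library quality weights (0.19, adjusted p = 0.0454) and with the hepatocyte and muscle covariates (0.15, adjusted p = 0.0255).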

Real-time PCR analysis showed no significant difference in expression levels of *Tnsfs11*, *Acp5*, *Sost*, and *Ctsk* genes between calcium-deficient KO males and calcium-deficient WT males, reflecting the RNA sequencing data (Figure 5—figure supplement 1E). 

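Lipid genes of KO and WT males on the low-calcium diet were compared by list. The 24 liver lipid and steroid genes had a median log2 fold change of 0.068, or 0.000 with members of a group at 0 set to their bounds (camera adjusted p = 0.885). Those of fatty acid synthesis and oxidation had a median log2 fold change of 0.025 (camera adjusted p = 0.232), and those of cholesterol synthesis a median log2 fold change of 0.12 (camera adjusted p = 3.49e-05, adjusted p = 0.485 with an estimated correlation). The hepatocyte genes had a median log2 fold change of 0.000 (camera adjusted p = 0.655). The cholesterol synthesis list lost its call without mouse 31 (0.030, adjusted p = 0.275).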

No significant difference was observed in expression levels of genes involved in the lipid catabolic process pathway or fatty acid metabolism pathways.

### Male and female osteocytes respond differently to calcium deficiency in a genotype-specific manner

In response to 2 weeks of calcium deficiency, WT female mice had higher expression of genes involved in extracellular matrix and structure organization as well as ossification compared to WT male mice with calcium deficiency. 

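WT females on the low-calcium diet expressed more bone and vessel genes than WT males on that diet. Of the 27 members of the bone formation and mineralization list, 24 were higher in females (26 when adjusted over the list alone), with a median log2 fold change of 1.04 (camera adjusted p = 3.66e-11, adjusted p = 0.485 with an estimated correlation). *Alpl* was higher by a log2 fold change of 1.79 (standard error 0.29, adjusted p = 5.69e-04) and *Plod2* (1.46, adjusted p = 7.07e-04) and *Ibsp* (1.58, adjusted p = 8.84e-04) were higher. In the osteocyte list, 8 of 15 members were higher in females (8 when adjusted over the list alone), with a median log2 fold change of 0.82 (camera adjusted p = 6.01e-04, adjusted p = 0.655 with an estimated correlation). Among the 16 genes of the endothelial list, 16 were higher in females (16 when adjusted over the list alone), with a median log2 fold change of 0.84 (camera adjusted p = 3.81e-09, adjusted p = 0.485 with an estimated correlation). Fat cell genes were also higher in females, with *Cfd* at 3.04 (adjusted p = 9.58e-04) and *Adipoq* at 1.29 (adjusted p = 7.84e-04), while the cell cycle kinase *Plk1* (-0.73, adjusted p = 5.14e-04) was lower. The adipocyte list held 16 genes, of which 10 were higher in females (12 when adjusted over the list alone), with a median log2 fold change of 1.71 (camera adjusted p = 3.33e-06, adjusted p = 0.504 with an estimated correlation). In all, 2671 genes were higher and 2322 lower in females. The paper gives mapping rates of 37%, 32% and 61% for these WT females. They had 7217601 to 18606399 recovered reads, against 21702255 to 33352631 in the WT males. Sex cannot be told apart from library quality in this comparison.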

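*Col2a1*, on chromosome 15 of GRCm38 from 97975602 to 98004695, stood at 14846 ± 5729.8 normalized counts (SD, n = 3) in WT females on the low-calcium diet and 2009 ± 389.6 (SD, n = 3) in WT males on that diet, a log2 fold change of 2.81 (standard error 0.27, adjusted p = 5.37e-06). *Col4a2*, a collagen of basement membranes, was higher in females by a log2 fold change of 1.45 (standard error 0.22, adjusted p = 4.27e-04), and *Col6a3* by 1.48 (adjusted p = 0.00309). *Postn* (1.06, adjusted p = 0.00751) and *Bglap2* (1.09, adjusted p = 0.00599) were higher too. Of the 41 members of the list of collagen chains, 25 were higher in females (25 when adjusted over the list alone), with a median log2 fold change of 1.04 (camera adjusted p = 4.20e-09, adjusted p = 0.485 with an estimated correlation).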

Calcium deficiency in WT female mice caused significantly increased expression of bone formation genes compared to WT males including several collagen genes such as *Col2a1*, *Col6a3*, *Col4a2*, as well as *Postn*, and *Bglap2*. This was accompanied by an increased expression of bone resorbing genes in WT females including several *Car* genes, *Mmp13*, *Mmp16*, *Tnsfs11*, and *Mst1r* in their osteocyte transcriptome compared to WT males on a low-calcium diet (Figure 7A, C, and D). This suggests that both bone formation and bone resorption are upregulated in WT females compared to WT males in response to calcium deficiency, and WT females undergo higher bone remodeling compared to WT males.

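*Tnfsf11* was higher in WT females by a log2 fold change of 1.48 (standard error 0.29, adjusted p = 0.00122), at 225 ± 72.9 normalized counts (SD, n = 3) in WT males. *Mst1r* was higher by 1.43 (adjusted p = 8.79e-04), *Mmp16* by 1.15 (adjusted p = 0.00293), *Mmp13* by 1.17 (adjusted p = 0.0182) and the carbonic anhydrase *Car3* by 1.59 (adjusted p = 8.53e-04). The erythroid carbonic anhydrase *Car1* was lower in females, at -1.16 (adjusted p = 3.80e-04). In the osteoclast and bone resorption list, 12 of 27 members were higher and 2 were lower in females (12 and 2 when adjusted over the list alone), with a median log2 fold change of 0.63 (camera adjusted p = 3.09e-04, adjusted p = 0.547 with an estimated correlation). The osteoclast regulator *Nfatc1* (0.60, adjusted p = 0.00151) and the pump subunit *Atp6v0d2* (1.06, adjusted p = 0.0026) were higher. *Mmp13* lost its call without mouse 18 (adjusted p = 0.0629). *Mmp13* (0.82) lost its call with the hepatocyte and muscle list means as covariates (adjusted p = 0.156). The osteoclast list lost its call without mice 16 and 17 (0.32, adjusted p = 0.141).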

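The response to low calcium differed between WT females and WT males in 27 genes by limma, 7 by edgeR and 99 by DESeq2. The log2 response of females minus that of males was 12.56 for *Alb*, 11.96 for *Pzp*, 10.93 for *Cps1*, 10.91 for *Serpina3k*, 10.49 for *Fgb*, 9.76 for *Serpina1e*, 9.64 for *Fga*, 8.50 for *Apob*, 8.47 for *Plg* and 8.18 for *Fgg*, and 2.47 for the muscle gene *Ttn* (adjusted p between 2.22e-05 and 0.0234). The hepatocyte list had a median log2 fold change of 6.26 (camera adjusted p = 1.20e-41, adjusted p = 0.0501 with an estimated correlation). Its summed counts were 2887 to 30159 in WT males on the control diet and 332 to 866 in all other groups. That control group sets the differences in hepatocyte genes. The bone formation list had a median log2 fold change of 0.31 (camera adjusted p = 0.0142, adjusted p = 0.777 with an estimated correlation), and the osteoclast list a median log2 fold change of -0.023 (camera adjusted p = 0.565). For *Tnfsf11* the value was -0.034 (adjusted p = 0.978), for *Mst1r* -0.17 (adjusted p = 0.864) and for *Postn* -0.35 (adjusted p = 0.717). The number of genes was 51 without WT male control mouse 25, 332 without WT female low-calcium mouse 17, and 17 and 17 without WT male low-calcium mice 9 and 26, respectively. *Fgg* lost its call without mouse 1, 14, 24, 8, 9 or 26 (adjusted p between 0.060 and 0.106), and the other 10 kept theirs whichever mouse was left out. In edgeR *Cps1*, *Serpina3k*, *Fgb*, *Serpina1e*, *Fga* and *Fgg* lost their calls (adjusted p between 0.0787 and 0.268). *Apob* (2.43) lost its call once the hepatocyte and muscle list means were fitted as covariates (adjusted p = 1). The bone formation and mineralization list lost its call without mouse 16 (0.26, adjusted p = 0.148), 18 (0.18, adjusted p = 0.104) or 8 (0.23, adjusted p = 0.156) and turned direction with the hepatocyte and muscle covariates (-0.39, adjusted p = 0.018). From the higher formation and resorption genes of females on the low-calcium diet, the paper proposes that WT females remodel bone more than WT males in response to calcium deficiency.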

**Figure 7.**
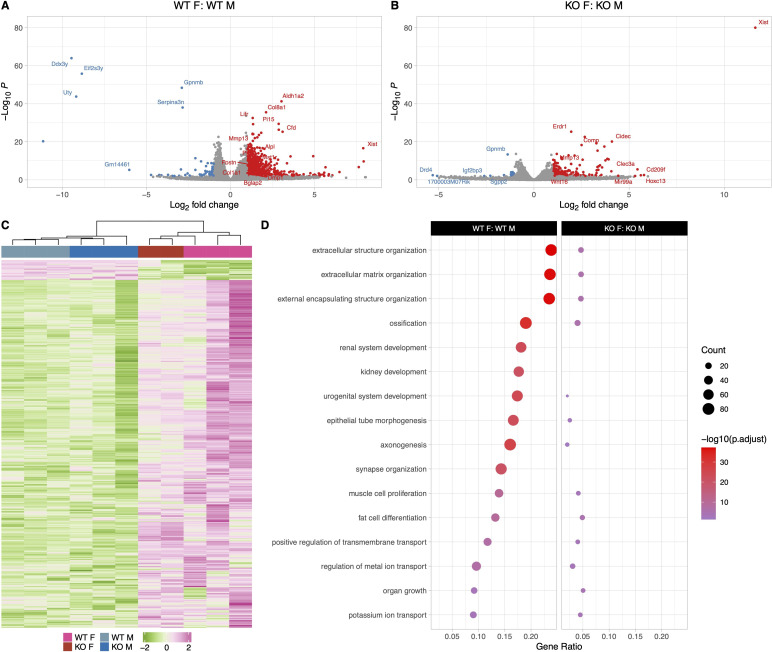
The osteocyte transcriptomes from male and female mice are distinct when challenged with a low-calcium diet. (**A**) Volcano plot showing the significantly regulated genes between WT female low-calcium diet-fed (WT F) and WT male low-calcium diet-fed mice (WT M) osteocyte transcriptome. (**B**) Volcano plot showing the significantly regulated genes between KO female low-calcium diet-fed (KO F) and KO male low-calcium diet-fed mice (KO M) osteocyte transcriptome. (**C**) Heat map showing the differentially expressed genes (DEGs) among WT male low-calcium diet-fed mice (WT M), KO male low-calcium diet-fed mice (KO M), WT female low-calcium diet-fed (WT F), and KO female low-calcium diet-fed (KO F) osteocyte transcriptome. (D) Gene set enrichment analysis of gene ontology (GO) analysis of the significantly regulated genes between WT female low-calcium diet-fed (WT F) and WT male low-calcium diet-fed mice (WT M) osteocyte transcriptome, and between KO female low-calcium diet-fed (KO F) and KO male low-calcium diet-fed mice (KO M) osteocyte transcriptome. The figure shows the union of the top 10 GO terms of each analysis. If a term in the union, besides the top 10, is also significant (adjusted p-value less than 0.05 was used for GO analysis) in an analysis, it is also included in the figure. The latter group in the figure’s title is the reference group. n = 2–3/group. For DEG analysis, unadjusted p-value <0.01 was used.

On the other hand, in response to calcium deficiency, KO female and male mice have less significantly differently expressed genes compared to WT females and males (Figure 7B, C, and D). 

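Fat cell genes were higher in KO females than in KO males on the low-calcium diet. Among the 16 genes of the adipocyte list, 10 were higher in females (15 when adjusted over the list alone), with a median log2 fold change of 2.19 (camera adjusted p = 1.19e-17, adjusted p = 0.105 with an estimated correlation). *Cfd*, the fat cell protease adipsin, was higher in females by a log2 fold change of 4.00 (standard error 0.63, adjusted p = 0.00602) and *Adipoq* by 1.42 (adjusted p = 0.0117). *Greb1* was higher by 3.71 (adjusted p = 0.00749), and *Gpnmb* was lower, at -1.39 (adjusted p = 0.0199). In all, 170 genes were higher and 235 lower in KO females, or 113 higher and 93 lower after quantile normalization. A fit of the 2 groups alone called 1. The total was 23 and 5 without KO female low-calcium mice 5 and 6, respectively, and 61 without KO male low-calcium mouse 29. KO females were 2 mice here, and in mouse 5 the 4 Y-linked genes reached 27.6 to 40.3% of the male mean, so male RNA in it would make differences between the sexes smaller. Between WT females and WT males, with 3 mice in each group, the total on that diet was 4993. *Cfd* lost its call without mouse 6 (adjusted p = 0.221), *Adipoq* without mouse 6 (adjusted p = 0.292) and *Greb1* without mouse 5 or 6 (adjusted p = 0.0578 and 0.221, respectively). *Gpnmb* lost its call without mouse 5, 6 or 29 (adjusted p between 0.0685 and 0.306).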

The major upregulated bone formation genes in KO females compared to KO males include several collagen genes such as *Col2a1* and *Col8a2*. 

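*Col8a2*, a short-chain collagen, stood at 49.6 ± 4.51 normalized counts (SD, n = 2) in KO females on the low-calcium diet and 12.0 ± 5.25 (SD, n = 3) in KO males on that diet, a log2 fold change of 2.03 (standard error 0.50, adjusted p = 0.0356). *Col2a1* had a log2 fold change of 1.05 (standard error 0.30, adjusted p = 0.0588). *Col5a3* (1.03, adjusted p = 0.0224) was higher in females, as was the cartilage matrix gene *Comp* (2.70, adjusted p = 0.0353). The list of collagen chains held 41 genes, of which 2 were higher in females (9 when adjusted over the list alone), with a median log2 fold change of 0.42 (camera adjusted p = 1.06e-04, adjusted p = 0.653 with an estimated correlation). The 27 members of the bone formation and mineralization list had a median log2 fold change of -0.032 (camera adjusted p = 0.912). Mouse 5, 1 of the 2 females, held Y-linked reads at 27.6 to 40.3% of the male mean. *Col8a2* lost its call without mouse 5, 6, 29 or 31, without the filter or after quantile normalization (adjusted p between 0.0567 and 0.321), *Col5a3* without mouse 5 or 6 (adjusted p = 0.0984 and 0.306, respectively) and *Comp* without mouse 5, 6, 29 or 31, without the filter or after quantile normalization (adjusted p between 0.0502 and 0.321). *Col8a2* (1.61) and *Col5a3* (0.99) lost their calls once the hepatocyte and muscle list means were fitted as covariates (adjusted p between 0.0637 and 0.105). The list of collagen chains lost its call without mouse 29 (0.18, adjusted p = 0.123) and with the hepatocyte and muscle covariates (-0.052, adjusted p = 0.739). The bone formation list passed without mouse 29 (-0.40, adjusted p = 0.00138) and with the hepatocyte and muscle covariates (-0.45, adjusted p = 1.97e-04). *Col2a1* passed without mouse 12 (adjusted p = 0.0474).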

The major bone resorption genes that were upregulated in KO females compared to KO males were *Mmp13* and *Dcstamp*.

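*Mmp13* had a log2 fold change of 1.26 (standard error 0.41, adjusted p = 0.0882) between KO females and KO males on the low-calcium diet. *Dcstamp*, which osteoclast precursors need to fuse, had a log2 fold change of 1.03 (standard error 0.52, adjusted p = 0.253), at 166 ± 28.6 normalized counts (SD, n = 2) in females and 80.4 ± 2.22 (SD, n = 3) in males. *Calcr* was higher in KO females by a log2 fold change of 2.60 (standard error 0.48, adjusted p = 0.0131). Of these 2 females, mouse 5 was the one with Y-linked reads at 27.6 to 40.3% of the male mean. In the osteoclast and bone resorption list, 1 of 27 members was higher in females (4 when adjusted over the list alone), with a median log2 fold change of 0.25 (camera adjusted p = 1.50e-04, adjusted p = 0.523 with an estimated correlation). *Calcr* lost its call without mouse 6 (adjusted p = 0.305).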

## Discussion

Irisin has been shown to be increased in the blood of humans and mice with exercise. Irisin, working mainly through its receptor *α*V*β*5 integrin, has been shown to have powerful effects on fat, bone, and brain tissues (Boström et al., 2012; Tsourdi et al., 2022; Korta et al., 2019; Islam et al., 2021; Kim et al., 2018; Colaianni et al., 2017; Wrann et al., 2013; Xin et al., 2016; Wang et al., 2017; Bao et al., 2022; Zhang et al., 2022). With regard to bone, studies have generated complex and even contradictory results (Erickson, 2013; Maak et al., 2021; Colaianni and Grano, 2015; Kim et al., 2018; Estell et al., 2020; Colaianni et al., 2014; Zhang et al., 2018). Of note, the majority of bone studies have been performed either exclusively on males, or females, but few on both. Most studies have used recombinant irisin treatment whereas we have focused on the effects of deleting irisin. Other studies have mainly examined the effects on osteoblasts and osteoclasts, whereas our studies have focused on osteocytes (Kim et al., 2018).

Global deletion of FNDC5 on a normal diet had essentially no effect on bone in females, but in contrast, the null male mice have significantly more bone compared to WT males, but this bone has impaired mechanical properties. This suggests that the lack of FNDC5 is having no effect on the development or growth of the female skeleton, but does affect the male skeleton, increasing the size yet impairing matrix properties responsible for strength. Examination of their osteocytes showed that both female and male null mice have significantly fewer TRAP-positive osteocytes compared to their sex-matched WT controls suggesting that their osteocytes are more quiescent or less primed for bone resorption.

Challenging the null animals with calcium deficiency revealed dramatic differences in osteocytic osteolysis and osteoclast activation, two major functions of osteocytes. Deletion of FNDC5 in females is partially protective against calcium deficiency, but deletion in males accelerates both of these osteocyte functions resulting in greater bone loss compared to controls. We have shown previously that under calcium-demanding conditions such as lactation, osteocytes express genes previously thought only to be specific for osteoclasts including cathepsin K, TRAP, carbonic anhydrase, the proton pump V-ATPase, and others (Qing et al., 2012) and shown that osteocytes are the major source of RANKL (Nakashima et al., 2011; Xiong and O’Brien, 2012; Xiong et al., 2015). In this study, lactating females lacking FNDC5 were partially resistant to bone loss, similar to ovariectomized females as previously published (Kim et al., 2018). To determine the effects of calcium deficiency on males, mice were given a low-calcium diet for 2 weeks. Unlike the protective effects of FNDC5/irisin deletion in females, bone loss was exacerbated in null males compared to controls on a low-calcium diet.

With 2 weeks of lactation and litter size comparable to WT controls, the null female mice had less circulating RANKL, fewer TRAP-positive osteoclasts, fewer TRAP-positive osteocytes, and smaller lacunar size. Our observation that the deletion of FNDC5/irisin makes lactating mice partially resistant to bone loss has an important implication with regard to the purpose of lactation. Lactation is a critical period for pups as they obtain essential nutrients, especially calcium, from the mother’s milk for their proper growth. Calcium lost by the mother’s bone during lactation is rapidly replaced upon weaning with complete recovery of bone mass within a week (Qing et al., 2012; Wysolmerski, 2002; Kalkwarf, 2004; Kovacs, 2001; Wysolmerski, 2012). Our data suggest that FNDC5/irisin acts as a regulator of calcium release from maternal bones to fulfill the offspring demands during lactation. Therefore, irisin appears to play a beneficial role in ensuring offspring survival and consequently, successful reproduction.

To determine if low calcium would have a similar effect on male FNDC5 null bone, both males and females were subjected to a low-calcium diet for 2 weeks. The effects of a low-calcium diet on female osteocytes and bone loss were essentially identical to the effects of lactation, with two exceptions. First, serum RANKL levels were not significantly different between virgin and lactating null females, while they were between null females on a normal compared to a calcium diet suggesting that RANKL plays less of a role in lactation compared to calcium deficiency. Second, the medullary cavity and endosteal bone in the low-calcium females were completely protected in the FNDC5 null females but were not in the lactating FNDC5 null mice. Bone loss due to lactation or due to dietary calcium deficiency may target different bone sites. Our unpublished observations suggest that endosteal bone is removed faster than periosteal bone with lactation, but this remains to be carefully validated. This difference may also be due to elevated PTHrP during lactation (Kovacs, 2001), whereas hypocalcemia increases circulating PTH levels (Goltzman, 2008), and it is not clear if hormones target distinct bone sites. Similar to the lactating FNDC5 null mice, the null females placed on the low-calcium diet had fewer TRAP-positive osteoclasts, fewer TRAP-positive osteocytes, and smaller lacunar size. Serum RANKL levels increased in both WT and null mice with dietary calcium deficiency, therefore, serum RANKL alone is not enough to explain the partial protective effect of FNDC5 deletion against bone loss. In summary, female null mice are not only resistant to bone loss due to estrogen deficiency as we showed previously (Kim et al., 2018) but are also resistant to calcium deficiency either due to an increase in PTHrP as with lactation, or an increase in PTH as with a low-calcium diet.

Osteoporosis manifests earlier in females due to menopause, but males also develop osteoporosis but at an older age (Johannesdottir et al., 2013; Johnston and Dagar, 2020), and the elderly are known to suffer from calcium deficiency which accelerates bone loss (Kumssa et al., 2015; Body et al., 2016). Dietary calcium deficiency has been shown previously to affect female and male bone differently where female rat bones are more sensitive to a low-calcium diet compared to males (Geng and Wright, 2001). Similarly, in our study, we saw that WT females were more affected by calcium deficiency and lost more bone compared to WT male mice. However, the opposite was observed for the FNDC5/irisin null mice, where female null mice were partially resistant, and male null mice were more susceptible to bone loss with calcium deficiency compared to their WT counterparts. Despite starting with more bone volume compared to WT, the FNDC5 null males had increased osteocyte lacunar area and lost more bone with dietary calcium deficiency compared to WT males. This greater bone loss can be explained through the dramatic increase of TRAP-positive osteocytes and TRAP-positive osteoclasts, but not by a significantly greater increase in circulating RANKL. This sex difference indicates that FNDC5/irisin may be involved in the regulation of calcium release from bone via osteocytes in a sex-dependent manner.

Lacunar area is an indicator of osteocyte regulation of their lacunar microenvironment. Here, we report that osteocyte lacunar size is significantly larger in virgin WT female mice compared to same-age WT males. This difference in lacunar area indicates a distinction between female and male osteocyte function. The mammalian skeleton is a sexually dimorphic organ (Sharma et al., 2023), and female and male bones respond differently to circulating factors, hormones, and myokines as well as other challenges (Kurapaty and Hsu, 2022; Lu et al., 2022; Osipov et al., 2022). As osteocytes are regulators of bone formation and resorption (Bonewald, 2011; Dallas et al., 2013; Robling and Bonewald, 2020), this sex difference may be due to differences in male and female osteocytes. A recent study by Youlten and colleagues has shown that male and female osteocyte transcriptomes are distinctly different (Youlten et al., 2021). At 4 weeks of age, the female osteocyte transcriptome diverges from the male osteocyte transcriptome and these differences continue with age. A cluster of genes more highly expressed in female osteocytes compared to male osteocytes are those involved in bone resorption, the same ones elevated in osteocytes in response to lactation. These transcripts include genes necessary for osteocytic perilacunar remodeling and reduction in pH, which are essential for calcium removal (Qing et al., 2012). This suggests that the larger lacunar area in female osteocytes compared to male osteocytes may be due to the higher expression of bone resorption genes.

The magnitude of the effect size due to FNDC5 deficiency appears modest with regard to the quantitative cortical bone parameters. However, if one examines the changes in osteocyte lacunar size and the mechanical properties of these bones, the differences are greater. As shown in Figure 3E, the lacunar area of the WT females on a low-calcium diet increases by over 30% and the FNDC5 null by less than 20%, while in the males it is approximately 38% in WT compared to 46% in null. According to Buenzli and Sims, 2015, a potential total loss of ~16,000 mm^3^ (16 mL) of bone occurs through lactation in the human skeleton. This was based on our measurements in lactation-induced murine osteocytic osteolysis (Qing et al., 2012). They used our 2D section of tibiae from lactating mice showing an increase in lacunar size from 38 to 46 µm^2^. In that paper we also showed that canalicular width is increased with lactation. Therefore, this suggests dramatically lower intracortical porosity due to the osteocyte lacunocanalicular system in female null mice compared to female WT mice either with lactation or a low-calcium diet and a dramatic increase in intracortical porosity in null males compared to WT males on a low-calcium diet. Based on these data, using the FNDC5 null animals, we would speculate that the product of FNDC5, irisin, is having a significant effect on the ultrastructure of bone in both males and females challenged with a low-calcium diet.

To begin to understand the molecular mechanisms responsible for the sex and genotype differences, we compared the osteocyte transcriptomes of 5-month-old female and male, WT and null mice. Our results show that the osteocyte transcriptomes of female and male WT mice are significantly different under normal conditions. A surprising difference we observed but not described in the Youlten paper (Youlten et al., 2021) was that compared to WT female osteocytes, WT male osteocytes have much higher expression of genes involved in steroid, lipid, and cholesterol metabolism and transport pathways, lipid and solute carrier genes, and apolipoprotein genes. This suggests that osteocyte metabolism and bioenergetics are distinctly different between WT females and WT males. We hypothesize that the DEGs in these bioenergetic and metabolic pathways modulate bone mass and formation and may shed light on the sexual dimorphism of bones. As these differentially regulated pathways were not previously reported by Youlten et al., 2021, this may be due to differences in strain, housing, diet, or microbiome. Another explanation is the greater osteocyte purity in our study as we used a series of collagenase digestions and EDTA chelation to remove any surface cells which was not performed in the Youlten paper (Youlten et al., 2021).

A second major difference between female and male WT osteocytes was the higher expression of genes involved in collagen matrix formation, bone mineralization, remodeling, resorption, and osteocytic osteolysis pathways in females compared to males. Many of the highly expressed bone resorption genes in WT female osteocytes have been shown to be elevated during lactation (Qing et al., 2012) including *Acp5*, *Ctsk*, and *Mmp13*, all involved in osteocytic osteolysis. This further supports our hypothesis that WT female osteocytes are more primed for resorption compared to WT males, presumably to meet the increased calcium demand during lactation, and correlates with the observed larger lacunae compared to males.

TGFβ is another potential player in osteocyte perilacunar/canalicular remodeling. Alliston and colleagues generated transgenic mice with reduced expression of the TGFβ type II receptor in mice expressing Dmp1-Cre (Dole et al., 2020) (PMID: 32282961) and found a significant difference in bone parameters and markers of osteocyte perilacunar remodeling between the sexes. The females were subjected to lactation and the transgenics were found to be resistant to osteocytic osteolysis compared to controls. However, these investigators did not investigate the lacunar remodeling process in males as compared to females as was performed in the present study using a low-calcium diet. Their study does suggest that TGFβ is involved in the osteocytic osteolysis that occurs with lactation, however, even though the transgenic males showed a disrupted lacunocanlicular network compared to WT males, this does not necessarily indicate a defect in perilacunar remodeling. It is more likely that the defect occurred during bone formation when osteoblasts were differentiating into osteocytes. In our study, we observed a higher expression of *TGFb3* in WT female mice compared to WT male mice, with no significant differences in *TGFb1* or *TGFb2* expression. This suggests that TGFβ3 may play a role in generating the larger lacunar area in WT females compared to WT males through increased matrix-related signaling in irisin-replete conditions.

Few differences were observed between WT female and null female osteocyte transcriptomes as would be expected for bone morphometry and the only difference observed was the number of TRAP-positive osteocytes. In contrast, osteocytes from WT males and null males are significantly different with regard to fatty acid and lipid metabolism pathways whereas null male mice have lower expression of these genes compared to WT males. This suggests a role for irisin in lipid metabolism and bioenergetics in male osteocytes. Lower expression in the null male mice may be responsible for the higher bone mass and inferior biomechanical properties compared to WT males suggesting these pathways mediate the effects of FNDC5/irisin on male bone.

Osteocytes from null females have higher expression of genes and pathways involved in collagen matrix organization, ossification, and mineralization compared to null males. Unlike WT males and females, there was no difference in expression of lipid, cholesterol, and fatty acid metabolism genes in null males compared to null females. Again, this indicates that FNDC5/irisin regulates male bone through these lipid-related pathways.

Lactation and calcium deficiency induce the same changes in females. Similar to that reported previously for lactation (Qing et al., 2012), osteocytes from WT female mice on a low-calcium diet exhibited an increase of several osteoclast/resorption/lactation genes including *Acp5*, *Ctsk*, *Oscar*, *Mst1r*, and *Pth1r* compared to WT females on a normal diet. Surprisingly, we also observed an increase in bone formation genes including *Col1a1*, *Alpl*, and *Bglap*. As osteocytic osteolysis is rapidly reversed within a week of weaning, the osteocyte may be preparing to rapidly reverse bone loss. We propose that once calcium is replenished, shutting off the proton pump will rapidly reverse the pH within the osteocyte lacunae, allowing bone-forming proteins such as alkaline phosphatase to become active to rapidly replace the osteocyte perilacunar matrix (Jähn et al., 2017; Andersson et al., 2003; Silver et al., 1988; Kaplan, 1972; Farley and Baylink, 1986).

The main molecular mechanism responsible for the resistance of null female mice to calcium deficiency compared to WT female mice is lower expression of genes such as *Tnfsf11*, responsible for osteoclastic resorption. A correspondingly lower expression of bone formation genes including *Col1a1*, *Alpl*, and *Bglap* compared to WT females on a low-calcium diet was observed. The lower expression of both formation and resorption genes suggests a coupling of resorption with formation. Irisin appears to regulate calcium release in the female skeleton.

Osteocytes from WT male mice on a low-calcium diet expressed higher levels of bone resorption genes including *Tnsfs11*, *Acp5*, *Ctsk*, *Oscar*, and *Mst1r* compared to WT male mice on a normal diet as expected. Like the females, there is a coupling with bone formation genes as there is also an increase in *Bglap* and *Col1a1*, suggesting the potential for osteocytes to rapidly replace their perilacunar matrix with calcium repletion. Similarly, the male null mice with calcium deficiency showed an increase in bone resorption genes including *Tnsfs11*, *Oscar*, and *Car3*, as well as an increase in bone formation genes such as *Alpl* and *Bglap* compared to null mice on a normal diet. The major differences between WT male mice with calcium deficiency and FNDC5 null male mice with calcium deficiency were the lower expression of genes involved in the extracellular matrix organization, ossification, and bone development pathways in the null male mice compared to WT males. This suggests a mechanism for how null male mice lose more bone with calcium deficiency compared to WT males.

Irisin could be having direct or indirect effects on osteocytes. Irisin can modulate adipose tissue (Boström et al., 2012; Zhang et al., 2014; Celi and Brown, 2017; Luo et al., 2022), can potentially modulate osteogenic differentiation of bone marrow mesenchymal stem cells through *α*V*β*5 (Zhu et al., 2023), and bone marrow adipose tissue can modulate bone properties (Yeung et al., 2005; Rosen and Bouxsein, 2006; Muruganandan and Sinal, 2014; Styner et al., 2015; Schwartz, 2015; During, 2020) as well as osteocyte number and activity (Al Saedi et al., 2019; Al Saedi et al., 2020). Irisin can modulate brain activity and signaling (Islam et al., 2021; Wrann et al., 2013; Young et al., 2019; Jo and Song, 2021; Qi et al., 2022) through BDNF (Wrann et al., 2013) and BDNF promotes osteogenesis in human bone mesenchymal stem cells (Liu et al., 2018). 

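*Fndc5*, on chromosome 4 of GRCm38 from 129136999 to 129144593, encodes the precursor of irisin and was near the detection limit in every group. WT females had 4.55 ± 2.7 (SD, n = 3) normalized counts on the control diet and 5.31 ± 3.66 (SD, n = 3) on the low-calcium diet. WT males had 6.89 ± 9.53 (SD, n = 3) and 4.00 ± 2.51 (SD, n = 3). In KO females the counts were 0.201 ± 0.348 (SD, n = 3) and 7.05 ± 7.5 (SD, n = 2), and in KO males on the low-calcium diet 1.16 ± 1.38 (SD, n = 3). The 12 WT mice held 0 to 17 reads of the gene each, and the 11 KO mice 0 to 11. KO female mouse 5 held the most of the KO mice, with 12.4 normalized counts, while mouse 6, the other of its group, held 1.75, so that 1 library put the mean of KO females on the low-calcium diet above every WT group. Mouse 5 is also the female library with the most reads of Y-linked genes. KO males on the control diet were at 0 in all 3 mice, at least 6.63-fold under the mean of WT males, or 1.4-fold without mouse 25, against a floor of 3 reads over the group, and the difference did not pass (adjusted p = 0.639).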

Our data do not show significant expression of *Fndc5* in osteocytes. Studies from our group have found no expression of *Fndc5* in primary osteoblasts and primary osteocytes (transcriptome analysis with a raw count of 8–12), however both skeletal muscle (gastrocnemius) and C2C12 myotubes have high expression of *Fndc5* (transcriptome raw count of 512–1000, unpublished). As such, we postulate that the effect of irisin on osteocytes is not an autocrine effect, but rather due to irisin production by skeletal muscle.

Irisin must bind to *α*V*β*5 integrins to function. Osteocytes express high levels of this receptor which was first discovered using the female MLO-Y4 osteocyte-like cell line (Kim et al., 2018). Integrins are usually stable in the cell membrane with a half-life of 12–24 hr (Moreno-Layseca et al., 2019). 

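*Itgav*, on chromosome 2 of GRCm38 from 83724397 to 83806916, encodes integrin alpha V and stood at 7754 ± 671 normalized counts (SD, n = 3) in WT females on the low-calcium diet and 3813 ± 56.3 (SD, n = 3) in those on the control diet. It rose with low calcium in WT females by a log2 fold change of 1.02 (standard error 0.12, adjusted p = 7.95e-05), in WT males by a log2 fold change of 0.70 (standard error 0.12, adjusted p = 0.00174) and in KO females by a log2 fold change of 0.66 (standard error 0.13, adjusted p = 0.00782). In KO males it had a log2 fold change of 0.32 (standard error 0.12, adjusted p = 0.146). *Itgb5*, which encodes integrin beta 5, rose in WT females by a log2 fold change of 0.74 (standard error 0.14, adjusted p = 0.00245) and in WT males by 0.56 (adjusted p = 0.0279). In KO females its value was 0.39 (adjusted p = 0.136) and in KO males 0.057 (adjusted p = 0.884). WT females were above WT males in *Itgav* on the control diet, by 0.50 (adjusted p = 0.0311), and on the low-calcium diet, by 0.82 (adjusted p = 3.75e-04), where *Itgb5* was higher by 0.64 (adjusted p = 0.00274). The log2 difference between KO and WT mice in *Itgav* was -0.14 (adjusted p = 0.708) in females and 0.28 (adjusted p = 0.639) in males on the control diet, and -0.50 (adjusted p = 0.0619) in females and -0.11 (adjusted p = 1) in males on the low-calcium diet. *Itgb5* lost its call in WT males without mouse 7, 8, 9 or 26 (adjusted p between 0.0712 and 0.167). *Itgav* (1.11) and *Itgb5* (0.81) lost their calls in WT males with the hepatocyte and muscle list means as covariates (adjusted p between 0.146 and 0.49). *Itgav* lost its call in KO females without mouse 5 or 6 (adjusted p = 0.0536 and 0.121, respectively). *Itgav* lost its call for females against males on the control diet without mouse 1, 14, 32, 7 or 24 (adjusted p between 0.0631 and 0.155). *Itgav* (0.87) lost its call for females against males on the control diet with the hepatocyte and muscle list means as covariates (adjusted p = 0.0971). *Itgav* passed in KO males without mouse 29 (adjusted p = 0.0322). *Itgb5* passed in KO females without mouse 20 (adjusted p = 0.037). *Itgav* passed in KO against WT females on the low-calcium diet without mouse 17 (adjusted p = 0.0158).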

In our RNA sequencing data, we observed a stable expression of both *ITGAV* and *ITGB5*, encoding integrins *α*V and *β*5 respectively, with no differences between either WT or null, male or female, calcium-replete or calcium-deficient mice. Recently it has been published that Hsp90*α* is necessary to facilitate irisin-*α*Vβ5 binding (Mu et al., 2023). *Hsp90a*, the gene encoding this heat shock protein, is very highly expressed in both WT and null male and female mice, with no significant regulation by diet. 

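*Hsp90aa1*, on chromosome 12 of GRCm38 from 110690605 to 110702728, stood at 11988 ± 231 normalized counts (SD, n = 2) in KO females on the low-calcium diet and 8107 ± 770.5 (SD, n = 3) in those on the control diet. It rose in KO females with a log2 fold change of 0.57 (standard error 0.15, adjusted p = 0.027). In WT females the value was 0.34 (adjusted p = 0.086), in WT males 0.30 (adjusted p = 0.203) and in KO males 0.41 (adjusted p = 0.0968). *Hsp90aa1* lost its call without mouse 4, 20, 5 or 6 (adjusted p between 0.0568 and 0.183). *Hsp90aa1* passed in WT females without mouse 16 (adjusted p = 0.0219).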

The high expression of Hsp90*α* in osteocytes may explain their significant and rapid responses to irisin (Kim et al., 2018).

In summary, during normal development and on a regular diet, FNDC5/irisin deletion has few if any effects on the female skeleton but a significant effect on the male skeleton resulting in more but weaker bone. However, with challenges, such as calcium deficiency, dramatic differences were observed. Our data suggest that irisin activates the osteocyte in females to initiate the removal of their perilacunar matrix and for bone resorption through osteoclast activation, presumably to provide calcium for reproduction purposes. In contrast, in males, irisin protects against osteocytic osteolysis and osteoclastic bone resorption under calcium-demanding conditions. This sex-specific effect may be due to the sexual dimorphism of the osteocyte transcriptome. The major findings of our work is summarized in (Figure 8). We have discovered a new novel function of irisin to ensure the survival of offspring and that irisin is essential for male but not female skeletal development. These findings could have implications for understanding sex-dependent differences in bone diseases, such as osteoporosis, and lead to the development of sex-targeted therapies.

**Figure 8.**
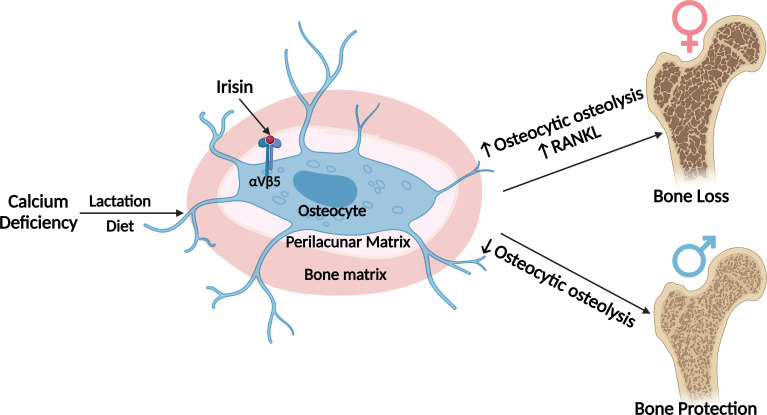
Graphical abstract (image was created using BioRender.com and published using a CC BY-NC-ND license with permission). No differences are observed in bone from Fndc5/irisin null female, whereas null male skeletons are larger but weaker compared to wildtype controls. With calcium deficiency, lactating female null mice are protected from bone loss due to osteocytic osteolysis, whereas male null mice on a low-calcium diet lose greater amounts of bone compared to their wildtype controls. The osteocyte transcriptomes show wildtype males have higher expression of the steroid, lipid, and fatty acid pathways which are lower in the null males, whereas the wildtype females have higher expression of genes regulating osteocytic osteolysis than null females. With calcium deficiency, female null osteocytes have lower while male null osteocytes have higher expression of osteocytic osteolysis genes compared to wildtype controls.

## Methods

### Animal experiments

All animal experiments were performed per procedures approved by the Institutional Animal Care and Use Committee (IACUC) of the Indiana University School of Medicine. Heterozygous C57Bl/6J FNDC5 KO mice were provided by Dr. Bruce Spiegelman at Harvard University and bred in our facility to obtain homozygous global FNDC5 KO and WT control mice. Genotype was determined using a PCR with primers targeting portions of exon 3 absent in KO (WT Forward: GCG GCT CGA GAG ATG AAG AA, WT Reverse: CAG CCC ACA ACA AGA AGT GC, KO Forward: GGA CTT CAA GTC CAA GGT CA, KO Reverse: CCT AAG CCC ACC CAA ATT AC). Mice were housed in a temperature-controlled (20–22°C) room on a 12 hr light/dark cycle with ad libitum food and water. Qualified veterinary staff and/or animal care technicians performed regular health check inspections.

For the lactation experiments, 4-month-old WT and FNDC5 global KO female mice were bred, delivered pups, and lactated for 2 weeks before sacrifice. Virgin WT and KO mice were used as controls. All animals were 4–5 months of age at the time of sacrifice and analysis. For all lactating mice, the litter size ranged from 8 to 11 pups (Qing et al., 2012).

For the low-calcium diet experiments, 4- to 5-month-old male and female WT and FNDC5 global KO mice were fed either a control diet (0.6% calcium, Teklad, TD.97191) or a low-calcium diet (0.01% calcium, 0.4% phosphorus, Teklad TD.95027) for 2 weeks. Food was replaced every 2 days. Distilled water was used in place of tap water to control calcium intake. On the day of sacrifice, blood was collected under anesthesia, and mice were euthanized for sample collection, processing, and analysis (Qing et al., 2012; Jähn et al., 2017).

### AAV8 injection

AAV8-irisin and AAV8-GFP constructs were obtained from Dr. Bruce Spiegelman at Harvard University. AAV8 Mouse ORF 1–140 (containing the N-terminal signal peptide and irisin) plus a five-amino acid linker plus a C-terminal flag tag was cloned into the pENN.AAV.CB7.CI.pm20d1flag.WPRE.rBG vector (Addgene plasmid no. 132682). AAV8-GFP (pENN.AAV.CB7.CI.eGFP.WPRE.rBG), used as control, was obtained from Addgene (105542), and packaged at the UPenn Vector Core to a titer of 2.10×10 ¹³GC per mL. FNDC5 KO male mice were placed under anesthesia and injected into the tail vein with either AAV8-irisin or AAV8-GFP control (1×10^10^ GC per mouse) in 100 µL in PBS (Islam et al., 2021). One week after injection with either the control virus containing GFP or the virus coding for circulating irisin, the mice were placed on a low-calcium diet for 2 weeks before sacrifice.

### In vivo and ex vivo muscle contractility and electrophysiology measurement

In vivo plantarflexion torque was assessed 1 day before sacrifice (Scientific Inc, Canada) as described in Pin et al., 2020. Briefly, the mouse was placed under anesthesia and the left hind foot was affixed to the force transducer aligned with the tibia at 90°. The tibial nerve was stimulated using monopolar electrodes (Natus Neurology, Middleton, WI, USA). Maximum twitch torque was established by using a 0.2 ms square wave pulse. Peak plantarflexion torque was measured by using a stimulation of 0.2 ms delivered at 100 Hz stimulation frequency.

In vivo electrophysiological functions were assessed 1 day before sacrifice with the Sierra Summit 3–12 Channel EMG (Cadwell Laboratories Incorporated, Kennewick, WA, USA) as described in Huot et al., 2022. Briefly, peak-to-peak and baseline-to-peak compound muscle action potentials (CMAP) were measured using supramaximal stimulations of <10 mA continuous current for 0.1 ms duration, and peak-to-peak single motor unit (SMUP) potentials were measured using an incremental stimulation technique. Motor unit number estimation (MUNE) was measured using the equation: MUNE = CMAP amplitude/average SMUP.

Ex vivo muscle contractility was measured in the extensor digitorum longus (EDL) muscle as described in Huot et al., 2021. EDL was collected from the mouse and mounted between a force transducer, and then submerged in a stimulation bath. The muscles were forced to contract, and data were collected using Dynamic Muscle Control/Data Acquisition (DMC) and Dynamic Muscle Control Data Analysis (DMA) programs (Aurora Scientific). The EDLs were weighed for normalization purposes.

### Body composition assessment by DXA

The right femurs from mice were dissected and cleaned of soft tissue, fixed in 4% paraformaldehyde (PFA) for 48 hr, and then transferred to 70% ethanol. Ex vivo dual-energy X-ray absorptiometry (DXA) measurements were obtained using a faxitron (Faxitron X-ray Corp, Wheeling, IL, USA) to measure BMD and BMC (Essex et al., 2020).

### Bone morphometry analysis by µCT

Right femurs were analyzed using a Skyscan 1176 micro-computed tomography (µCT) as described previously (Pin et al., 2020). Briefly, specimens were scanned at 55 kV, 145 µA, high resolution, 10.5 mm voxel, and 200 ms integration time. For cortical parameters, 3D images from a 1 mm region of interest of the mid-diaphysis were used to calculate total cortical bone area fraction (Ct. B. Ar/T. Ar%), cortical bone thickness (Ct. Th), marrow cavity area, periosteal perimeter (Ps. Pm), and endosteal perimeter (Es. Pm) according to ASBMR guidelines (Bouxsein et al., 2010). For trabecular parameters, 3D images reconstructed within the range of 0.5 mm from the most proximal metaphysis of tibiae were analyzed. Trabecular morphometry was performed by excluding the cortical bone from the endocortical borders using hand-drawn contours followed by thresholding and characterized by BV/TV, Tb. N, Tb. Th, Tb. Sp, and connectivity density (Kitase et al., 2018).

### TRAP staining

Tibiae were stripped of soft tissue, fixed in 4% PFA for 48 hr, decalcified in 10% EDTA for 3–4 weeks, and processed into paraffin as described previously followed by sectioning (5 µm) and staining for TRAP activity using the standard naphthol AS-BI phosphate post coupling method and counterstained with toluidine blue (Pin et al., 2021). Briefly, after equilibration in 0.2 M sodium acetate, 50 mM sodium tartrate, pH 5.0, for 20 min at room temperature (RT), sections were incubated at 37°C in the same buffer containing 0.5 mg/mL naphthol AS-MX phosphate (Sigma Chem. Co., St. Louis, MO, USA) and 1.1 mg/mL Fast Red Violet LB salt (Sigma) and counterstained in toluidine blue. Images were taken at 5× and 40× using an Olympus BX51 fluorescent microscope and Olympus cellSense Entry 1.2(Build 7533) imaging software. TRAP-positive osteocytes and osteoclasts 1.5 mm distal from the growth plate were quantified using Osteomeasure software (OsteoMetrics Inc) in a blind fashion. Toluidine blue-stained osteoblasts from the same sections were quantified 1.5 mm distal from the growth plate using the same software.

### Osteocyte lacunar area measurement by BSEM

Femurs were stripped of soft tissue and fixed in 4% PFA for 48 hr before proceeding to dehydration and embedding steps as previously described (Qing et al., 2012). Briefly, femurs were dehydrated in graded ethanol and placed into acetone. Subsequently, the femurs were immersed in infiltration solution made of 85% destabilized methyl methacrylate (MMA, Sigma), 15% dibutyl phthalate (Sigma), 1% PEG400 (Sigma), and 0.7% benzoyl peroxide (Polysciences, Inc, Warrington, PA, USA)/acetone until infiltration was complete. The femurs were then placed on pre-polymerized base layers, covered with freshly catalyzed MMA embedding solution (for 100 mL, 85 mL MMA, 14 mL dibutyl phthalate, 1 mL PEG400, 0.33 µL DMT, and 0.8 g BPO), and incubated under vacuum until the MMA was polymerized. The polymerized blocks were trimmed, sequentially polished to a completely smooth surface, and coated with gold using a sputter coater (Desk V, Denton Vacuum, NJ, USA). Then backscatter scanning electron microscopy (BSEM) (JEOL: JSM-7800F) was performed to image the osteocyte lacunae on the sectioned bone surface at ×450 magnification starting 2 mm distal from the growth plate. Six fields from the endosteal and periosteal sides of the cortical bone were taken as described previously (Qing and Bonewald, 2009). Using ImageJ (NIH), the images were thresholded for background removal, binarized, and the lacunar area from each sample quantitated.

### Mechanical testing using three-point bending

Mechanical testing was performed essentially as described in Melville et al., 2015. Briefly, the left femurs were stripped of soft tissue, wrapped in PBS-soaked gauze, and stored at –20°C until use. Frozen femurs were brought to RT and mounted across the lower supports (8 mm span) of a three-point bending platen on a TestResources R100 small force testing machine. The samples were tested in monotonic bending to failure using a crosshead speed of 0.05 mm/s. Parameters related to whole bone strength were measured from force/displacement curves.

### Serum RANKL analysis

The levels of RANKL were measured in mouse centrifuged serum by using an ELISA kit (Bio-Techne Corporation, Minneapolis, MN, USA), according to the manufacturer’s protocol.

### Serum PTH analysis

Serum was obtained from terminal cardiac puncture and serum PTH levels were determined using the MicroVue Bone Mouse PTH 1-84 ELISA assay (Quidel Corp., San Diego, CA, USA) according to the manufacturer’s protocol.

### Calcium measurement

Plasma calcium levels were determined using the Pointe Scientific calcium Reagent kit (Pointe Scientific, Michigan, USA). Briefly, diluted serum (1:4 in dH_2_O) was incubated with a working calcium color reagent for 1 min and the absorbance read at 575 nm using a spectrophotometer (BioTek Synergy HTX).

### Sample collection and processing for RNA sequencing

Bulk RNA sequencing was performed on osteocytes from the control and low-calcium diet, male and female, WT and KO mice. Osteocyte RNA was extracted from tibia and femur diaphyses after sequential digestion to remove surface cells including osteoclasts, osteoblasts, and lining cells as previously described (Qing et al., 2012; Pin et al., 2020). Briefly, soft tissue was removed from the bones, the epiphyses were cut off and bone marrow was removed by flushing with PBS. The remaining midshafts were incubated at 37°C with 0.2% type 1 collagenase (Sigma) for 30 min, followed by chelation/digestion in 0.53 mM EDTA/0.05% trypsin (Cellgro, Mediatech, Inc, Manassas, VA, USA) at 37°C for 30 min followed by a second collagenase digestion. After each step, the bone chips were rinsed with PBS and after the final step, flash-frozen in liquid nitrogen, and pulverized in liquid nitrogen, with Trizol reagent (QIAGEN, Carlsbad, CA, USA) added to the resulting bone powder. Total RNA was isolated with an RNA purification kit (QIAGEN miRNeasy mini kit) and DNase treatment to remove DNA contamination.

### Library preparation and RNA sequencing

Total RNA samples were first evaluated for their quantity and quality using Agilent TapeStation. All the samples used for the sequencing had a RIN of at least 5. 100 ng of total RNA were used for library preparation with the KAPA total RNA Hyperprep Kit (KK8581) (Roche). Each resulting uniquely dual-indexed library was quantified and quality accessed by Qubit and Agilent TapeStation. Multiple libraries were pooled in equal molarity. The pooled libraries were sequenced on an Illumina NovaSeq 6000 sequencer with the v1.5 reagent kit. 100 bp paired-end reads were generated.

### RNA sequencing data analysis

The sequencing reads were first quality-checked using FastQC (v0.11.5, Babraham Bioinformatics, Cambridge, UK) for quality control. The sequence data were then mapped to the mouse reference genome mm10 using the RNA sequencing aligner STAR (v2.7.10a) (Dobin et al., 2013) with the following parameter: ‘--outSAMmapqUnique60’. To evaluate the quality of the RNA sequencing data, the number of reads that fell into different annotated regions (exonic, intronic, splicing junction, intergenic, promoter, UTR, etc.) of the reference genome was assessed using bamutils (Breese and Liu, 2013). Uniquely mapped reads were used to quantify the gene-level expression employing featureCounts (subread v2.0.3) (Liao et al., 2014) with the following parameters: ‘-s 2 -Q 10’.

### Quality control of samples

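Female and male libraries were told apart by *Xist*, the RNA that silences an X chromosome in females, and by 4 Y-linked genes, *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*. The summed counts of these genes ranged from 6682 to 7569 in the male libraries and from 0 to 28.7 in the female libraries other than mouse 5. In mouse 5, a KO female on the low-calcium diet, each of the 4 genes reached 27.6 to 40.3% of the male mean. Its *Xist* count was 71440.0, which is 81.3% of the mean of control females. *Xist* stood at 843 and 416 in WT male low-calcium mice 9 and 26.

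**Figure D4:**
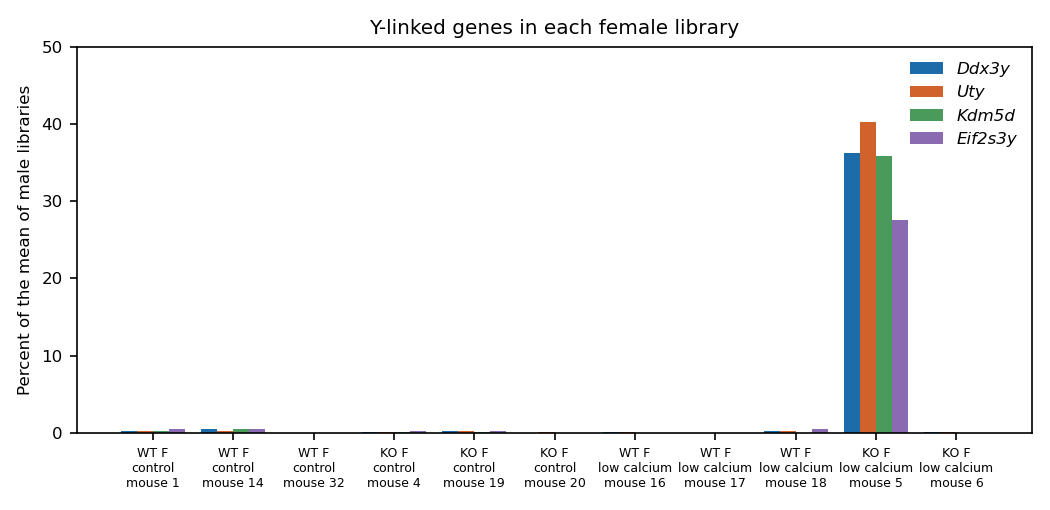
Counts of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* in each female library (horizontal axis), as a percentage of the mean of the male libraries (vertical axis). Each mark is 1 gene in 1 mouse. Mouse 5 stands above the other females.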

During data quality control, one of the KO female control samples (sample 23) was found to have a similar proportion of reads on chromosome Y as in male mice and a very low expression of the gene Xist, typically highly expressed in females (Figure 5—figure supplement 1A and B), therefore this sample was excluded from the analysis.

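WT female mice 16, 17 and 18 on the low-calcium diet had 11256675, 7217601 and 18606399 recovered reads. The KO females on this diet, mice 5 and 6, had 18366412 and 23552692. The genes with a count above 0 numbered 16739, 16142 and 16962 in mice 16, 17 and 18. The counts used here come without a filter on bacterial reads.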

The WT female low-calcium diet samples (samples 16, 17, and 18) had low mapping percentages of 37%, 32%, and 61%, respectively. This may be due to bacterial contamination. The two possible methods to process these data are to filter all the possible contaminated reads before alignment or align the reads without filtering. However, filtering the possible contaminated reads before alignment may result in removing some reads from the mouse genome which is similar to the bacterial genome (causing lower gene expression). In contrast, using data without filtering may result in some genes having higher expression levels due to reads from the bacterial genome which are aligned to mice genes. 

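A principal component analysis of the log2 counts of all 23 libraries put 24.1% of the variance on the first component, 14.5% on the second and 6.13% on the fourth. On the second component WT male control mouse 24 stood at 61.1. On the fourth, WT female low-calcium mouse 17 stood at -53.2 and mouse 18 of that group at 33.4. On the first, mice 16, 17 and 18 stood at 61.8, 38.2 and 71.5, and the KO female low-calcium mice 5 and 6 at 19.4 and 29.1.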

We decided to perform a principal component analysis using data without filtering and found that the samples clearly clustered into four groups: control male mice, control female mice, low-calcium diet male mice, and low-calcium diet female mice (Figure 5—figure supplement 1C). Within each group, the separation of WT and KO mice is also clear. Due to contamination, samples 16 and 18 were slightly far apart from the others. However, contamination should not have a large global influence on the data as samples 16, 17, and 18 are close to the non-contaminated samples 5 and 6, also in the low-calcium diet female group. Additionally, we validated the data using quantitative polymerase chain reaction (qPCR) with selected genes.

### DEG analysis

The read counts matrix was imported to Team RC, 2022, and analyzed with DEseq2 (Love et al., 2014). Within DESeq2, read counts data were normalized with median of ratios, and DEGs were detected after independent filtering. In DEG analysis, we first detected DEGs between different groups. Significant genes were defined as genes with an unadjusted p-value less than 0.01 and absolute log2 fold-change larger than 1. Gene set enrichment analysis was applied on gene sets from Gene Ontology Consortium, 2021, using R package clusterProfiler (Wu et al., 2021). p-Value of less than 0.05 was considered as significant for the gene ontology analysis. Several RNA sequencing and pathway figures were prepared with R packages ggplot2 (Wickham, 2016) and ComplexHeatmap (Gu, 2022). The data was deposited in NCBI GEO database (accession number GSE242445).

### Real-time qPCR

Total RNA was reverse-transcribed to cDNA using the Verso cDNA Kit (Thermo Fisher Scientific). Transcript levels were measured by real-time PCR (Light Cycler 96; Roche), taking advantage of the TaqMan and SYBR Gene Expression Assay System (Thermo Fisher Scientific). Expression levels for RANKL (*Tnfsf11*, Forward primer: CCG AGC TGG TGA AGA AAT TAG, Reverse: CCC AAA GTA CGT CGC ATC TTG), Cathepsin K (*Ctsk*, Primer Bank ID: Mm.PT.58.9655974, IDT), TRAP (*Acp5*, Mm.PT.58.5755766, IDT), and sclerostin (*Sost*, Mm00470479_m1, Applied Biosystems) were quantitated. Gene expression was normalized to β-2-microglobulin (*B2m*, Forward: ACA GTT CCA CCC GCC TCA CAT T, Reverse: TAG AAA GAC CAG TCC TTG CTG AAG) levels using the standard 2-ΔΔCt method.

### Statistical analysis

Data are expressed as individual data points. The statistical analysis was done by Prism 8.2 (GraphPad Software, San Diego, CA, USA) and R 4.3.0. When comparing three or more groups with two variables, a two-way analysis of variance (ANOVA) was used. To compare between two groups, the unpaired, two-tailed Student’s t-test was used. Differences were considered significant at *p<0.05, **p<0.01, and ***p<0.001.

## Data Availability

The osteocyte transcriptome sequencing data have been deposited in GEO under accession number GSE242445. The following dataset was generated: ShimontyA PinF PrideauxM PengG HuotJR KimH RosenCJ SpiegelmanBM BonewaldLF 2024Deletion of FNDC5/Irisin modifies murine osteocyte function in a sex-specific mannerNCBI Gene Expression OmnibusGSE24244510.7554/eLife.92263PMC1104522438661340

## Additional files

Supplementary file 1. FNDC5 knockout (KO) mice femurs are partially resistant to lactation-induced bone loss. Femoral cortical and trabecular bone parameters of wildtype (WT) and FNDC5 KO female virgin and lactation mice. n = 5–8/group. Data presented as mean ± standard deviation. a=Significant compared to WT control, b=significant compared to KO control, c=significant compared to WT low-calcium diet, two-way analysis of variance (ANOVA), significance <0.05, n = 8/group. Percentage change in different bone and serum parameters in WT and FNDC5 KO female mice with lactation. *=p<0.05 compared to WT.

Supplementary file 2. Wildtype (WT) and FNDC5 knockout (KO) female and male mice bone responds differently to a low-calcium diet. Femoral bone mineral density (BMD), bone mineral content (BMC), cortical and trabecular bone parameters, and mechanical properties of 4- to 5-month-old WT and KO female and male mice under a normal diet or a 2-week low-calcium diet. n = 5/group. Data presented as mean ± standard deviation. a=significant compared to WT control, b=significant compared to KO control, c=significant compared to WT low-calcium diet, two-way analysis of variance (ANOVA), significance <0.05, n = 4–5/group.

Supplementary file 3. Differentially expressed genes in WT F vs WT M and KO F vs KO M. Genes that are significantly differentially expressed in female FNDC5 KO mice compared to female WT mice as well as genes that are significantly differentially expressed in male FNDC5 KO mice compared to male WT mice are listed.

Supplementary file 4. Female KO lc vs WT lc and male KO lc vs WT lc genes. Genes that are significantly differentially expressed in low-calcium diet-fed female FNDC5 KO mice compared to low-calcium diet-fed female WT mice as well as genes that are significantly differentially expressed in low-calcium diet-fed male FNDC5 KO mice compared to low-calcium diet-fed male WT mice are listed.

MDAR checklist

# Supplementary material for: Deletion of FNDC5/irisin modifies murine osteocyte function in a sex-specific manner
**Source:** eLife. 2024 Apr 25;12:RP92263. doi: 10.7554/eLife.92263
**Supplement:** Supplementary file 1. — Femoral cortical and trabecular bone parameters of wildtype (WT) and FNDC5 KO female virgin and lactation mice. n = 5–8/group. Data presented as mean ± standard deviation. a=Significant compared to WT control, b=significant compared to KO control, c=significant compared to WT low-calcium diet, two-way analysis of variance (ANOVA), significance <0.05, n = 8/group. Percentage change in different bone and serum parameters in WT and FNDC5 KO female mice with lactation. *=p<0.05 compared to WT.

| Bone Parameters | Virgin | | | | Lactation | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | WT | | KO | | WT | | KO | |
| **Femoral cortical bone parameters** | | | | | | | | |
| Ct. B. Ar/T. Ar (%) | 47.4 ± 1.2 | | 48 ± 1 | | 35.2 ± 1.8**^a^** | | 37.5 ± 1.8**^b^**^,^ **^c^** | |
| Ct. Th (mm) | 0.18 ± 0.004 | | 0.19 ± 0.005 | | 0.13 ± 0.004**^a^** | | 0.14 ± 0.01**^b^**^,^ **^c^** | |
| Ps. Pm (mm) | 5.16 ± 0.2 | | 5.2 ± 0.06 | | 5.18 ± 0.16 | | 5.2 ± 0.14 | |
| Es. Pm (mm) | 3.95 ± 0.1 | | 4 ± 0.13 | | 4.4 ± 0.11^a^ | | 4.3 ± 0.09^b^ | |
| Marrow cavity area (mm^2^) | 0.93 ± 0.1 | | 0.93 ± 0.04 | | 1.16 ± 0.05^a^ | | 1.13 ± 0.05^b^ | |
| **Femoral trabecular bone parameters** | | | | | | | | |
| BV/TV (%) | 3.7 ± 1 | | 4.5 ± 0.8 | | 3.1 ± 0.7 | | 4 ± 1.1 | |
| Tb. Th (mm) | 0.043 ± 0.002 | | 0.044 ± 0.001 | | 0.039 ± 0.002^a^ | | 0.039 ± 0.001^b^ | |
| Tb. Sp (mm) | 0.37 ± 0.05 | | 0.36 ± 0.03 | | 0.57 ± 0.15^a^ | | 0.44 ± 0.09 | |
| Tb. N (1/mm) | 0.85 ± 0.2 | | 1.06 ± 0.2 | | 0.8 ±0.2 | | 1.04 ± 0.25 | |
| Bone parameters | | Change | | % Change | | | |  |
|  |  |  |  | WT | | KO | |  |
| Cortical Bone Area Fraction | | Decrease | | 26% | | 22% * | |  |
| Cortical Thickness | | Decrease | | 29% | | 24% * | |  |
| Ultimate Force | | Decrease | | 38% | | 31% * | |  |
| Osteoclast Number/ bone parameter | | Increase | | 141% | | 129% | |  |
| TRAP-positive osteocytes | | Increase | | 101% | | 175% * | |  |
| Lacunar Area | | Increase | | 26% | | 15% * | |  |
| Serum RANKL | | Increase | | 170% | | 80% * | |  |

**Supplementary Table 1: FNDC5 KO mice femurs are partially resistant to lactation-induced bone loss.**

Femoral cortical and trabecular bone parameters of WT and FNDC5 KO female virgin and lactation mice. n = 5-8/group. Data presented as mean ± standard deviation. a= significant compared to WT control, b= significant compared to KO control, c= significant compared to WT low Ca diet, 2-way ANOVA, significance <0.05, n= 8/group.

Percentage change in different bone and serum parameters in WT and FNDC5 KO female mice with lactation. *= p<0.05 compared to WT.

# Supplementary material for: Deletion of FNDC5/irisin modifies murine osteocyte function in a sex-specific manner
**Source:** eLife. 2024 Apr 25;12:RP92263. doi: 10.7554/eLife.92263
**Supplement:** Supplementary file 2. — Femoral bone mineral density (BMD), bone mineral content (BMC), cortical and trabecular bone parameters, and mechanical properties of 4- to 5-month-old WT and KO female and male mice under a normal diet or a 2-week low-calcium diet. n = 5/group. Data presented as mean ± standard deviation. a=significant compared to WT control, b=significant compared to KO control, c=significant compared to WT low-calcium diet, two-way analysis of variance (ANOVA), significance <0.05, n = 4–5/group.

| Bone Parameters | Female Normal Diet | | Female Low Ca Diet | | Male Normal Diet | | Male Low Ca Diet | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | WT | KO | WT | KO | WT | KO | WT | KO |
| ***Ex vivo* femur DXA** | | | | | | | | |
| BMD (mg/cm^2^) | 75.4± 2.4 | 6.6± 1.5 | 65.4±  4.3**^a^** | 71.4±  3.4 **^c^** | 74.6±  1.5 | 78.3±  3**^a^** | 68.2±  3 | 68.1±  2**^b^** |
| BMC (g) | 0.03± 0.002 | 0.03± 0.001 | 0.024± 0.002**^a^** | 0.027± 0.002 **^b^**^,^**^c^** | 0.029± 0.002 | 0.032± 0.004 | 0.026± 0.002 | 0.025± 0.003**^b^** |
| **Femoral cortical bone parameters** | | | | | | | | |
| Ct.  B.Ar/T.Ar% | 47.8± 1.6 | 48.4± 0.4 | 41.6±  1.1**^a^** | 45.2±  1.4**^b^**^,^ **^c^** | 40.1±  1.4 | 43.6±  0.6**^a^** | 38.3±  0.9 | 39.1±  1.2**^b^** |
| Ct. Th (mm) | 0.2± 0.01 | 0.2± 0.01 | 0.15± 0.01**^a^** | 0.17±  0.01**^b^**^,^ **^c^** | 0.15± 0.01 | 0.2±  0.01**^a^** | 0.14± 0.01 | 0.14± 0.01**^b^** |
| Marrow Cavity Area | 0.92 ± 0.04 | 0.86± 0.02 | 1.02 ± 0.06^a^ | 0.9 ± 0.02^c^ | 1.1 ± 0.04 | 1.03 ± 0.06^a^ | 1.2 ± 0.03 | 1.08 ± 0.03^c^ |
| **Femoral trabecular bone parameters** | | | | | | | | |
| BV/TV (%) | 3.6 ± 1.2 | 4.3 ± 1 | 3.2 ± 1 | 3.9 ± 1 | 6.1 ±  1.1 | 8.7 ± 1.9 | 5.3 ± 1.2 | 6.4 ±0.6 |
| Tb. Th (mm) | 0.059± 0.002 | 0.059± 0.004 | 0.056± 0.002 | 0.055±  0.001 | 0.036 ± 0.001 | 0.035 ± 0.001 | 0.035±0.001 | 0.035 ± 0.002 |
| Tb. Sp (mm) | 0.38 ± 0.03 | 0.35 ± 0.02 | 0.51 ± 0.12^a^ | 0.48 ± 0.08^b^ | 0.274 ± 0.025 | 0.235 ± 0.021 | 0.278 ± 0.027 | 0.265 ± 0.01 |
| Tb. N (1/mm) | 0.81 ± 0.2 | 0.95 ± 0.14 | 0.7 ± 0.02 | 0.91 ±0.13 | 1.7 ± 0.34 | 2.5^a^ ± 0.5 | 1.5 ± 0.3 | 1.8 ± 0.1 |
| **Femoral mechanical properties** | | | | | | | | |
| Ultimate Force (N) | 19±  1 | 19.4± 1.15 | 14.8±  0.7**^a^** | 16.4±  0.5**^b^** | 18.3±  1 | 17.6±  0.9 | 15±  1.3**^a^** | 12.7±  1.5**^b^**^,^ **^c^** |
| Stiffness (N/mm) | 78.6± 3.2 | 79.1± 4.9 | 56.8±  5**^a^** | 67±  4.3 | 76.7±  5.6 | 56.4± 4.75**^a^** | 56±  10.2**^a^** | 48.5±  4.9**^b^**^,^ **^c^** |
| Energy to Failure (N) | 2.9± 0.3 | 3.1±  0.6 | 1.8±  0.5**^a^** | 2±  0.3**^b^** | 3.6±  0.9 | 3.01±  0.6 | 2.5±  0.3**^a^** | 2.35±  0.14 |

**Supplementary Table 2: WT and FNDC5 KO female and male mice bone responds differently to a low-calcium diet**

Femoral BMD, BMC, cortical and trabecular bone parameters, and mechanical properties of 4-5-month-old WT and KO female and male mice under a normal diet or a 2-week low calcium diet. n = 5/group. Data presented as mean ± standard deviation.

a= significant compared to WT control, b= significant compared to KO control, c= significant compared to WT low Ca diet, 2-way ANOVA, significance <0.05, n= 4-5/group.

# Supplementary material for: Deletion of FNDC5/irisin modifies murine osteocyte function in a sex-specific manner
**Source:** eLife. 2024 Apr 25;12:RP92263. doi: 10.7554/eLife.92263
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Genotyping:  WT Forward: GCG GCT CGA GAG ATG AAG AA,  WT Reverse: CAG CCC ACA ACA AGA AGT GC,  KO Forward: GGA CTT CAA GTC CAA GGT CA,  KO Reverse: CCT AAG CCC ACC CAA ATT AC  qPCR:  RANKL (*Tnfsf11*, Forward primer: CCG AGC TGG TGA AGA AAT TAG, Reverse: CCC AAA GTA CGT CGC ATC TTG),  Cathepsin K (*Ctsk*, Primer Bank ID: Mm.PT.58.9655974, IDT),  TRAP (*Acp5*, Mm.PT.58.5755766, IDT),  Sclerostin (*Sost*, Mm00470479_m1, Applied Biosystems)  β-2-microglobulin (*B2m*, Forward: ACA GTT CCA CCC GCC TCA CAT T, Reverse: TAG AAA GAC CAG TCC TTG CTG AAG) | Fig: 1-7 (Genotyped for mice)  Supplementary fig: 3  Real-time quantitative polymerase chain reaction (qPCR) in Methods section |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Mice, C57BL/6J, Female and male, 4-5-months-old, WT and FNDC5 KO (Heterozygous FNDC5 KO mice provided by Dr. Bruce Spiegelman at Harvard University and bred in our facility to obtain homozygous global FNDC5 KO and WT mice). | Fig: 1-7  Animal experiments in Methods section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI.  Animal protocol 20083 | Fig 1-7, Mice used were under this protocol |  |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination: Power analysis | Fig 1-7 |  |
| Randomisation: Mice were grouped in a way so average total body weights among the different groups were not significantly different. | Fig 1-7 |  |
| Blinding: Yes- for data analysis | Fig: 1-7 |  |
| Inclusion/exclusion criteria: During data quality control, one of the KO female control samples (sample 23) was found to have a similar proportion of reads on chromosome Y as in male mice and a very low expression of the gene Xist, typically highly expressed in females (Supplementary Figure 3A, 3B), therefore this sample was excluded from the analysis. | Fig 4-7 |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory.: 2-3 | Fig 1-7 |  |
| Define whether data describe technical or biological replicates:  Biological | Fig 1-7 |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.: IACUC approved protocol 20083. | Animal experiments in Methods section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| When comparing three or more groups with two variables, a two-way analysis of variance (ANOVA) was used.  To compare between two groups, the unpaired, two-tailed Student’s t-test was used.  Differences were considered significant at * p < 0.05, ** p < 0.01, and *** p < 0.001.  For RNA sequence analysis, unadjusted p < 0.01 was used for DEG analysis, and p<0.05 was used for GO analysis.  Data was presented as individual data points. | Statistical Analysis and Differentially expressed gene analysis in Methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data Availability Statement Section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.  Osteocyte transcriptome data has been deposited into the NCBI GEO database. The accession number for the data is GSE242445. | Data Availability Statement Section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

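Total RNA of bone chips enriched in osteocytes was sequenced from 23 mice in 8 groups, WT and FNDC5 KO mice of each sex on a control diet or a low-calcium diet. Each mouse is 1 library and 1 replicate. The signal values analysed are normalized read counts per gene made by the authors before deposition. Per the authors, read quality was checked with FastQC 0.11.5, reads were aligned to mm10 with STAR 2.7.10a, uniquely mapped reads were counted per gene with featureCounts, and the counts were divided by the size factors of DESeq2. No bacterial reads were removed before alignment. The gene annotation is not given in the sources used here, and gene positions were taken from a GRCm38 annotation by symbol. The values cover 21402 genes, of which 27 carry symbols turned into dates, and 4 share a symbol with another.

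Each value was checked to be a whole number of reads divided by 1 factor of its library, within 0.01 reads. Recovered reads per library ran from 7217601 to 33352631, with a median of 20907756. Between 2 mice of a group, the median squared difference over well-covered genes was 2.74 to 17.8 times that of counting alone, so at such genes the spread between mice limits the precision more than depth does.

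Genes with a normalized count of at least 10 in at least 2 libraries were kept, which left 15638. Log2 counts with a pseudocount of 1 were fitted with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, with 1 mean for each of the 8 groups. Unless another tool is named, p-values at single genes are limma moderated p-values, two-sided and adjusted by the method of Benjamini and Hochberg over all genes tested, and an adjusted p under 0.05 was called a change. There were 12 comparisons of 2 groups and 4 tests of a difference between 2 such comparisons. Errors are standard deviations between mice or standard errors of the fit. The 30 gene lists, of which 29 had enough members, were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over lists and comparisons. A fold against a group whose libraries are all at 0 was taken as a bound from a floor of 3 reads over the group.

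Genes named in the text follow a rule. It takes the genes the paper names from its RNA sequencing, and per comparison the 10 largest rises and falls among called genes whose groups do not overlap. From these largest changes *Xist*, Y-linked genes, predicted genes, clones, small RNAs and receptor segments were left out. It also takes up to 4 members of each list per comparison with the smallest adjusted p, and *Fndc5*. Not every gene of the rule is printed. Values of genes in the paper's supplementary tables were seen before the rule was written.

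The alternatives were a pseudocount of 5, no filter, quantile normalization, edgeR 4.0.16 with TMM factors on recovered reads, DESeq2 1.42.0 on recovered reads, library quality weights, the means of 2 marker lists of other tissues as covariates, and leaving out each mouse. For comparisons of 2 groups they also were the thresholds of the study (unadjusted p under 0.01, log2 fold change past 1) in limma and in DESeq2, and a fit of the 2 groups alone. Comparisons with WT females on the low-calcium diet were repeated without mice 16 and 17. After the data had been seen, DESeq2 on the 2 groups alone at the thresholds of the study was added, as were single genes and lists without mice 16 and 17.

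The analysis was tested on simulated data with negative binomial counts, in which 100 genes were changed 2-fold and 100 genes 4-fold. For 3 mice against 3, limma found 81 and 98 of them, edgeR 81 and 97, and DESeq2 86 and 99. Of 15173 unchanged genes, limma called 11, edgeR 13 and DESeq2 25, which were 5.79%, 6.81% and 11.9% of their calls. For 2 mice against 3, limma found 73 and 95, and of 15186 unchanged genes limma called 15, edgeR 8 and DESeq2 24. These were 8.20%, 4.65% and 12.3% of their calls. Counts were drawn independently for each gene, so a shift shared by many genes of 1 library was not simulated. The real data hold such shifts, as in mouse 24. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. The raw reads were not used here, and no gene ontology enrichment was computed. The KO female control mouse that the authors left out, for its reads on chromosome Y and low *Xist*, was not analysed here.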

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

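The tests of *Xist* in mouse 5, of the bone formation list and of mouse 5 in the response of females, of the lists without mice 16 and 17 and of the other splits of the mice were chosen only after the results were seen.

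A test of the difference between females and males picked out the effect of genotype on the control diet in 12 genes by limma (0 by edgeR, 107 by DESeq2). The log2 differences were 8.35 for *Pzp*, 8.08 for *Tat*, 8.15 for *Cps1*, 7.43 for *Mat1a*, 6.13 for *Mug1*, 7.17 for *Mup3*, 6.02 for *Azgp1*, 7.08 for *Fga* and 8.08 for *Hrg*, 2.21 for the muscle gene *Ttn* and -1.07 for *Cacna1h*, and the hepatocyte list had a median of 5.09, or 4.10 without mouse 24. The number of genes was 2, 2 and 4 without WT female control mice 1, 14 and 32, respectively, 2 without KO female control mouse 19, 4 and 152 without WT male control mice 7 and 25, respectively, and 6 and 3 without KO male control mice 10 and 27, respectively. Of 100 splits drawn from 200 possible, 4, the real one included, gave as many as 12, a share under 0.05. The highest other value was 13. The splits cannot exclude chance for this count, since most of them removed the effect of genotype in males. The 84 that mixed the genotypes in both sexes gave 1 at most. Of the 7 others that left the 2 groups of males whole, 3 gave as many, so that the effect of genotype in males entered their counts. *Tat*, *Azgp1* and *Hrg* were at 0 in all mice of at least 1 group, so their differences depend on the pseudocount.

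The same kind of test picked out the response to low calcium, which differed between WT females and WT males in 27 genes by limma (7 by edgeR, 99 by DESeq2). The log2 differences were 12.56 for *Alb*, 11.96 for *Pzp*, 10.93 for *Cps1*, 10.91 for *Serpina3k*, 10.49 for *Fgb*, 9.76 for *Serpina1e*, 9.64 for *Fga*, 8.50 for *Apob*, 8.47 for *Plg*, 8.18 for *Fgg* and 2.47 for *Ttn*, and the hepatocyte list had a median of 6.26. The number of genes was 51 without WT male control mouse 25, 332 without WT female low-calcium mouse 17, and 17 and 17 without WT male low-calcium mice 9 and 26, respectively. Chance cannot be excluded for the count of 27, since 10 of 100 splits drawn from 200 possible gave as many, with a highest other value of 1468. The structure of the samples set these counts, since the other 9 left the 2 groups of 1 sex whole, so that the effect of diet in that sex entered, and the 84 splits that mixed both sexes gave 0 at most by limma. *Pzp*, *Cps1*, *Serpina3k*, *Fgb*, *Fga* and *Fgg* were at 0 in all WT males on the low-calcium diet, so their differences depend on the pseudocount. The bone formation list differed by a median of 0.31 (camera adjusted p = 0.0142, adjusted p = 0.777 with an estimated correlation). It lost its call without mouse 16 (0.26, adjusted p = 0.148), 18 (0.18, adjusted p = 0.104) or 8 (0.23, adjusted p = 0.156) and turned direction with the hepatocyte and muscle covariates (-0.39, adjusted p = 0.018).

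Between KO and WT males, the response to low calcium differed by a median of 5.14 for the hepatocyte list, 0.47 for the bone formation list (camera adjusted p = 0.00626, adjusted p = 0.741 with an estimated correlation) and -0.34 for the osteoclast list (camera adjusted p = 5.39e-14, adjusted p = 0.104 with an estimated correlation). The bone formation list lost its call without mouse 10 (0.40, adjusted p = 0.116), 8 (0.35, adjusted p = 0.131), 12 (0.33, adjusted p = 0.521) or 31 (0.42, adjusted p = 0.0798) and turned direction with the hepatocyte and muscle covariates (-0.31, adjusted p = 0.0172). At single genes limma called 0, with 841 at an unadjusted p under 0.05, edgeR 0 and DESeq2 13. Limma called 16 without WT male control mouse 25, 1 without WT male low-calcium mouse 8 and 15 without KO male low-calcium mouse 29. Against a real count of 0, all 100 splits drawn from 200 possible give as many by construction, so they say nothing about chance. The highest other value, 413, came from a split that left the 2 groups of WT males whole, so that their effect of diet entered.

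These liver genes, beside lipid genes that the paper names such as *Apob*, form the first pattern, in which mouse 24 held 81.2% of the hepatocyte counts of the 3 WT males on the control diet, with *Alb* at 8560.4, *Serpina3k* at 1926 and *Fga* at 1825 normalized counts, and the summed counts were 4115 in mouse 7, 2887 in mouse 25 and 332 to 866 in the other groups. Higher lipid metabolism of WT male osteocytes was tested with genes that nearly all cells use. WT females differed from WT males by a median of -0.081 in cholesterol synthesis and -0.017 in fatty acid genes. Both were above the bound of -0.25 set for this explanation. The standard errors, taken for the difference between group means of the list values per mouse, were 0.045 and 0.071. These values argue against a broad rise of such genes in the chips of WT males. They cannot decide on osteocytes alone or on lipid transport, since the chips mix cell types and the lists hold synthesis and oxidation genes. Liver RNA in these libraries is a candidate source, but alone it would not bring muscle genes, whose summed counts were also highest in mice 7, 24 and 25 (4453, 4851 and 4169.8, against 1472 to 3455 in the other groups), and the preparation began by removing soft tissue. Mouse 24 also stood above mice 7 and 25 in the mean log2 values of the adipocyte (8.75 against 7.62 and 7.27), chondrocyte (8.34 against 6.13 and 5.65) and tendon, periosteum and synovium lists (8.84 against 6.35 and 6.79), which liver RNA alone would not bring either. The list was written before the counts were seen and after *Alb* and *Plg* had been read in the paper's tables, 24 of its 40 genes are in the paper's table for these groups, 5 had a mean of at least 10 counts in the other groups, and whether the RNA came from the mice or from handling stays open.

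The second pattern is a signal of Y-linked genes in female libraries, where the summed counts of 4 such genes were 2499 in KO female mouse 5 on the low-calcium diet and at most 28.7 in the other females. A male library under a female label is argued against by *Xist*, which stood at 81.3% of the mean of control females. RNA of a male mouse in this library may explain the reads, because the 4 genes stood at 27.6% to 40.3% of their male means, a ratio of 1.46. No biological explanation was tested, since the design gives none.

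In females, the response to low calcium differed between KO and WT mice in 2 genes by limma (2 by edgeR, 593 by DESeq2), *Ergic1* at -0.71 and 5830415F09Rik, which lies outside the rule for named genes and was chosen after its values were seen, and by a median of -0.68 in the bone formation list. The number of genes was 0 and 0 without WT female control mice 1 and 32, respectively, 0 and 0 without KO female control mice 4 and 19, respectively, 848 without WT female low-calcium mouse 17, and 0 and 5 without KO female low-calcium mice 5 and 6, respectively.

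The third pattern is this smaller response of the bone formation and mineralization list in KO females. Male RNA in mouse 5 as the whole cause of the list's median is argued against, since it was -0.65 without that mouse and ran from -0.90 to -0.49 when each mouse was left out. A smaller bone formation response of KO females stays open, as the list passed with the preset correlation and not with an estimated one (camera adjusted p = 3.64e-07, adjusted p = 0.572 with an estimated correlation). It cannot be told apart from low mapping of the WT female libraries, because all 3 mapped low in the paper and 1 remained without mice 16 and 17, where the list kept its call with a median of -0.89 and 1107 genes were called, against too few in all mice for a share to be lost. Low mapping would need to raise the list in these mice, whereas its mean log2 value was lowest in mouse 17, which mapped lowest (12.17 at 32%, against 12.80 at 37% in mouse 16 and 12.79 at 61% in mouse 18), but 3 mice are too few to decide.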

How the results depend on the processing

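DESeq2 on the 2 groups alone at the study's thresholds, and single genes and lists without mice 16 and 17, were chosen only after the results were seen. No paired analysis was possible because mouse numbers are not shared between groups. Of 198 called values of named genes, 198 kept their direction and call with a pseudocount of 5, 186 without the filter, 194 after quantile normalization, 180 in edgeR, 195 in DESeq2, 198 with library quality weights, 115 with the hepatocyte and muscle covariates and 119 whichever mouse was left out. Without mice 16 and 17, 65 of 70 kept it. Of 63 called lists, 43 kept their direction and call with these covariates, 62 or more in the 6 settings named first, 5 kept their call with an estimated correlation and 56 whichever mouse was left out. With 1 mouse left in KO females on the low-calcium diet, or in WT females without mice 16 and 17, that mouse was assumed to vary like the other groups. Members of the hepatocyte and muscle lists are part of the covariates, so their loss there was fixed beforehand. The covariates were highest in WT males on the control diet. Calls of other genes lost under them in comparisons with that group cannot show a liver or muscle source. WT females on the low-calcium diet had the fewest reads, and depth limits genes near the filter there most. Beyond fewer genes, libraries or another threshold where the setting brings these, the cause was not tested.

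The number of changed genes moved past 1.5 times as follows. In DESeq2 it was 704 (WT females vs WT males, control), 1364 (KO females vs KO males, control), 23 (KO vs WT females, control), 1876 (diet in KO females), 990 (KO vs WT females, low calcium), 1432 (diet in WT males), 1025 (diet in KO males), 6 (KO vs WT males, low calcium), 1112 (KO females vs KO males, low calcium), 107 (sex by genotype), 593 (genotype by diet in females), 13 (genotype by diet in males) and 99 (sex by diet in WT). With library quality weights it was 4456 (WT females vs WT males, control), 1653 (KO females vs KO males, control), 276 (KO vs WT males, control), 638 (KO vs WT females, control), 4478 (diet in WT females), 2931 (diet in KO females), 1896 (KO vs WT females, low calcium), 3675 (diet in WT males), 1651 (diet in KO males), 94 (KO vs WT males, low calcium), 1553 (KO females vs KO males, low calcium), 860 (sex by genotype), 1744 (genotype by diet in females), 171 (genotype by diet in males) and 1529 (sex by diet in WT). Fitting the 2 groups alone it was 735 (WT females vs WT males, control), 117 (KO females vs KO males, control), 5 (KO vs WT females, control), 812 (diet in WT females), 80 (diet in KO females), 0 (KO vs WT females, low calcium), 1633 (diet in WT males), 116 (diet in KO males), 0 (KO vs WT males, low calcium) and 1 (KO females vs KO males, low calcium). Without the filter it was 378 (KO females vs KO males, control), 131 (KO vs WT males, control), 5 (KO vs WT females, control), 122 (KO vs WT females, low calcium), 2 (KO vs WT males, low calcium), 48 (sex by genotype), 4 (genotype by diet in females), 30 (genotype by diet in males) and 59 (sex by diet in WT). After quantile normalization it was 271 (KO females vs KO males, control), 1 (KO vs WT females, control), 206 (KO females vs KO males, low calcium), 30 (sex by genotype), 65 (genotype by diet in females), 5 (genotype by diet in males) and 45 (sex by diet in WT). In limma at the study's thresholds it was 263 (KO females vs KO males, control), 209 (KO vs WT males, control), 45 (KO vs WT females, control), 577 (diet in WT females), 235 (diet in KO females), 383 (diet in WT males), 335 (diet in KO males), 57 (KO vs WT males, low calcium), 1049 (WT females vs WT males, low calcium) and 240 (KO females vs KO males, low calcium). In DESeq2 at the study's thresholds it was 267 (KO females vs KO males, control), 245 (KO vs WT males, control), 52 (KO vs WT females, control), 586 (diet in WT females), 211 (diet in KO females), 443 (diet in WT males), 67 (KO vs WT males, low calcium), 1212 (WT females vs WT males, low calcium) and 180 (KO females vs KO males, low calcium). In DESeq2 on the 2 groups alone at the study's thresholds it was 235 (KO females vs KO males, control), 250 (KO vs WT males, control), 72 (KO vs WT females, control), 540 (diet in WT females), 206 (diet in KO females), 95 (KO vs WT females, low calcium), 472 (diet in WT males), 305 (diet in KO males), 59 (KO vs WT males, low calcium), 1096 (WT females vs WT males, low calcium) and 185 (KO females vs KO males, low calcium). With the hepatocyte and muscle list means as covariates it was 11 (KO vs WT males, control), 28 (KO vs WT females, control), 1262 (KO vs WT females, low calcium), 44 (diet in WT males), 8 (KO vs WT males, low calcium), 119 (KO females vs KO males, low calcium), 137 (sex by genotype), 258 (genotype by diet in females), 21 (genotype by diet in males) and 3 (sex by diet in WT). Without mice 16 and 17 it was 2224 (KO vs WT females, low calcium), 1107 (genotype by diet in females) and 1309 (sex by diet in WT). In edgeR it was 3 (KO vs WT males, low calcium), 0 (sex by genotype) and 7 (sex by diet in WT). With a pseudocount of 5 it was 31 (sex by genotype) and 19 (genotype by diet in males). Leaving out each mouse gave 101 to 425 (WT females vs WT males, control), 37 to 996 (KO females vs KO males, control), 23 to 127 (KO vs WT males, control), 0 to 2 (KO vs WT females, control), 1219 to 3753 (diet in WT females), 31 to 1605 (diet in KO females), 0 to 1916 (KO vs WT females, low calcium), 213 to 869 (diet in WT males), 195 to 698 (diet in KO males), 0 to 10 (KO vs WT males, low calcium), 5 to 567 (KO females vs KO males, low calcium), 2 to 152 (sex by genotype), 0 to 848 (genotype by diet in females), 0 to 16 (genotype by diet in males) and 17 to 332 (sex by diet in WT).

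With the hepatocyte and muscle covariates, which were highest in WT males on the control diet, the direction turned to 0.86 for *Apoa1* (WT females vs WT males, control), 1.66 for *Apoa1* (KO vs WT males, control), 1.92 for *Apoa1* (diet in WT males), 0.56 for the list of liver lipid and steroid genes (WT females vs WT males, control), 0.78 for the list of liver lipid and steroid genes (KO vs WT males, control), 0.39 for the cholesterol synthesis list (KO vs WT males, control), 0.023 for the fatty acid synthesis and oxidation list (KO vs WT males, control), 0.37 for the cholesterol synthesis list (diet in WT males), 0.69 for the list of liver lipid and steroid genes (diet in WT males), 0.28 for the adipocyte list (diet in WT males), -0.31 for the bone formation and mineralization list (genotype by diet in males) and -0.39 for the bone formation and mineralization list (sex by diet in WT), and the cause was not tested. It also turned to 0.33 for *Alb* (WT females vs WT males, control), itself a member of the hepatocyte list and so part of the covariate, on which this setting says nothing.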

Differences from the paper's values

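DESeq2 on the 2 groups alone at the thresholds of the study, and single genes without mice 16 and 17, were tests chosen only after the results were seen. Of 81 values compared, 76 lay within the paper's range or near it. This count takes the lipid genes that fell in WT males on the low-calcium diet on the log2 scale. As folds, *Apoa1*, *Apob* and *Cyp2e1* among them would lie far above the paper's range. For *Apoa1* in WT females against WT males on the control diet, the paper's value is at most 3-fold lower, and here it was 90.1-fold lower (56.6-fold without mouse 14, 137 without mouse 32, 39.2 without mouse 24 and 152 without mouse 25). None of the 13 alternatives set before the data were examined came near the paper's value. In the paper's supplementary table for this comparison, the log2 fold changes of 394 genes lay within 0.0793 of those of DESeq2 here, which gave -7.71 for *Apoa1*. For *Apoa2* the paper's value is at most 3-fold lower, and here it was 13.2-fold lower (8.35-fold without mouse 32 and 7.48 without mouse 24). It no longer differed with a pseudocount of 5, library quality weights, the hepatocyte and muscle covariates or without mouse 24, and it differed without the filter, after quantile normalization, in edgeR, in DESeq2 and without mouse 1, 14, 32, 7 or 25. For *Wnt2b* in KO against WT females on the low-calcium diet, the paper's value is 2-fold lower, and here it was 4.03-fold lower, or -2.01 as a log2 fold change, a scale on which it would match, while the other genes the paper gives with it match as folds. It no longer differed with a pseudocount of 5 or without mouse 5, and it differed under the other alternatives set before the data were examined. For *Oscar* and *Mst1r* in KO against WT males on the low-calcium diet, the paper's values are at least 2-fold higher, and here they were 0.819-fold and 0.861-fold. None of the 13 alternatives set before the data were examined came near the paper's values. In the paper's supplementary table for this comparison, the log2 fold changes of 59 genes lay within 0.0240 of those of DESeq2 here. The smallest absolute value there was 1.008. DESeq2 here gave -0.26 for *Oscar* and -0.21 for *Mst1r*, so neither can be among those genes, and the paper's text and table differ on them.

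The range the paper gives for the lipid genes that fell in WT males on the low-calcium diet matched the values here on the log2 scale, on which they were compared. *Apoa1* fell with a log2 fold change of -6.72, or 106-fold (46.0-fold without mouse 24, 178 without mouse 25 and 167 without mouse 8), *Apob* with -7.09, or 137-fold (62.8-fold without mouse 24 and 242 without mouse 25), and *Cyp2e1* with -6.15, or 70.9-fold (35.5-fold without mouse 24, 108 without mouse 25 and 114 without mouse 8). In DESeq2 the log2 fold changes were -8.01, -8.34 and -6.81, respectively. *Apoa4*, *Apoc3* and *Cyp7a1*, which the paper names as changed, did not pass the filter on low counts. Without the filter limma called *Apoc3* (adjusted p = 0.0012) and *Cyp7a1* (adjusted p = 0.00212) and not *Apoa4* (adjusted p = 0.162). At the paper's thresholds limma without the filter called all 3 of them.

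The paper names 99 changes of single genes, counted per comparison. At its thresholds limma called 86 and DESeq2 88 of them. DESeq2 on the 2 groups alone at these thresholds, chosen after seeing the values, called 97 and dropped 2 of the paper's genes, *Oscar* and *Mst1r* (KO against WT males, low calcium). Those that limma did not call at the paper's thresholds were *Aldh1l2* and *Dmp1* (females against males, WT, control), *Col8a2* (females against males, KO, control), *Wnt4* (diet, WT males), *Postn* (diet, KO males), *Oscar*, *Mst1r*, *Col3a1* and *Igfbp6* (KO against WT males, low calcium) and *Dcstamp* (females against males, KO, low calcium). DESeq2 on all mice did not call *Aldh1l2*, *Apoa4* and *Apoc3* (females against males, WT, control), *Col8a2* (females against males, KO, control), *Wnt4* (diet, WT males), *Postn* (diet, KO males), *Oscar*, *Mst1r*, *Col3a1* and *Igfbp6* (KO against WT males, low calcium) and *Dcstamp* (females against males, KO, low calcium).

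At an adjusted p under 0.05, which is not the paper's threshold, limma called 67 of the 99 changes. Not called, with the adjusted p in brackets, were *Aldh1l2* (0.226), *Ctsk* (0.0742), *Dmp1* (0.161) and *Tgfb3* (0.0584) for WT females against WT males on the control diet, *Col8a2* (0.107), *Wnt4* (0.0909) and *Tgfb3* (0.0592) for KO females against KO males on the control diet and *Oscar* (0.0818) and *Mst1r* (0.102) for KO against WT males on the control diet. The same held for *Mmp15* (0.118), *Alpl* (0.0742), *Bglap* (0.0522), *Wnt2b* (0.0776), *Col1a1* (0.0742), *Col1a2* (0.0719) and *Postn* (0.0796) for KO against WT females on the low-calcium diet and *Wnt4* (0.132), *Slc27a2* (0.0504) and *Plin1* (0.0656) for low calcium in WT males. It also held for *Postn* (0.0602) for low calcium in KO males, *Oscar* (1), *Mst1r* (1), *Col3a1* (1), *Col8a2* (0.73), *Tnn* (0.226) and *Igfbp6* (1) for KO against WT males on the low-calcium diet and *Col2a1* (0.0588), *Mmp13* (0.0882) and *Dcstamp* (0.253) for KO females against KO males on the low-calcium diet. Library quality weights called *Aldh1l2*, *Ctsk*, *Dmp1* and *Tgfb3* (females against males, WT, control), *Col8a2* and *Tgfb3* (females against males, KO, control), *Oscar* and *Mst1r* (KO against WT males, control), *Mmp15*, *Alpl*, *Bglap*, *Wnt2b*, *Col1a1*, *Col1a2* and *Postn* (KO against WT females, low calcium), *Wnt4*, *Slc27a2* and *Plin1* (diet, WT males), *Postn* (diet, KO males), *Tnn* (KO against WT males, low calcium) and *Col2a1* and *Mmp13* (females against males, KO, low calcium) with adjusted p between 3.35e-05 and 0.0306. DESeq2 called *Ctsk* and *Tgfb3* (females against males, WT, control), *Wnt4* and *Tgfb3* (females against males, KO, control), *Oscar* and *Mst1r* (KO against WT males, control), *Mmp15*, *Alpl*, *Bglap*, *Col1a1*, *Col1a2* and *Postn* (KO against WT females, low calcium), *Slc27a2* and *Plin1* (diet, WT males), *Postn* (diet, KO males), *Tnn* (KO against WT males, low calcium) and *Col2a1* and *Mmp13* (females against males, KO, low calcium) with adjusted p between 0.00127 and 0.0438. The hepatocyte and muscle covariates called *Tgfb3* (females against males, WT, control) and *Mmp15*, *Alpl*, *Bglap*, *Col1a1*, *Col1a2* and *Postn* (KO against WT females, low calcium) with adjusted p between 0.00347 and 0.049. EdgeR called *Tgfb3* (females against males, KO, control), *Bglap* (KO against WT females, low calcium) and *Slc27a2* and *Plin1* (diet, WT males) with adjusted p between 0.0175 and 0.0453. Leaving out mouse 4 called *Tgfb3* (females against males, KO, control) with adjusted p = 0.0369. Quantile normalization called *Oscar* and *Mst1r* (KO against WT males, control) and *Bglap* (KO against WT females, low calcium) with adjusted p between 0.0295 and 0.0485. Leaving out mouse 10 called *Mst1r* (KO against WT males, control) with adjusted p = 0.0326. Leaving out mouse 17 called *Mmp15*, *Alpl*, *Bglap*, *Wnt2b*, *Col1a1*, *Col1a2* and *Postn* (KO against WT females, low calcium) with adjusted p between 0.00611 and 0.0232. Leaving out mice 16 and 17 called *Alpl*, *Bglap*, *Col1a1*, *Col1a2* and *Postn* (KO against WT females, low calcium) with adjusted p between 0.0176 and 0.0378, a setting chosen after seeing the values that leaves 1 WT mouse. A pseudocount of 5 called *Wnt2b* (KO against WT females, low calcium) and *Slc27a2* (diet, WT males) with adjusted p between 0.0392 and 0.0478. Leaving out mouse 25 called *Slc27a2* and *Plin1* (diet, WT males) with adjusted p between 0.0244 and 0.0263. Leaving out mouse 29 called *Postn* (diet, KO males) with adjusted p = 0.0177. Leaving out mouse 12 called *Col2a1* (females against males, KO, low calcium) with adjusted p = 0.0474.

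The paper states that fewer genes differ between the sexes in KO than in WT mice on the control diet. At an adjusted p under 0.05 limma called 612 in KO and 295 in WT mice, edgeR 486 and 309, and DESeq2 1364 and 704. At the thresholds of the paper limma called 263 in KO and 316 in WT mice, which is the order the paper gives. The same order came from DESeq2 at these thresholds (267 and 325), also on the 2 groups alone (235 and 393). At an adjusted p under 0.05 it came from quantile normalization (271 and 349), library quality weights (1653 and 4456) and the fit of the 2 groups alone (117 and 735). The count in KO mice was 250, 37, 106, 82 and 204 without mouse 4, 20, 10, 27 and 28, respectively, and 996 without mouse 19. In WT mice leaving out each mouse gave 101 to 425. These counts overlap, so leaving out mice sets no order between the genotypes. The paper describes the integrin genes *Itgav* and *Itgb5* as stable over sex, genotype and diet. With low calcium *Itgav* rose in WT females by 1.02 (adjusted p = 7.95e-05) and *Itgb5* by 0.74 (adjusted p = 0.00245) on the log2 scale, while no difference between KO and WT mice passed in females (for *Itgav* 0.708 on the control diet and 0.0619 on the low-calcium diet, where the log2 difference was -0.50 and the mice did not overlap). The latter passed in DESeq2 (-0.50, adjusted p = 0.0139), with library quality weights (-0.56, adjusted p = 0.0060), with the hepatocyte and muscle covariates (-0.50, adjusted p = 0.0341) and without mouse 17 (-0.57, adjusted p = 0.0158). It also describes *Hsp90aa1* as not regulated by diet, whereas it rose in KO females by 0.57 (adjusted p = 0.027) and did not pass in WT females (0.086). The call in KO females was lost without mouse 4, 20, 5 or 6 (adjusted p between 0.0568 and 0.183), and WT females passed without mouse 16 (adjusted p = 0.0219). The calls here set no minimum fold, whereas the paper required a log2 fold change past 1. The changes of *Itgb5* and *Hsp90aa1* lie under that bound, and the 1.02 of *Itgav* in WT females lies just past it.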

Other observations

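The counts of other splits of the mice were tests chosen only after the results were seen. On the low-calcium diet 19 genes were called higher and 26 lower in each of the 4 comparisons of diet. Independent lists would share 0.0211 and 0.0168. These comparisons share 1 variance per gene from the same fit, so their calls are not independent and the expected numbers are no test. Among the raised genes, with the lowest and highest of the 4 log2 fold changes, were the chaperone *Hspa1a* (1.72 to 3.98), the osteoclast receptor *Oscar* (1.21 to 2.84), the Wnt inhibitor *Wif1* (0.98 to 1.59), *Limch1* (1.01 to 1.49), *Pla2g5* (0.87 to 1.32), *Sdc2* (0.72 to 1.28) and *Sox4* (0.50 to 0.91). The lowered genes included *Cxcr2* (-1.40 to -0.82), *Ceacam16* (-1.42 to -1.12), *Ltb* (-1.04 to -0.88), *Ccl6* (-1.06 to -0.78), *Pirb* (-0.998 to -0.60) and *Icosl* (-0.72 to -0.61). The mean of the neutrophil list was also lower on this diet, at 12.43 against 13.03 in WT females and 12.57 against 13.29 in KO females. In males it was 13.12 against 13.58 in WT and 13.17 against 13.49 in KO mice. The erythroid list was lower in WT females only. Whether the mix of cells in the chips made these changes was not tested. Females exceeded males in 10 genes in all 4 comparisons of sex, among them *Greb1* (2.86 to 4.31), *Aldh1a2* (1.99 to 3.04), *Greb1l* (1.31 to 2.03), *Igfbp5* (0.75 to 1.01), *Kdm6a* (0.63 to 0.84) and *Ltbp2* (0.59 to 1.14), and were lower in 1, *Gpnmb* (-2.98 to -1.005). Over all genes tested, the Pearson correlation of log2 fold changes ran over -0.00862 to 0.0833 between comparisons of genotype, 0.277 to 0.412 between those of diet and 0.325 to 0.479 between those of sex.

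Several gene lists differed between the sexes on the low-calcium diet in WT mice, and 2 between the diets in females. WT females on this diet mapped at 37%, 32% and 61% in the paper, so library quality cannot be told apart from sex or diet there. Among the 15 genes of the erythroid list, 15 were lower in females (15 when adjusted over the list alone), with a median log2 fold change of -0.69 (camera adjusted p = 3.91e-08, adjusted p = 0.533 with an estimated correlation). The cell cycle list held 20 genes, of which 20 were lower in females (20 when adjusted over the list alone), with a median log2 fold change of -0.55 (camera adjusted p = 5.09e-13, adjusted p = 0.455 with an estimated correlation). Of the 24 members of the interferon-stimulated list, 18 were higher in females (19 when adjusted over the list alone), with a median log2 fold change of 0.67 (camera adjusted p = 1.68e-08, adjusted p = 0.464 with an estimated correlation). In the clock list, 12 of 18 members were higher in females (13 when adjusted over the list alone), with a median log2 fold change of 0.68 (camera adjusted p = 1.03e-05, adjusted p = 0.442 with an estimated correlation). Among the 20 genes of the immediate early list for low-calcium against control diet in WT females, 7 rose (9 when adjusted over the list alone), with a median log2 fold change of 0.56 (camera adjusted p = 1.92e-06, adjusted p = 0.572 with an estimated correlation). The B and plasma cell list for low-calcium against control diet in KO females held 16 genes, of which 5 fell (7 when adjusted over the list alone), with a median log2 fold change of -0.77 (camera adjusted p = 3.11e-05, adjusted p = 0.572 with an estimated correlation).

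Comparisons of 3 mice against 3 allow 10 splits, too few for a share under 0.05. The real count and the highest other were 295 and 0 (WT females vs WT males, control), 612 and 0 (KO females vs KO males, control), 72 and 2 (KO vs WT males, control), 2520 and 0 (diet in WT females), 763 and 0 (diet in WT males), 533 and 0 (diet in KO males), 1 and 0 (KO vs WT males, low calcium) and 4993 and 0 (WT females vs WT males, low calcium), where 1 of 10 splits, the real one, gave as many. For KO against WT females on the control diet they were 0 and 0 by limma, with 1510 genes at an unadjusted p under 0.05, 0 by edgeR and 23 by DESeq2, and 10 of 10 splits gave as many, which a count of 0 fixes beforehand.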
